# Sex-specific developmental gene expression atlas unveils dimorphic gene networks in *C. elegans*

**DOI:** 10.1038/s41467-024-48369-z

**Published:** 2024-05-20

**Authors:** Rizwanul Haque, Sonu Peedikayil Kurien, Hagar Setty, Yehuda Salzberg, Gil Stelzer, Einav Litvak, Hila Gingold, Oded Rechavi, Meital Oren-Suissa

**Keywords:** Neuronal development, RNA sequencing, Sexual dimorphism

## Abstract

Sex-specific traits and behaviors emerge during development by the acquisition of unique properties in the nervous system of each sex. However, the genetic events responsible for introducing these sex-specific features remain poorly understood. In this study, we create a comprehensive gene expression atlas of pure populations of hermaphrodites and males of the nematode *Caenorhabditis elegans* across development. We discover numerous differentially expressed genes, including neuronal gene families like transcription factors, neuropeptides, and G protein-coupled receptors. We identify INS-39, an insulin-like peptide, as a prominent male-biased gene expressed specifically in ciliated sensory neurons. We show that INS-39 serves as an early-stage male marker, facilitating the effective isolation of males in high-throughput experiments. Through complex and sex-specific regulation, *ins-39* plays pleiotropic sexually dimorphic roles in various behaviors, while also playing a shared, dimorphic role in early life stress. This study offers a comparative sexual and developmental gene expression database for *C. elegans*. Furthermore, it highlights conserved genes that may underlie the sexually dimorphic manifestation of different human diseases.

## Abstract (web summary)

Genetic sex introduces variation in phenotypic traits in sexually reproducing organisms. Here, the authors report a developmental gene expression atlas for *C. elegans* males and hermaphrodites, highlighting the key role of the insulin-like peptide INS-39 in male development and suggesting genetic underpinnings of sexual dimorphism.

## Introduction

Genetic sex introduces variation in phenotypic traits in sexually reproducing organisms. Sexual dimorphism, the phenotypic differences between the two sexes of a species, can be exhibited at various levels. These differences include variances in morphology^1^, sensory sensitivity^2^, social behavior^3,4^, and disease progression or onset^5^. In essentially all sexually reproducing animals, from nematodes to humans, the nervous system undergoes sexual differentiation during a crucial developmental period, leading to changes in neuroanatomy, neural differentiation, synaptic connectivity, and physiology, which profoundly influence behavior^6–10^. This developmental shift is driven and accompanied by a sex-specific transcriptional program that has only been partially studied. Past work on developmental transcriptomes of various organisms, while capturing some universal features of sexual differentiation, were usually limited in scope, either focusing on one sex only^11,12^ or ignoring sex altogether^13,14^, covering limited developmental timepoints^15^, or focusing on non-neuronal tissues^11,12,16^.

To gain insight into the molecular and genetic mechanisms underlying the sexual component of nervous system development, we asked how sexual identity, neuronal identity, and developmental stage intersect to drive gene expression in a model organism. We addressed this question using the nematode *Caenorhabditis elegans* (*C. elegans*), due to the detailed anatomical and molecular understanding of the nervous system of both sexes and the extensive sexual dimorphism they exhibit^17,18^ at the resolution of single identifiable neurons, connections, and behaviors^2,19–21^. As most sexual differences arise late in development, *C. elegans* offers a unique opportunity to track how sex-specific characteristics emerge during neuronal development.

*C. elegans* is an androdioecious nematode, with hermaphrodites (XX) and males (XO). Males are rare (0.01%) in the standard lab strain, and no obvious morphological or molecular markers exist for large-scale male isolation before sexual maturation (stretching roughly from the late L3 stage up to the transition into adulthood), a long-standing obstacle for systemic studies of sexual dimorphism or male development. Therefore, previous genome-wide expression studies in *C. elegans* have generally centered around just one sex, the hermaphrodite, and were limited to late larval stages or the use of pseudo males and relatively few stage-specific sample replicates^22–27^. Traditional methods to purify adult males rely on manual picking^28^, mutations in *him* (*h*igh *i*ncidence of *m*ales)^29^ genes, or by size exclusion using mesh filters^30^, all of which are labor intensive and time-consuming. In a recent study^31^, large-scale preparation of L4 male larvae was achieved using auxin-induced degradation of a dosage compensation complex (DCC) component; nevertheless, male isolation at the early larval stages is still absent.

In the current work, we describe a gene expression atlas for the two sexes of *C. elegans* across development (https://www.weizmann.ac.il/dimorgena/). To achieve this, we developed a methodology that enables large-scale isolation of early larval males with high purity and then carried out whole animal RNA sequencing across all significant developmental stages for both sexes. Our findings reveal a multitude of sexually dimorphic differentially expressed genes, including neuronal gene families such as transcription factors (including DM domain and homeobox genes), neuropeptides, and G protein-coupled receptors (GPCRs). We validated our findings using multiple approaches and identified an early-stage marker for males. Comprehensive anatomical localization and functional studies of one of the top hit genes, the insulin-like neuropeptide INS-39, revealed sexually dimorphic expression and functions in the two sexes. We also discovered a complex and sexually dimorphic regulation system for this gene. Together, the extensive database of dimorphic gene expression across development provided by this study will serve as a source for determining the functions of specific genes in both sexes. Finally, our study also draws attention to conserved candidate genes that might be linked to the sexually dimorphic manifestations of human diseases.

## Results

### Large-scale male isolation in *C. elegans* L1 larvae

To obtain a male-enriched worm population we exploited a temperature-sensitive mutation in a dosage compensation complex (DCC) gene detrimental only to hermaphrodites. The DCC, a specialized regulatory mechanism that downregulates gene expression from the two X chromosomes, is only formed in *C. elegans* hermaphrodites (males carry just one X chromosome) (Fig. 1a)^32^. Consequently, defective DCC will result in a lethal overdose of gene expression from the X chromosomes only in hermaphrodites^33–35^. We used a temperature-sensitive allele (*y1*) in the DCC gene *dpy-28*^36^ combined with a *him-8* mutation that spontaneously leads to a high incidence of males (Fig. 1b). As expected, at the restrictive temperature (25 ^o^C), most XX hermaphrodites died as embryos or L1 larvae, whereas the XO males were unaffected. However, even at the restrictive temperature, 20% of XX hermaphrodites were still viable (Fig. 1b). We observed that the L1 XX hermaphrodites that did hatch at the restrictive temperature were severely impaired, displaying body defects and defective locomotion. We utilized this sex-specific phenotype and improved male purity by slicing out and removing the immobile drop of hermaphrodites from the plate (Supplementary Fig. 1, see methods). Using this modified protocol, we improved male enrichment to over 98% (Fig. 1b).

**Fig. 1:**
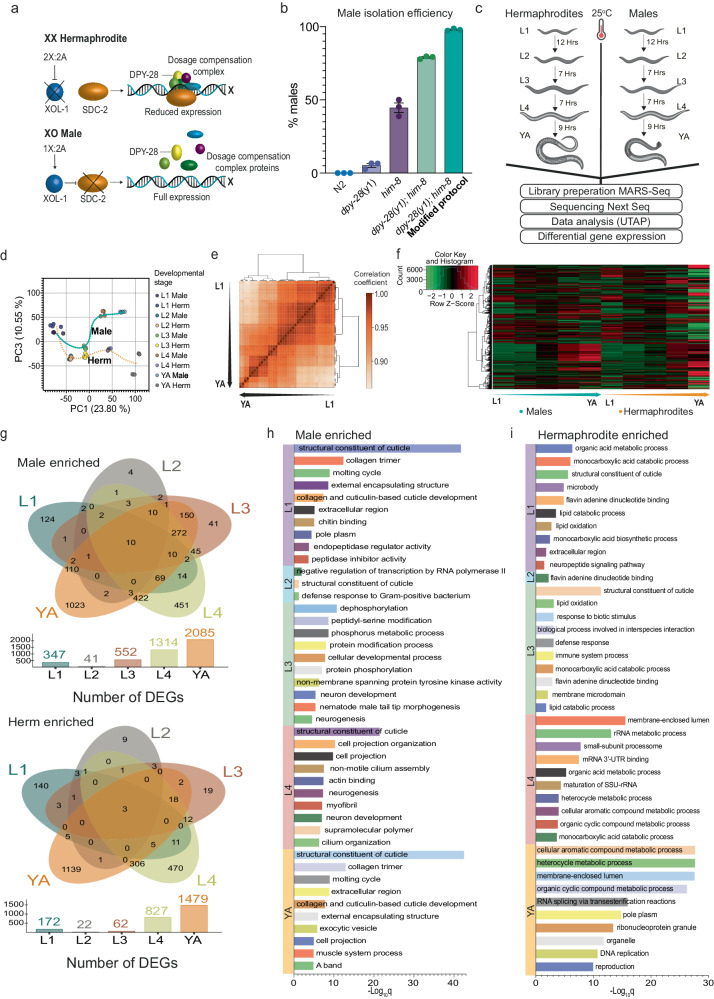
Large-scale isolation of pure male populations enables profiling of whole animal transcriptomes across all developmental stages. **a** A model for *C. elegans* dosage compensation complex (DCC) forming on the X chromosome only in hermaphrodites (image modified with permission from^129^). Created with Biorender.com. **b** Temperature-sensitive mutation (*y1*) in the dosage compensation gene, *dpy-28*, facilitates large-scale male isolation. Quantification of male percent at YA developmental stage in N2, *dpy-28*(*y1*), *him-8*(*e1489*), *dpy-28*(*y1*);*him-8*(*e1489*) and *dpy-28*(*y1*);*him-8*(*e1489*) (modified protocol) at 25^o^C with 3 biological replicates, *n* = 100 worms per group. Data are presented as mean values +/- SEM. **c** Schematic of experimental design and RNA-seq procedure (see methods). Created with Biorender.com. **d** Principal component analysis projection of expression patterns for the five developmental stages of the two sexes. Each circle represents individual samples. The progression of developmental stages is shown as a dotted line for each sex (cyan, males, and orange, hermaphrodites). The % variance, out of the total original variance in the high-dimensional space, spanned by the first and third PCs is indicated on the x and y axis, respectively. **e** Sample correlations. Hierarchical clustering of all sample types based on their RNA expression profiles. Off-diagonal entries denote the Pearson correlation between the expression profiles of two different sample types. Here, the sample classes cluster well, showing the highest intra-group correlations (developmental stage and sex). **f** Hierarchical clustering of differentially expressed genes (by DESeq2) using the genes expression values (rlog transformed counts (rld)) on a per-developmental stage basis, using the thresholds for significant differential expression as padj ≤ 0.05, |log_2_ fold change|>= 1 and basemean >= 5. Each row represents a gene. The arrow indicates the progress of developmental stages and results are clustered only by rows. **g** Venn diagrams showing genes enriched in males (top) and hermaphrodites (bottom) across all developmental stages. Top 10 GO term enrichments for males enriched (**h**) and hermaphrodites enriched (**i**) set of genes for each developmental stage. DEGs, differentially expressed genes. The significance of the enrichment at a particular stage was determined using *q*-value threshold of 0.1. Source data are provided as a Source Data file.

To determine the suitability of the isolated *dpy-28* males to serve as a source for wild-type male RNA sequencing, we assayed their morphology, locomotion, and mating behavior, and compared them to wild-type males. *dpy-28* males were indistinguishable from *him-8* control males in multiple parameters and behaviors, including body size, locomotion, and mating efficiency (Supplementary Fig. 2). Relatedly, previous studies have shown that RNAi against *dpy-28* exclusively affects hermaphrodites, and not males, in lifespan and dauer arrest^37,38^. Therefore, we concluded that, unlike *dpy-28* hermaphrodites, *dpy-28* males develop normally into healthy adults, and can thus serve as an opposite-sex counterpart to wild-type hermaphrodites for comparative transcriptome analyses.

### Genetic sex and development shape animal transcriptomes

Having established a reliable procedure to obtain pure male populations starting from early juvenile stages, we sought to carry out whole-animal RNA-seq transcriptomics in both sexes and throughout all developmental stages. To achieve this, we used a modified bulk version of the single-cell MARS-seq protocol. This modified approach is a high-throughput, low-input 3’-mRNA-seq method, which enhances the quality of library preparation for more accurate gene expression profiling^39,40^. We produced RNA-seq profiles from five distinct developmental stages (L1, L2, L3, L4, YA) for both sexes, totaling 40 samples (10 groups with four biological repeats) (Fig. 1c). 

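The 40 libraries hold 4 biological repeats of males and 4 of hermaphrodites at each of 5 stages, L1, L2, L3, L4 and young adult (YA), all grown at 25 °C. Male libraries came from dpy-28(y1);him-8(e1489), a strain in which most XX animals die because dosage compensation fails and XO males survive, and hermaphrodite libraries from the wild-type strain N2. The paper removed immobile XX survivors from the plates at L1, and its Supplementary Data 1 lists 97.2 to 98.7% males in the 4 L1 male libraries and 0% in each hermaphrodite library. All male libraries are of 1 strain and all hermaphrodite libraries of the other, so sex and strain cannot be told apart in any comparison. RNA of whole animals was sequenced with a bulk MARS-seq protocol, in which each transcript is tagged near its 3′ end with a unique molecular identifier (UMI). The authors trimmed the reads with cutadapt, aligned them to the C. elegans genome WBcel235 with STAR 2.4.2a, marked duplicates by UMI and counted the remaining reads per gene with HTSeq-count in union mode. The deposited table gives these UMI counts for 11933 genes, beside counts normalized by the authors with DESeq2 and their own fold changes and p-values. UMI counts per male library ran from 1724365 to 3812947 at L1 (median 2803978), 4335717 to 7273903 at L2 (median 4742895), 3891534 to 7041044 at L3 (median 5711179), 3744519 to 6139147 at L4 (median 4574975) and 6144095 to 6728560 at YA (median 6497268). Per hermaphrodite library they ran from 5500782 to 14129759 at L1 (median 7107454), 5311215 to 7226524 at L2 (median 5562543), 5119242 to 6701241 at L3 (median 6166699), 3184047 to 6492482 at L4 (median 6223162) and 2479432 to 6096830 at YA (median 4491598). The paper's Supplementary Data 1 gives raw reads before UMI counting, with a median of 14.08 M per library (M = 1e6), and all values here use the UMI counts. Shallow libraries measure rare transcripts with more counting error, and the L1 males were the shallowest group. Sex was tested at each stage with edgeR's quasi-likelihood test, with TMM scaling and 1 model of the 10 groups over all 40 libraries, on the 8110 genes that passed filterByExpr. A gene was called enriched in a sex at a Benjamini-Hochberg adjusted p of at most 0.05, an absolute log2 fold change of at least 1 and a mean normalized count over the 40 libraries of at least 5, the thresholds of the paper. Log2 fold changes are males minus hermaphrodites with their standard error (±), and normalized counts are means ± SD over n = 4 libraries per group. The standard error was derived as the absolute log2 fold change over the square root of edgeR's F statistic, since the test itself gives none. Gene lists were tested with camera at a preset correlation of 0.01, and the adjusted p with an estimated correlation is given beside it. Where a group held no count of a gene, the fold is a lower bound against a floor of 3 counts over the 4 libraries of the group. With 1 to 3 counts, the ratio is given with its 95% counting interval, which covers counting error only. The fitted fold of such a gene depends on the prior count and is no bound.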

Male percentages, raw read counts, and RINe scores per sample are presented in Supplementary Data 1. PCA analysis and hierarchical clustering of pairwise sample Pearson correlations grouped RNA profiles from biological repeats with high confidence, exhibiting the highest correlations for intra-group samples (Fig. 1d, e). 

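Males and hermaphrodites of L1 and of L2 had similar profiles. The highest correlation between an L1 male and an L1 hermaphrodite library was 0.974, above the median of 0.963 among the L1 males. At L2 the highest between the sexes was 0.983, with a median of 0.983 among the males. From L3 on each library was closest to its own group, and at L4 males came nearer to YA males (mean 0.923) than to L4 hermaphrodites. YA hermaphrodites were the most uneven group, with correlations among repeats as low as 0.862. These are Pearson correlations of log2 CPM (prior count 2) across the genes tested, which are not independent replicates. Of the 40 libraries, 37 had their highest correlation with a repeat of their own group, and the other 3 were 1 each of the L1 males, L2 males and L1 hermaphrodites.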

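In a principal component analysis of the 40 libraries, PC1 followed developmental stage. It held 52.2% of the variance, with a share of 0.986 of its own variance between stages and 0.005 between the sexes. The share between the sexes is pooled over stages, and within L3, L4 and YA their PC1 scores did not overlap. Males ran from -8.58 to -4.95 and hermaphrodites from -34.94 to -27.03 at L3. At L4 the ranges were 78.6 to 85.51 and 68.84 to 74.19, and at YA 123.29 to 129.9 and 85.41 to 112.5. At L1 and L2 the sexes overlapped on PC1. L1, L2 and L3 animals lay apart from each other and from later stages on PC1, while L4 and YA animals overlapped, with YA hermaphrodite repeat 2 at a score of 85.4 and L4 male repeat 3 at 85.5. By this pooled share the sexes parted most on PC2, with 14% of the variance and a share of 0.271 between males and hermaphrodites, against 0.311 between stages. PC3 held 10.5% of the variance, with a share of 0.706 between stages and 0.112 between the sexes. On PC3 too the scores of the sexes did not overlap within L3, L4 and YA. Males ran from -25.96 to -20.27 and hermaphrodites from -54.06 to -35.69 at L3. At L4 the PC3 ranges were 22.73 to 25.75 and -57.27 to -37.24, and at YA 34.12 to 40.29 and -13.64 to 17.74. The sexes overlapped on PC3 at L1 and L2. The shares are sums of squares between groups over the total on each component, from log2 CPM of the genes tested. With the 500 genes of largest variance PC1 rose to 80.6% and PC3 came to 4.3% of the variance.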

Notably, when our samples were separated by stage on principal component 1 (PC1), and by sex on principal component 3 (PC3), samples from both sexes clustered together before the onset of sexual maturation (i.e., L1-L3 stages), and robustly diverged after sexual maturation (L4-YA stages), reflecting the dramatic anatomical and physiological changes that occur during sexual maturation. 

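Genes of the germline and the cuticle were among those that differed between the sexes. At 1 or more stages 128 of 159 cuticle collagens were called, 30 of 31 major sperm proteins, 36 of 40 other sperm genes, 20 of 23 oocyte and eggshell genes and 6 of 6 vitellogenins, the yolk proteins. Of genes at work in most cells or in muscle, the calls were 25 of 77 ribosomal proteins, 11 of 33 genes of the respiratory chain and 7 of 17 body wall muscle genes. In all, 4793 of the 8110 genes tested with edgeR passed the thresholds between males and hermaphrodites at 1 or more stages. A further 3823 of the 11933 genes in the table had too few counts to be tested. Over the 40 fits that leave out 1 library each, the number ran from 4585 to 4944.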

We detected expression data for 14185 genes (Fig. 1f), among which 4698 genes (33%) showed dimorphic expression in either developmental stage, including 2474 known genes and 2224 predicted novel genes. The expression data revealed 519 (L1), 63 (L2), 614 (L3), 2141 (L4), and 3564 (YA) genes that were differentially or dimorphically expressed (Fig. 1g, for raw expression data see Supplementary Data 2). 

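At L1, 268 genes were enriched in males and 237 in hermaphrodites, and at L2 only 39 and 17. The split was 618 against 75 at L3, 1119 against 1147 at L4 and 1806 against 1768 in young adults. Among the genes of largest change at L1 was fat-5, a fatty acid desaturase higher in hermaphrodites, at 158 ± 60.9 in males and 1189.8 ± 294 in hermaphrodites (log2 fold change -2.92, standard error 0.26, edgeR adjusted p = 9.37e-11). So was cpt-3, a carnitine palmitoyltransferase of fatty acid oxidation (log2 fold change -2.76, standard error 0.33, edgeR adjusted p = 9.76e-07). At L2 they included F22H10.6 (log2 fold change 4.22, standard error 0.75, edgeR adjusted p = 4.50e-04), higher in males. At L3 they included K04H8.3, higher in males (log2 fold change 4.83, standard error 0.81, edgeR adjusted p = 5.36e-05), and Y51H7C.1, higher in hermaphrodites (log2 fold change -3.94, standard error 0.62, edgeR adjusted p = 1.22e-05). The collagen col-132 was among the genes of largest change in L4 males, with 1532 ± 158 normalized counts against 1.46 ± 1.69 in hermaphrodites (log2 fold change 10.31, standard error 0.48, edgeR adjusted p = 1.18e-19). The yolk protein gene vit-6 was among those of L4 hermaphrodites, at 3888 ± 1049 against 2.73 ± 1.42 (log2 fold change -10.52, standard error 0.63, edgeR adjusted p = 2.72e-16). In young adults F56C3.8 stood at 3464 ± 561 in males and 54.8 ± 34.9 in hermaphrodites (log2 fold change 6.00, standard error 0.37, edgeR adjusted p = 4.42e-16). R04D3.3 stood at 1.33 ± 1.11 in males and 695 ± 477 in hermaphrodites (log2 fold change -8.96, standard error 0.64, edgeR adjusted p = 5.43e-12). All p-values are from edgeR's quasi-likelihood test, adjusted over the genes tested at a stage. Without L1 hermaphrodite repeat 2 the male-enriched genes at L1 numbered 157, and without L1 male repeat 3 they numbered 173. With each stage fitted alone there were 123 male-enriched and 101 hermaphrodite-enriched genes at L1, and 54 and 34 at L2. Tested against the minimum fold change with glmTreat, 18 and 9 passed at L1. With a replicate block within stage, which pairs the libraries by repeat number, there were 215 and 196 at L1. Of these, 203 and 185 were also called without the block.

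**Figure D1:**
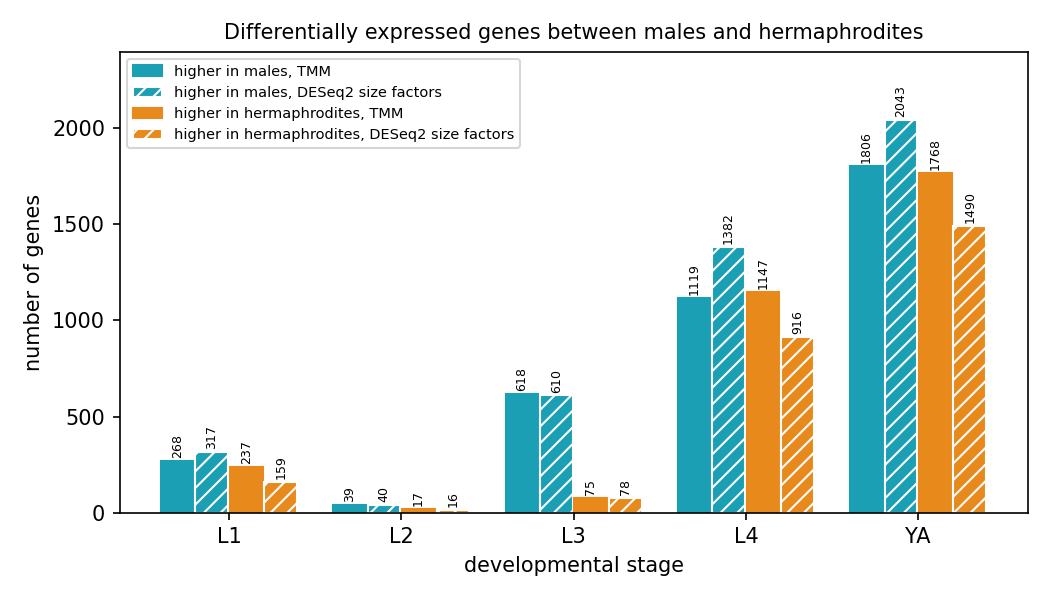
Number of genes past the thresholds at each of the 5 stages, higher in males (blue) or in hermaphrodites (orange). Plain bars are from TMM scaling and hatched bars from DESeq2 size factors in the same edgeR model, and the number stands over each bar. Under TMM the bars reach 1806 and 1768 genes in young adults, and at L4 the male bar is the higher of the pair only with DESeq2 size factors.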

Overall, there were more male-biased differentially expressed genes (DEGs) (henceforth called male enriched genes (MEGs)) than hermaphrodite-biased DEGs (hermaphrodite enriched genes (HEGs)) at all developmental stages, suggesting an inherent sex-dependent bias of gene expression (Supplementary Fig. 3a).

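Males had the larger share of enriched genes at L2 and L3, while L1, L4 and YA were closer to even under TMM scaling. Of the genes called, the male share was 53.1% at L1, 69.6% at L2, 89.2% at L3, 49.4% at L4 and 50.5% in young adults. On PC1, which followed stage, L3 males (-8.58 to -4.95) lay nearer to the L4 animals than L3 hermaphrodites did (-34.94 to -27.03). The counts of genes were not adjusted for this. Scaling moved the male share at L1, L4 and YA. With DESeq2 size factors in edgeR, males and hermaphrodites had 317 and 159 genes at L1 (66.6% male), 1382 and 916 at L4 (60.1%) and 2043 and 1490 in young adults (57.8%). With no low-count filter the male share was 68.6% at L1, 54.8% at L4 and 67.2% in young adults. Other settings moved it the other way in young adults. It was 47.8% there with counts thinned to the smallest library and 49.1% with each stage fitted alone. With the mean count taken over the libraries of the stage it was 49.4%. Without the YA hermaphrodite libraries of repeats 1 and 4, a setting chosen after the results were seen, it was 56.6%. Of the YA calls under TMM, 1595 of 1806 male-enriched and 1399 of 1768 hermaphrodite-enriched genes held in that setting. A further 21 genes were called in the opposite direction. At L1 and L4 the sex with more genes also turned with the libraries used. At L1 there were 157 and 164 male-enriched and hermaphrodite-enriched genes without L1 hermaphrodite repeat 2, 253 and 294 without repeat 3 and 290 and 304 without repeat 4, and 281 and 289 without YA hermaphrodite repeat 2 and 283 and 289 without repeat 3 of that group. At L4 there were 1191 and 928 without L4 male repeat 2, 1077 and 1034 without male repeat 3, 1011 and 923 without L4 hermaphrodite repeat 3 and 1023 and 975 without hermaphrodite repeat 4. The median log2 fold change of all genes was 0.05 at L4 and -0.001 in young adults under TMM, and 0.21 and 0.18 with DESeq2 size factors. Of the genes called at L4 under TMM, 1119 of 1119 male-enriched and 916 of 1147 hermaphrodite-enriched were also called with DESeq2 size factors. At the same thresholds the authors' deposited table has 306 male-enriched and 151 hermaphrodite-enriched genes at L1, 1301 and 843 at L4 and 1963 and 1405 in young adults. Of these, 1088 and 843 at L4 and 1749 and 1397 in young adults were also called here under TMM.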

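pkd-2, K09C8.2, clec-207 and ram-5 were higher in males than in hermaphrodites at L4 and YA. pkd-2, which encodes a polycystin needed for male mate sensing, lies on chromosome IV of WBcel235 from 15227814 to 15234993. It held 64.2 ± 6.38 normalized counts in L4 males and 69.6 ± 18.0 in YA males (mean ± SD, n = 4 libraries). With 1 count in L4 hermaphrodites and 2 in YA hermaphrodites, its male to hermaphrodite ratio was 238 with a 95% counting interval of 42.3 to 9463 at L4 and 86.6 with a 95% counting interval of 23.8 to 718 in young adults. K09C8.2 had no count in L4 hermaphrodites and was at least 181-fold higher in L4 males, at 146 ± 14.3. In young adults it stood at 465 ± 33.9 in males and 16.8 ± 21.4 in hermaphrodites (log2 fold change 4.85, standard error 0.55, edgeR adjusted p = 2.20e-08). clec-207, a C-type lectin, went from 2.55 ± 3.00 in L3 males to 545 ± 77.4 in L4 males and 2082 ± 213 in YA males. It differed between the sexes at L4 (log2 fold change 8.83, standard error 0.86, edgeR adjusted p = 3.61e-10) and YA (log2 fold change 5.10, standard error 0.60, edgeR adjusted p = 4.80e-09). Y39B6A.9 (log2 fold change 8.54, standard error 0.36, edgeR adjusted p = 1.01e-20) and R01E6.5 (log2 fold change 7.14, standard error 0.38, edgeR adjusted p = 7.54e-18) also differed at L4. Both were called at L3 too, with log2 fold changes of 4.56 ± 0.30 and 3.59 ± 0.33, as was K09C8.2 (log2 fold change 3.68, standard error 0.81, edgeR adjusted p = 0.00206). ram-5, which shapes the sensory rays of the male tail, was 267 ± 40.1 in males and 14.6 ± 1.95 in hermaphrodites at L4 (log2 fold change 4.20, standard error 0.30, edgeR adjusted p = 9.99e-14). With no count in YA hermaphrodites, ram-5 was at least 21.8-fold higher in YA males. At L1, ram-5 was already called in males (log2 fold change 1.18, standard error 0.32, edgeR adjusted p = 0.0134). ram-5 at L1 lost its call with each stage fitted alone (log2 fold change 1.34), with counts thinned to the smallest library (0.88), without L1 male repeat 3 (1.105) and without L1 hermaphrodite repeat 2 (0.96). pkd-2 at L4 lost its call with counts thinned to the smallest library (log2 fold change 7.37). pkd-2 at YA lost its call with counts thinned to the smallest library (log2 fold change 4.67). The mean count of pkd-2 over the 40 libraries then stood at 3.98, below the minimum of 5. Its edgeR adjusted p stayed under 0.05 at both stages. In YA hermaphrodite repeats 1 to 4, clec-207 stood at 25.0, 0.180, 0 and 23.5 CPM and K09C8.2 at 8.87, 0, 0 and 4.53.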

To validate our datasets, we confirmed the expected expression pattern of known markers necessary for the development of sex-specific features, which typically appear during the third larval stage^41^. *pkd-2*, for instance, is expressed in the cilia of three different types of male sensory neurons^42^*, K09C8.2* in the seminal vesicle and vas deferens^43^, *clec-207* in the vas deferens^26^, and *Y39B6A.9* in male spicule muscle^27^, *R01E6.5* in male spicule neuron^27^ and *ram-5* in the ray neurons^44,45^. 

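In hermaphrodites the yolk protein gene vit-2 and the germline gene meg-1 rose at L4. vit-2, on chromosome X of WBcel235 from 5101042 to 5106169, reached 3424 ± 1056 normalized counts in L4 hermaphrodites and 24654 ± 14583 in YA hermaphrodites, against 2.91 ± 0.739 and 279.6 ± 38.0 in males (mean ± SD, n = 4 libraries). Its log2 fold change was -10.18 at L4 (standard error 0.57, edgeR adjusted p = 1.88e-16) and -6.46 in young adults (standard error 0.43, edgeR adjusted p = 1.84e-14). At lower levels it was already called at L3 (log2 fold change -2.63, standard error 0.56, edgeR adjusted p = 7.73e-04) and, near the threshold, at L1 (log2 fold change -1.98, standard error 0.65, edgeR adjusted p = 0.044). vit-2 at L1 lost its call with DESeq2 size factors (log2 fold change -1.90), with no low-count filter (-1.88), with each stage fitted alone (-1.78), with a replicate block within stage (-1.93), with a replicate block across stages (-1.99), with counts thinned to the smallest library (-1.25) and with the DESeq2 Wald test and a replicate block (-1.84). The call of vit-2 also ended without L1 male repeats 2 (-1.85), 3 (-1.40) and 4 (-1.82) and without L1 hermaphrodite repeats 2 (-1.81), 3 (-2.02) and 4 (-1.98). vit-2 at L3 lost its call with counts thinned to the smallest library (log2 fold change -2.05). meg-1, a P granule component that lies on chromosome X of WBcel235 from 13927036 to 13929634, had no count in L4 males and was at least 15.4-fold higher in L4 hermaphrodites, at 14.4 ± 5.66. In young adults it held 66.6 ± 26.4 normalized counts in hermaphrodites, and the male to hermaphrodite ratio was 0.00937 with a 95% counting interval of 0.00191 to 0.0279. meg-1 at YA lost its call without the YA hermaphrodite libraries of repeats 1 and 4 (log2 fold change -6.06).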

For hermaphrodites, we used *meg-1*, which is expressed in the proximal germline^46^, and *vit-2* in the vesicles of the oocyte^47^. Our data coincides with these genes’ reported stage-specific expression pattern, which shows essentially no to minimal expression in males/hermaphrodites before sexual maturation and increases drastically during L4 when sex-specific structures emerge (Supplementary Fig. 3c–j).

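Across the 5 stages, Y39B6A.9 in males ran from 2.03 normalized counts at L1 to 13623 at L4, and vit-2 in hermaphrodites rose from 0.453 at L2 to its highest mean in young adults. Stage changed pkd-2 in males (edgeR adjusted p = 2.57e-15) and meg-1 in hermaphrodites (edgeR adjusted p = 1.22e-11). In the other sex, pkd-2 in hermaphrodites (edgeR adjusted p = 0.318) and meg-1 in males (edgeR adjusted p = 0.142) did not pass this test. The sex difference itself grew between L3 and L4 for Y39B6A.9, by 3.98 on the log2 scale (edgeR adjusted p = 3.89e-09), for ram-5 by 4.29 (edgeR adjusted p = 8.95e-09) and for R01E6.5 by 3.56 (edgeR adjusted p = 4.37e-07). For vit-2 it moved further toward hermaphrodites, by -7.55 (edgeR adjusted p = 1.68e-06). For pkd-2 and clec-207, with few counts at L3, the same test gave edgeR adjusted p = 0.057 and 0.419.

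**Figure D2:**
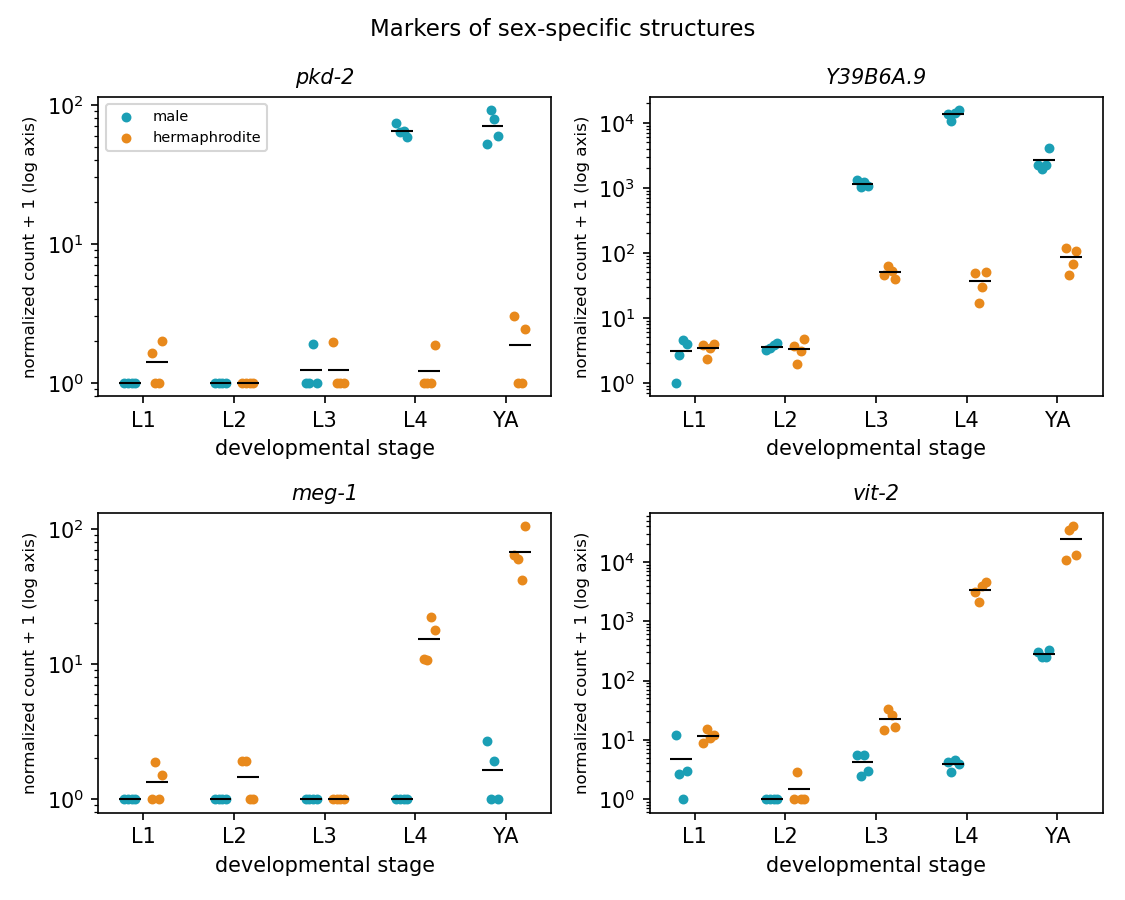
Normalized counts plus 1 (log axis) of pkd-2, Y39B6A.9, meg-1 and vit-2 at the 5 developmental stages, in males (blue) and hermaphrodites (orange). Each point is 1 of 4 libraries and each black line a group mean. The male points of Y39B6A.9 rise from L1 to L4 and the hermaphrodite points of vit-2 from L2 to YA.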

Next, we sought to compare DEGs between stages. 

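unc-54, the major myosin heavy chain of body wall muscle, was higher in males at L1, L2, L3, L4 and YA, with log2 fold changes of 5.02 ± 0.31, 4.47 ± 0.30, 3.16 ± 0.28, 5.79 ± 0.32 and 3.95 ± 0.29. It lies on chromosome I of WBcel235 from 14855901 to 14863482, and at L1 it stood at 136497 ± 31160.3 in males and 4215 ± 2681 in hermaphrodites (mean ± SD, n = 4 libraries; edgeR adjusted p = 1.76e-15). The collagen gene col-170 also differed at every stage, from 1.31 ± 0.20 at L2 (edgeR adjusted p = 5.61e-05) to 3.29 ± 0.22 in young adults (edgeR adjusted p = 5.55e-15), as did C50H11.8 (3.33 ± 0.29 at L1) and C38D9.2 (2.56 ± 0.37 at L1). With ces-2, mab-3, ins-39, srj-49 and str-222 these make 9 genes enriched in males at all 5 stages. Every male library is of the mutant strain, so a strain difference that holds at every stage cannot be told apart from sex. T26E4.9 was called from L2 to YA, at 5.03 ± 0.49 at L2, and did not pass at L1 (log2 fold change 1.39, standard error 0.62, edgeR adjusted p = 0.167). Enriched in hermaphrodites at all 5 stages were 3 genes. asp-5, an aspartyl protease, had 48.9 ± 7.49 in males and 2799 ± 386 in hermaphrodites at L1 (log2 fold change -5.82, standard error 0.35, edgeR adjusted p = 1.08e-15). Its log2 fold changes were -5.49 ± 0.33, -3.63 ± 0.30, -8.18 ± 0.39 and -6.31 ± 0.35 at L2 to YA. Y76B12C.9 had -3.24 ± 0.39 at L1 (edgeR adjusted p = 3.39e-07) and -1.85 ± 0.49 in young adults, and Y38E10A.14 had -1.94 ± 0.31 at L4 and -3.18 ± 0.32 in young adults. At L1, Y38E10A.14 had no count in males and was at least 3.20-fold higher in hermaphrodites. Y38E10A.14 at L1 lost its call with counts thinned to the smallest library (log2 fold change -3.44) and without L1 male repeats 3 (-4.68) and 4 (-4.68). Y38E10A.14 at L2 lost its call without L2 male repeat 4 (log2 fold change -1.36) and without L2 hermaphrodite repeat 3 (-1.26). Y76B12C.9 at L1 lost its call with counts thinned to the smallest library (log2 fold change -3.25).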

We analyzed our datasets using jvenn^48^ and discovered that only 10 male-enriched genes and 3 hermaphrodite-enriched genes remained enriched sex-specifically throughout all developmental stages (Fig. 1g, Supplementary Data 3). 

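The male-enriched genes of L3, L4 and YA overlapped. Of 618 genes enriched in L3 males, 339 were also enriched in L4 males and 499 in YA males, where independent lists of these sizes would share 85.3 and 137.6. L4 and YA males shared 660 genes (249.2 for independent lists) and L4 and YA hermaphrodites 513 (250). L1 hermaphrodites shared 32 of 237 genes with YA hermaphrodites (51.7 for independent lists), while L1 males shared 164 of 268 with YA males (59.7). Of the same L1 genes, 63 enriched in hermaphrodites were enriched in YA males, and 27 enriched in males were enriched in YA hermaphrodites. The 5 comparisons share no library but were fitted in 1 edgeR model, and the overlaps are described here without a test.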

Expectedly, the highest number of DEGs were found at the L4-Adult stages, in both sexes. 

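ceh-60, a homeobox gene that promotes yolk production, was higher in hermaphrodites at L4, at 7.42 ± 4.02 in males and 93.5 ± 12.4 in hermaphrodites (log2 fold change -3.63, standard error 0.43, edgeR adjusted p = 1.24e-08). The sperm gene nspd-3 was higher in males at L3 (log2 fold change 2.54, standard error 0.36, edgeR adjusted p = 1.96e-06) and L4 (log2 fold change 1.22, standard error 0.30, edgeR adjusted p = 0.00137). In young adults it had 0.59 ± 0.29, which did not pass. Sperm transcripts were uneven among the YA hermaphrodites, with major sperm proteins at 3593, 387, 514 and 3487 CPM in repeats 1 to 4. snf-2 and snf-4, a pair of genes of the neurotransmitter transporter family, were higher in YA males. snf-2 stood at 61.7 ± 16.8 in males and 2.94 ± 3.40 in hermaphrodites (log2 fold change 4.38, standard error 0.65, edgeR adjusted p = 2.09e-06), and snf-4 had a log2 fold change of 3.37 ± 0.52. smz-1, a sperm gene, reached 1.94 ± 0.70 in young adults (edgeR adjusted p = 0.0193). smz-1 at YA lost its call with each stage fitted alone (log2 fold change 1.85), with counts thinned to the smallest library (1.62) and without YA hermaphrodite repeats 2 (1.61) and 3 (1.54). snf-2 at YA lost its call with counts thinned to the smallest library (log2 fold change 3.58). snf-4 at YA lost its call without YA male repeat 2 (log2 fold change 3.27). Supplementary Data 4 of the paper lists the overlap by stage and sex. Of its male genes that were tested here, 327 of 335 at L3, 281 of 341 at L4 and 533 of 567 in young adults were called enriched in males. All of its hermaphrodite genes, 3 at L3 and 19 each at L4 and YA, were called enriched in hermaphrodites. The list was drawn up by the paper from these libraries, so its counts are not independent evidence.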

We compared our sex-enriched genes from the L3 to YA stage with a previous publication by Kim et al. that reported male-specific and nervous-system-specific expression of genes after sexual maturation and found an overlap of many genes (Supplementary Data 4, Supplementary Fig. 4). Interestingly, our analysis uncovered twice as many DEGs in males at the L1 stage compared with L1 hermaphrodites (Supplementary Fig. 3a). 

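Among the L1 genes of largest change toward hermaphrodites were asp-5, fat-5 and cpt-3. Y87G2A.2 was also among them, at 41.0 ± 8.59 in males and 278 ± 61.4 in hermaphrodites (mean ± SD, n = 4 libraries), with log2 fold change -2.75, standard error 0.36, edgeR adjusted p = 1.20e-06. The F-box gene fbxa-69 had log2 fold change -2.52, standard error 0.48, edgeR adjusted p = 4.66e-04. The metallothionein gene mtl-1 was higher in L1 hermaphrodites (log2 fold change -2.70, standard error 0.75, edgeR adjusted p = 0.0148). mtl-1 at L1 lost its call without L1 male repeats 2 (log2 fold change -2.58), 3 (-2.58) and 4 (-2.53) and without L1 hermaphrodite repeat 2 (-1.90). icl-1, the glyoxylate cycle enzyme, had 7353 ± 3192 in males and 18743 ± 5158 in hermaphrodites (log2 fold change -1.35, standard error 0.24, edgeR adjusted p = 2.39e-04).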

The cellular anatomy of L1 males and hermaphrodites is similar, and only a few differences have been reported, such as the size difference of the epithelial B cell^49^. 

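lin-42, the homolog of the circadian gene period that times larval molts, was higher in males at 4 of the 5 stages. It lies on chromosome II of WBcel235 from 1233236 to 1252359. At L1 its normalized counts were 692 ± 243 in males and 273 ± 123 in hermaphrodites (mean ± SD, n = 4 libraries), with log2 fold change 1.35, standard error 0.29, edgeR adjusted p = 0.00129. The log2 fold change was 0.95 ± 0.29 at L2 (edgeR adjusted p = 0.138), 1.09 ± 0.29 at L3 (edgeR adjusted p = 0.00782), 1.75 ± 0.30 at L4 (edgeR adjusted p = 1.40e-05) and 1.86 ± 0.38 in young adults (edgeR adjusted p = 6.19e-05). lin-42 at L3 lost its call without L3 hermaphrodite repeat 3 (log2 fold change 0.97). Its sex difference did not pass the test of a change between L1 and L4 (0.41 on the log2 scale, edgeR adjusted p = 0.513). Of 7 heterochronic genes, which set the timing of larval cell fates, 2 were higher in males and 1 in hermaphrodites at L1, also when adjusted over the list alone (camera adjusted p = 0.00881, adjusted p = 0.112 with an estimated correlation). The members that passed were lin-42 and kin-20, a casein kinase (log2 fold change 1.02, standard error 0.19, edgeR adjusted p = 4.52e-04), both higher in males, and lin-28, an RNA-binding protein higher in hermaphrodites (log2 fold change -1.22, standard error 0.32, edgeR adjusted p = 0.0101). kin-20 at L1 lost its call without L1 male repeats 1 (log2 fold change 1.00) and 3 (0.97) and without L1 hermaphrodite repeat 2 (0.89). lin-28 at L1 lost its call with counts thinned to the smallest library (log2 fold change -1.02). In young adults, 2 were higher in males and 2 in hermaphrodites (also when adjusted over the list alone).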

Our analysis uncovered previously undescribed early male-biased expression of a heterochronic gene, *lin-42*, which regulates temporal cell identities^50,51^ (Supplementary Fig. 3k). Another example is the Zn finger transcription factor *lin-29* which has been shown to regulate timing mechanisms of sexually dimorphic nervous system differentiation^52^ (Supplementary Fig. 3l). 

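Under TMM scaling lin-29 was called higher in males at L4 and YA. On chromosome II of WBcel235 from 11917642 to 11935343, it held 342 ± 18.3 in males and 120.3 ± 16.8 in hermaphrodites at L4 (mean ± SD, n = 4 libraries; log2 fold change 1.50, standard error 0.28, edgeR adjusted p = 5.65e-05). In young adults its log2 fold change was 1.09 ± 0.29 (edgeR adjusted p = 0.00141). lin-29 at YA lost its call with each stage fitted alone (log2 fold change 1.09), without the YA hermaphrodite libraries of repeats 1 and 4 (0.44), without YA male repeat 4 (1.00) and without YA hermaphrodite repeats 1 (0.86) and 4 (0.81). At L1 the counts were 129 ± 36.4 in males and 67.9 ± 26.2 in hermaphrodites, a log2 fold change of 0.90 (standard error 0.28, edgeR adjusted p = 0.032), under the minimum of 1. With DESeq2 size factors lin-29 at L1 passed at 1.03. It also passed at L1 with no low-count filter, the DESeq2 Wald test, each stage fitted alone and counts thinned to the smallest library. At L2 and L3 it was 0.04 ± 0.28 (edgeR adjusted p = 1) and 0.71 ± 0.27 (edgeR adjusted p = 0.099). The sex difference did not pass the test of a change between L1 and L4 (0.59 on the log2 scale, edgeR adjusted p = 0.292).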

Our results suggest that its differential expression is set up earlier than previously reported. As comparisons of the sexes at the ultrastructural levels haven’t been made at these early larval stages, we lack knowledge of the extent of dimorphic wiring established early during development. Some of the identified genes might shed light on these wiring events (Supplementary Data 5). To gain further insight, WormBase gene ontology (GO) enrichment analyses were applied to the DEGs for each developmental stage and sex^53^. Male-enriched genes at early development were significantly associated with cuticle development and at later stages with neurogenesis and molting (Fig. 1h). In contrast, hermaphrodite-enriched genes at early development were significantly associated with metabolic pathways and at later stages with reproduction and gamete formation (Fig. 1i). 

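Of 159 cuticle collagens, the main structural proteins of the worm's outer coat, 42 were higher in males and 12 in hermaphrodites at L1, or 44 and 17 when adjusted over the list alone (camera adjusted p = 3.84e-10, adjusted p = 0.245 with an estimated correlation). Among those higher in L1 males were col-90 (1.72 ± 0.23), col-73 (1.77 ± 0.24) and col-182 (2.25 ± 0.31), with an edgeR adjusted p of at most 4.00e-06. Of 38 hedgehog-related genes, many of which encode proteins of the apical extracellular matrix, 9 were higher in males and none in hermaphrodites, or 12 and 0 when adjusted over the list alone (camera adjusted p = 2.78e-09, adjusted p = 0.0353 with an estimated correlation). qua-1 had 1.45 ± 0.21 and wrt-9 1.62 ± 0.29. Of 17 molting genes, 4 were higher in males and none in hermaphrodites, also when adjusted over the list alone (camera adjusted p = 2.78e-09, adjusted p = 0.0248 with an estimated correlation). mlt-11 had 1.40 ± 0.31. Of the collagens at L2, 2 were higher in males and none in hermaphrodites, or 3 and 0 when adjusted over the list alone (camera adjusted p = 0.00475, adjusted p = 0.603 with an estimated correlation). col-176 had a log2 fold change of 3.14 ± 0.32. At L3 the collagens went both ways, and 10 were higher in males and 11 in hermaphrodites, or 10 and 13 when adjusted over the list alone (camera adjusted p = 0.955, adjusted p = 0.984 with an estimated correlation). In L4 animals, 53 were higher in males and 5 in hermaphrodites, also when adjusted over the list alone (camera adjusted p = 4.62e-14, adjusted p = 0.158 with an estimated correlation). col-64 had 6.81 ± 0.32 and col-131 -4.01 ± 0.27. Of the collagens in young adults, 92 were higher in males and 9 in hermaphrodites, also when adjusted over the list alone (camera adjusted p = 2.70e-10, adjusted p = 0.309 with an estimated correlation). dpy-3 had 5.62 ± 0.39, sqt-1 3.04 ± 0.21 and col-153 -4.07 ± 0.28. Hedgehog-related genes had 13 members higher in males at L4 (camera adjusted p = 2.65e-07, adjusted p = 0.0887 with an estimated correlation), grl-31 (8.01 ± 0.44) and grl-26 (7.67 ± 0.48) among them. At YA 19 members were higher in males (camera adjusted p = 3.04e-04, adjusted p = 0.309 with an estimated correlation), and at neither stage was a member higher in hermaphrodites. Of the molting genes at YA, 10 were higher in males and 1 in hermaphrodites, or 11 and 1 when adjusted over the list alone (camera adjusted p = 0.00143, adjusted p = 0.309 with an estimated correlation). noah-1 had 3.79 ± 0.32 and acn-1 3.02 ± 0.28. At YA the molting genes lost their call at a camera adjusted p of 0.0721 without the YA hermaphrodite libraries of repeats 1 and 4, against 2.44e-04 at the lowest over the other settings.

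**Figure D3:**
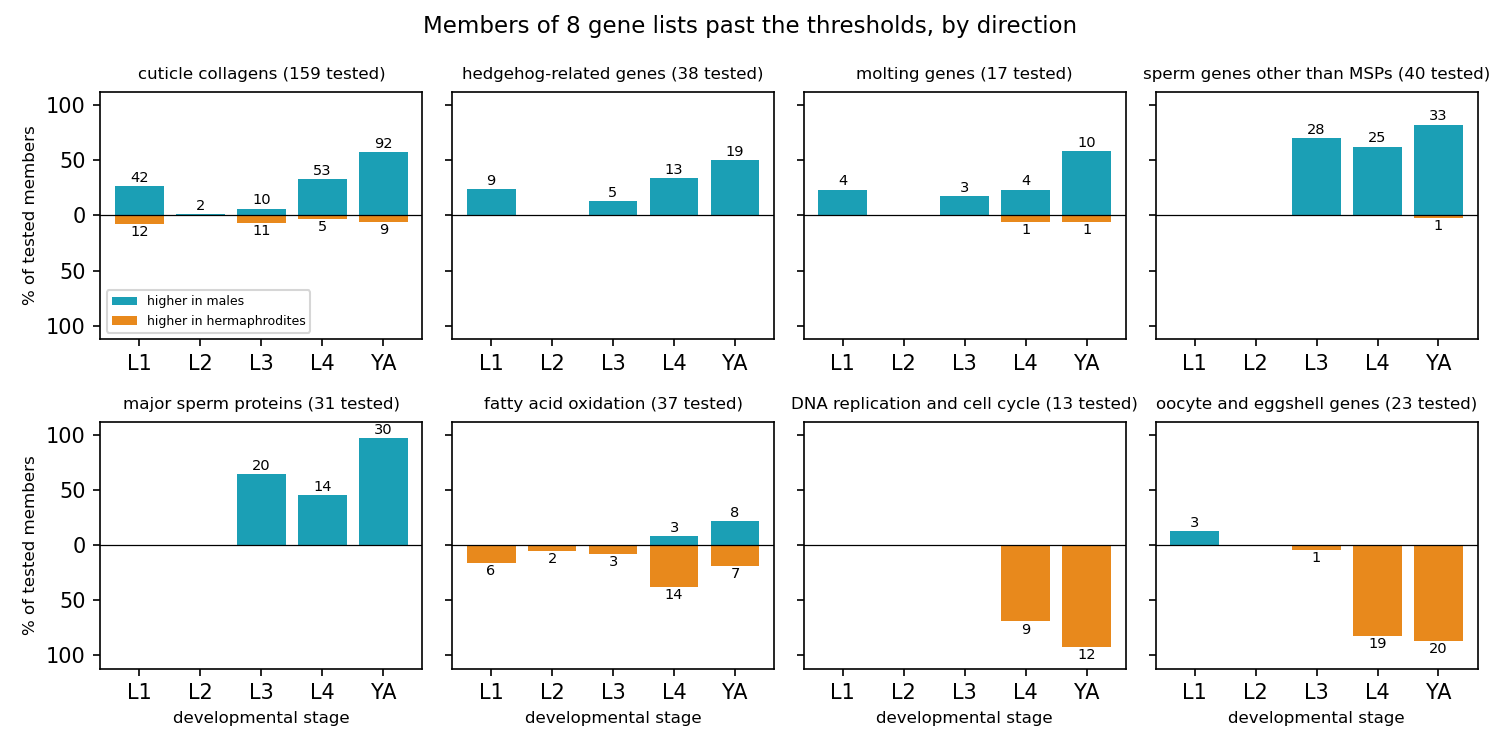
Percentage of the tested members of 8 gene lists that passed the thresholds with edgeR at each of the 5 developmental stages. Blue bars above 0 are members higher in males, orange bars below 0 members higher in hermaphrodites, and the number of genes stands at each bar. For the cuticle collagens the male bars hold 42 genes at L1 and 92 in young adults.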

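Of 21 pan-neuronal and synaptic genes, 5 were higher in males and 1 in hermaphrodites at L4, also when adjusted over the list alone (camera adjusted p = 0.0354, adjusted p = 0.194 with an estimated correlation). Among them, rab-3, a GTPase of synaptic vesicles, had a log2 fold change of 2.24 ± 0.18 (edgeR adjusted p = 5.62e-13) and unc-2, a calcium channel subunit, 1.49 ± 0.25 (edgeR adjusted p = 1.16e-05). At L4 the pan-neuronal and synaptic genes lost their call at a camera adjusted p of 0.0993 with each stage fitted alone, against 0.0111 at the lowest over the other settings. In young adults, 7 were higher in males and 2 in hermaphrodites, also when adjusted over the list alone (camera adjusted p = 0.125, adjusted p = 0.415 with an estimated correlation). egl-21, a carboxypeptidase that processes neuropeptides, had 1.79 ± 0.17 and egl-3, a proprotein convertase, 2.82 ± 0.29. At L1, none was higher in males and 2 in hermaphrodites, also when adjusted over the list alone (camera adjusted p = 0.00279, adjusted p = 0.0911 with an estimated correlation). Of 4 genes of male-specific sensory neurons, 2 were higher in males and none in hermaphrodites at L4, also when adjusted over the list alone (camera adjusted p = 1.77e-05, adjusted p = 0.00118 with an estimated correlation). These were pkd-2 and cwp-1, which was also called at L3 (log2 fold change 2.94, standard error 0.58, edgeR adjusted p = 2.91e-04). In young adults, 2 were higher in males and 1 in hermaphrodites, also when adjusted over the list alone (camera adjusted p = 0.0468, adjusted p = 0.167 with an estimated correlation). The call in hermaphrodites was tba-9, a tubulin gene (-1.42 ± 0.47). tba-9 at YA lost its call with no low-count filter (log2 fold change -0.98), with each stage fitted alone (-1.40), with a replicate block within stage (-0.93), with the DESeq2 Wald test and a replicate block (-1.12) and without YA hermaphrodite repeat 2 (-0.09). At YA the male-specific sensory neuron genes lost their call at a camera adjusted p of 0.0581 with DESeq2 size factors, 0.144 with a replicate block within stage, 0.0805 with a replicate block across stages, 0.151 with counts thinned to the smallest library, 0.232 without the YA hermaphrodite libraries of repeats 1 and 4, 0.053 without the L1 libraries of repeat 1 and 0.123 with each stage fitted alone, against 0.0495 at the lowest over the other settings. Of 10 male tail genes, 5 were higher in males and none in hermaphrodites at L4, also when adjusted over the list alone (camera adjusted p = 5.08e-05, adjusted p = 0.00637 with an estimated correlation). mab-20, a semaphorin, had 2.07 ± 0.33. At YA, 6 were higher in males and 1 in hermaphrodites, or 7 and 1 when adjusted over the list alone (camera adjusted p = 0.112, adjusted p = 0.309 with an estimated correlation). The YA call in hermaphrodites was mab-20 itself (-1.48 ± 0.30), given for YA after its value was seen.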

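In L1 hermaphrodites genes of lipid breakdown stood above males. Of 37 genes of fatty acid oxidation, none was higher in males and 6 in hermaphrodites, or 0 and 7 when adjusted over the list alone (camera adjusted p = 7.16e-05, adjusted p = 0.0248 with an estimated correlation). Among them were acox-1, a peroxisomal acyl-CoA oxidase (-1.32 ± 0.22), and cpt-1, a carnitine palmitoyltransferase (-1.26 ± 0.26). At L2, none was higher in males and 2 in hermaphrodites, or 0 and 3 when adjusted over the list alone (camera adjusted p = 2.00e-05, adjusted p = 0.0159 with an estimated correlation). The acyl-CoA synthetase gene acs-2 had -1.72 ± 0.33. At L3, none was higher in males and 3 in hermaphrodites, or 0 and 4 when adjusted over the list alone (camera adjusted p = 2.60e-08, adjusted p = 0.00296 with an estimated correlation), with F08A8.4 at -2.69 ± 0.29. At L4, 3 were higher in males and 14 in hermaphrodites, also when adjusted over the list alone (camera adjusted p = 0.00541, adjusted p = 0.132 with an estimated correlation). In young adults, 8 were higher in males and 7 in hermaphrodites, also when adjusted over the list alone (camera adjusted p = 0.93, adjusted p = 0.978 with an estimated correlation). Of 8 genes of propionate breakdown, none was higher in males and 1 in hermaphrodites at L2, also when adjusted over the list alone (camera adjusted p = 0.00156, adjusted p = 0.00637 with an estimated correlation). The call was acdh-1, an acyl-CoA dehydrogenase (log2 fold change -2.66, standard error 0.46, edgeR adjusted p = 4.03e-04). Genes of oogenesis were higher in hermaphrodites at L4 and YA. Of 23 oocyte and eggshell genes, none was higher in males and 19 in hermaphrodites at L4, or 0 and 20 when adjusted over the list alone (camera adjusted p = 1.15e-21, adjusted p = 4.30e-05 with an estimated correlation). Among them were the eggshell gene perm-2 (-5.52 ± 0.39) and oma-2, needed for oocyte maturation (-3.88 ± 0.33). At YA, none was higher in males and 20 in hermaphrodites, also when adjusted over the list alone (camera adjusted p = 3.87e-21, adjusted p = 8.16e-05 with an estimated correlation). cpg-2, an eggshell proteoglycan, held 515 ± 50.7 in males and 19111 ± 10914 in hermaphrodites. Earlier calls in this list were few. At L1, 3 were higher in males and none in hermaphrodites, also when adjusted over the list alone (camera adjusted p = 0.349, adjusted p = 0.668 with an estimated correlation). They were mex-5 (1.33 ± 0.34), cbd-1 (1.25 ± 0.37) and puf-11 (1.29 ± 0.40). At L3 cbd-1 alone was called, higher in hermaphrodites (-1.14 ± 0.25). mex-5 at L1 lost its call without the L1 libraries of repeat 1 (log2 fold change 1.00) and without L1 male repeat 1 (1.04). cbd-1 at L1 lost its call with a replicate block within stage (log2 fold change 1.12), with counts thinned to the smallest library (0.60) and without the L1 libraries of repeat 1 (1.08). The call of cbd-1 also ended without L1 male repeats 3 (1.03) and 4 (1.28) and without L1 hermaphrodite repeats 1 (1.04) and 2 (1.14). puf-11 at L1 lost its call with a replicate block across stages (log2 fold change 1.31), with counts thinned to the smallest library (0.96) and without the L1 libraries of repeat 1 (1.16). The call of puf-11 also ended without L1 male repeats 1 (0.98), 2 (1.31) and 4 (1.38) and without L1 hermaphrodite repeats 2 (1.201), 3 (1.18) and 4 (1.33). All 6 vitellogenins were higher in hermaphrodites at L4 (camera adjusted p = 1.04e-34, adjusted p = 3.88e-07 with an estimated correlation) and YA (camera adjusted p = 6.25e-16, adjusted p = 8.16e-05 with an estimated correlation), also when adjusted over the list alone. In YA hermaphrodite repeats 1 to 4 their transcripts summed to 8647, 11340.1, 11987 and 9787 CPM. At L3, none was higher in males and 3 in hermaphrodites, or 0 and 4 when adjusted over the list alone (camera adjusted p = 5.28e-04, adjusted p = 0.0935 with an estimated correlation). vit-1 had -2.01 ± 0.30. Of 13 genes of DNA replication and the cell cycle, none was higher in males and 9 in hermaphrodites at L4, also when adjusted over the list alone (camera adjusted p = 8.97e-06, adjusted p = 0.0046 with an estimated correlation). At YA, none was higher in males and 12 in hermaphrodites, also when adjusted over the list alone (camera adjusted p = 2.70e-10, adjusted p = 8.16e-05 with an estimated correlation). Among them were cyb-3, a cyclin B (-2.25 ± 0.22 at L4), and mcm-7, a subunit of the replicative helicase (-1.75 ± 0.20). At the early stages the list DNA replication and cell cycle lay toward males instead, with a median log2 fold change of 0.40 at L1 (camera adjusted p = 0.0173, adjusted p = 0.112 with an estimated correlation) and 0.57 at L2 (camera adjusted p = 5.60e-06, adjusted p = 0.00325 with an estimated correlation).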

Taken together, profiling of whole animal transcriptomes across all developmental stages reveals a distinct sex-specific developmental plan before any morphological sexual features arise.

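Before L4 the calls included genes of several tissues. At L1 more cuticle and matrix genes were called in males than in hermaphrodites, and more peptide genes and genes of fatty acid oxidation in hermaphrodites. At L3 sperm genes were called in males. L3 males lay nearer to the L4 animals on PC1 than L3 hermaphrodites did, and the calls were not adjusted for this. Of 40 sperm genes other than the major sperm proteins, 28 were higher in males and none in hermaphrodites at L3, or 32 and 0 when adjusted over the list alone (camera adjusted p = 1.29e-34, adjusted p = 5.36e-04 with an estimated correlation). gsp-4, a sperm phosphatase, had 119 ± 11.2 in males and 18.7 ± 6.44 in hermaphrodites at L3 (mean ± SD, n = 4 libraries; log2 fold change 2.64, standard error 0.26, edgeR adjusted p = 8.71e-10), and nspd-1 had a log2 fold change of 2.85 ± 0.23. Of 31 major sperm protein genes, which share sequence so that reads of near-identical members can be divided among them, 20 were higher in males and none in hermaphrodites at L3, or 27 and 0 when adjusted over the list alone (camera adjusted p = 1.29e-16, adjusted p = 0.168 with an estimated correlation). msp-142 had 2.98 ± 0.29. Among 59 nuclear hormone receptors, none was higher in males and 5 in hermaphrodites at L1, also when adjusted over the list alone (camera adjusted p = 0.00775, adjusted p = 0.0235 with an estimated correlation). nhr-277 had -1.84 ± 0.32. At L3, 2 were higher in males and none in hermaphrodites (also when adjusted over the list alone), and nhr-25, which acts in molting, had 1.53 ± 0.26. From its profiles of all stages, with the GO terms of the enriched genes at early and later stages, the paper concludes that each sex follows a developmental plan of its own ahead of visible sexual features.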

### Sexually dimorphic regulation of neuronal gene families

From worms to humans, the nervous system undergoes extensive transcriptional and functional transformation upon sexual maturation^18,21,54^. We thus searched specifically for neuronal gene families that display sexually dimorphic expression in our dataset. We examined transcription factor families^55^, including DM domain genes^56^ and homeobox genes. 218 transcription factors (TFs) were differentially expressed in at least one developmental stage (Supplementary Data 6, Top 25 represented in Fig. 2a), including previously known male-specific TFs^45,57^ such as *mab-3*, *mab-5*, *egl-5*, *dmd-3* and the hermaphrodite-specific TFs^58,59^ *lin-13* and *lin-15*. This list uncovered a pool of TFs with temporal and sexual specificity during development. 

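The Hox genes mab-5 and egl-5, which pattern the posterior body and the male tail, were higher in males. mab-5 stood at 70.0 ± 16.1 in males and 24.1 ± 8.26 in hermaphrodites at L4 (log2 fold change 1.51, standard error 0.28, edgeR adjusted p = 4.52e-05), and egl-5 was called at L3 (log2 fold change 1.86, standard error 0.39, edgeR adjusted p = 5.24e-04). lin-13 and lin-15B, which act in the synthetic multivulva pathway that restrains vulval fates, were higher in YA hermaphrodites, at -1.46 ± 0.34 (edgeR adjusted p = 3.73e-04) and -1.72 ± 0.30 (edgeR adjusted p = 4.89e-06). dmd-3 was called at L4 (a male to hermaphrodite ratio of 31.0 with a 95% counting interval of 8.16 to 262). dmd-3 at L4 lost its call with counts thinned to the smallest library (log2 fold change 3.84). Of the 218 transcription factors in the paper's list, 214 were tested here and 187 were called at 1 or more stages. The paper chose these genes from the same libraries, so the count is not independent evidence.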

While only a few TFs were differentially expressed at early development (Supplementary Fig. 3b), we found over 100 that were differentially expressed in young adults (Supplementary Data 6). 

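At YA, 53 of 75 tested transcription factors that the paper lists as higher in males were called higher in males, and 75 of 79 listed for hermaphrodites were called higher in hermaphrodites. At L1 the numbers were 5 of 10 and 8 of 8, and at L4 43 of 56 and 36 of 36. The list comes from these libraries, so these counts are not independent evidence. Among the YA calls were nhr-91, a nuclear hormone receptor higher in males (log2 fold change 1.62, standard error 0.26, edgeR adjusted p = 1.46e-06), and nhr-66, higher in hermaphrodites (log2 fold change -1.49, standard error 0.26, edgeR adjusted p = 6.98e-06).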

73 TFs were specifically enriched in males, and 74 were specifically enriched in hermaphrodites. Intriguingly, we found just two TFs in our data, *ces-2* and *mab-3*, that were consistently higher in males across all developmental stages (Fig. 2a–d, Supplementary Fig. 5e). 

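ces-2, a bZIP transcription factor on chromosome I of WBcel235 from 14961497 to 14965361, and mab-3, a DM domain factor on chromosome II of WBcel235 from 9732137 to 9738035, were called higher in males at each of the 5 stages. mab-3 had 22.9 ± 5.57 in males and 3.60 ± 0.986 in hermaphrodites at L1 (mean ± SD, n = 4 libraries; log2 fold change 2.67, standard error 0.34, edgeR adjusted p = 8.76e-07). Its log2 fold changes were 3.04 ± 0.34, 3.39 ± 0.28, 4.73 ± 0.31 and 4.14 ± 0.32 at L2, L3, L4 and YA (edgeR adjusted p at most 4.32e-08). Between L1 and L4 its sex difference grew by 2.06 on the log2 scale (edgeR adjusted p = 0.00138). ces-2 held 18.2 ± 8.01, 12.1 ± 4.68, 35.5 ± 5.95, 34.2 ± 10.2 and 10.3 ± 2.30 normalized counts in males at L1 to YA, with at most 3 counts in the hermaphrodites of any stage. The ces-2 ratio of males to hermaphrodites was 61.6 with a 95% counting interval of 20.2 to 306 at L1 and 71.8 with a 95% counting interval of 19.5 to 598 at L3. It was 63.7 with a 95% counting interval of 17.2 to 533 at L4 and 25.5 with a 95% counting interval of 4.38 to 1029 at YA. With no count in L2 hermaphrodites, ces-2 was at least 19.0-fold higher in males at L2. With counts thinned to the smallest library ces-2 was no longer called at L1, L2, L3, L4 and YA, with fitted log2 fold changes of 5.82, 4.94, 4.80, 4.91 and 4.71. Its mean count over the 40 libraries then stood at 3.70, below the minimum of 5, while its adjusted p stayed under 0.05 at each of these stages.

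**Figure D4:**
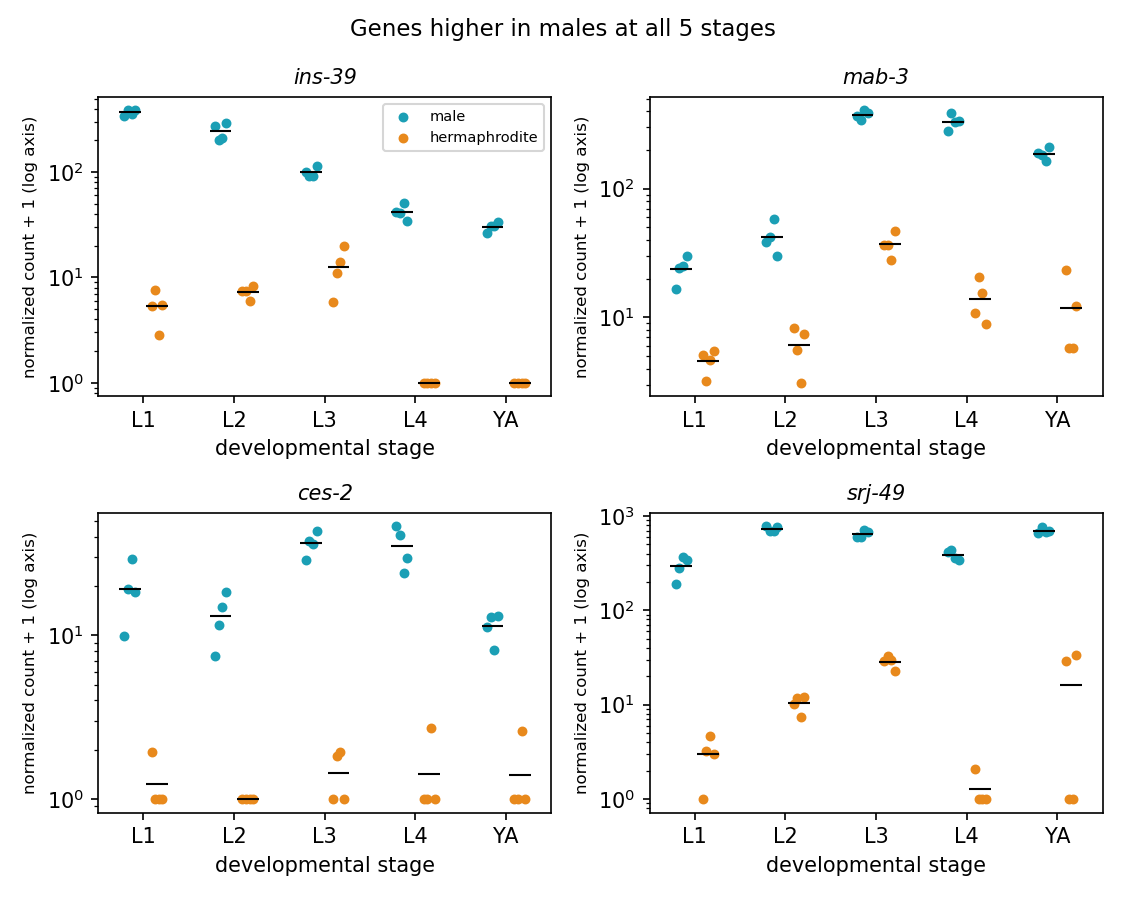
Normalized counts plus 1 (log axis) of ins-39, mab-3, ces-2 and srj-49 at the 5 developmental stages, in males (blue) and hermaphrodites (orange). Each point is 1 of 4 libraries and each black line a group mean. The male mean lies above the hermaphrodite mean at every stage in all 4 genes.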

The DM (**D**oublesex/**M**AB-3) domain (DMDs) genes regulate sexual development across evolution and are integral players in sexual development and its evolution in many metazoans^60^. 

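dmd-4, a DM domain gene, was higher in YA males (edgeR adjusted p = 0.0302), with 2.89 ± 2.12 in males and 0.507 ± 1.01 in hermaphrodites. This is a male to hermaphrodite ratio of 6.78 with a 95% counting interval of 1.02 to 288 at YA. dmd-4 at YA lost its call with the DESeq2 Wald test (log2 fold change 2.68) and with the DESeq2 Wald test and a replicate block (2.69). The call of dmd-4 also ended without YA male repeats 1 (2.39) and 4 (1.99) and without YA hermaphrodite repeats 2 (2.15), 3 (2.14) and 4 (2.08). dmd-3 held 16.4 ± 5.30 normalized counts in L4 males and 0.493 ± 0.576 in hermaphrodites (mean ± SD, n = 4 libraries). Of 7 DM domain genes tested, 2 were higher in males and 2 in hermaphrodites at L4, also when adjusted over the list alone (camera adjusted p = 0.176, adjusted p = 0.297 with an estimated correlation). At YA, 2 were higher in males and none in hermaphrodites, also when adjusted over the list alone (camera adjusted p = 0.26, adjusted p = 0.412 with an estimated correlation). At L1, L2 and L3 mab-3 alone was called. At L2, 1 was higher in males and none in hermaphrodites, or 2 and 0 when adjusted over the list alone (camera adjusted p = 0.0152, adjusted p = 0.0567 with an estimated correlation). At L2 the DM domain genes lost their call at a camera adjusted p of 0.171 with no low-count filter and 0.134 with each stage fitted alone, against 0.0141 at the lowest over the other settings. The L4 calls in hermaphrodites were dmd-7 (-1.61 ± 0.47) and dmd-9 (-1.39 ± 0.51). dmd-9 at L4 lost its call with the DESeq2 Wald test (log2 fold change -1.26), with counts thinned to the smallest library (-1.67) and with the DESeq2 Wald test and a replicate block (-1.19). The call of dmd-9 also ended without L4 male repeats 1 (-1.38), 2 (-1.18) and 4 (-1.22) and without L4 hermaphrodite repeats 1 (-1.28) and 3 (-1.35).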

We found three DM domain genes to be expressed dimorphically, namely *mab-3*, *dmd-4*, and *dmd-3* (Fig. 2d and Supplementary Data 6), all of which have been previously shown to play sex-specific roles^45,61,62^. 

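dmd-3, dmd-4, dmd-6, dmd-7, dmd-8, dmd-9 and mab-3 changed with stage within each sex (edgeR adjusted p of the stage test at most 0.00913 in males and 2.81e-04 in hermaphrodites). In males dmd-3 was highest at L3 (48.3 normalized counts) and mab-3 at L3 (375). In hermaphrodites dmd-4 was highest at L1 (17.1 normalized counts) and lowest at YA (0.507). Over all genes tested, 6162 changed with stage in males and 7337 in hermaphrodites.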

We also noticed that most DMDs are regulated temporally in both sexes, suggesting they might play stage-specific roles in shared developmental processes.

**Fig. 2:**
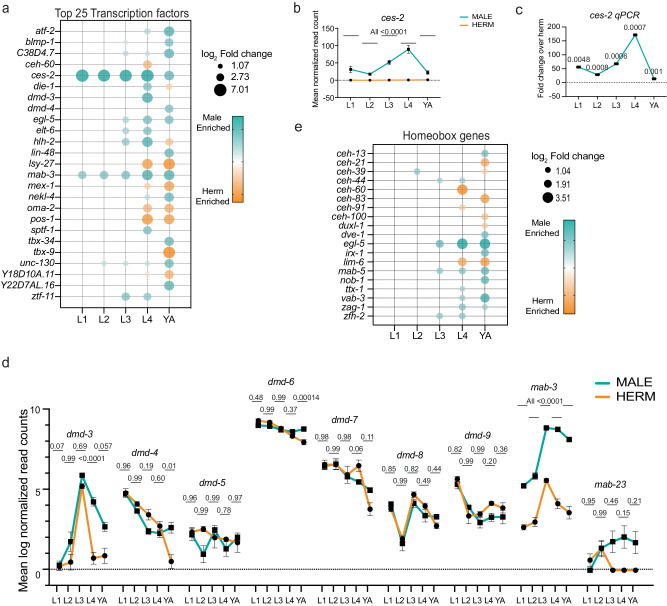
Selected gene families with sexually dimorphic regulation. **a** Bubble plot representation of the top 25 transcription factors out of 218 differentially expressed in any of the five developmental stages of the two sexes. Bubble size represents log_2_ of fold change in expression of that gene (only genes that passed the filter padj <= 0.05, |log_2_ fold change|>= 1 and base mean >= 5 are plotted), bubble color (cyan: males and orange: hermaphrodites) represents enrichment in either sex. TFs were mined using wTF2.2, an updated compendium of *C. elegans* transcription factors^55^. **b** Normalized RNA-seq expression values of *ces-2* across all developmental stages, *n* = 4 biological repeats per sample. *P*-values were <0.0001 for all comparisons between sexes in all developmental stages **c** Real-time qPCR analysis of *ces-2* mRNA (*ces-2* mRNA male expression normalized to hermaphrodite expression) across all developmental stages, *n* = 3 biological repeats per sample. **d** Log_2_ normalized expression values of differentially expressed DM domain genes across development, *n* = 4 biological repeats per sample. **e** Bubble plot representation of homeobox genes differentially expressed in any of the five developmental stages of the two sexes. Bubble size represents log_2_ of fold change in expression of that gene (only genes that passed the filter padj <= 0.05, |log_2_ fold change|>= 1 and base mean >= 5 are plotted), bubble color (cyan: males and orange: hermaphrodites) represents enrichment in either sex. In **b**, **c**, and **d** data are presented as mean values +/− SEM. In c *p*-values were calculated by a two-sided t-test for each comparison performed. In **b**, **d** adjusted p-values were calculated by a two-sided Wald test for each comparison performed by DESeq2^122^. Source data are provided as a Source Data file.

Homeobox genes regulate various aspects of development and specification of neuronal identity in *C. elegans* and across evolution^63^. It was recently shown that neuronal diversity in *C. elegans* can be fully described by unique combinations of the expression of homeobox genes^64–66^. Thus, dimorphism in homeobox gene expression might imply that there is sexual dimorphism also in the code that defines the neuronal identity features. 

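Of 44 homeobox genes tested, 19 were called at 1 or more stages. At L2 only ceh-39 passed (1.25 ± 0.31). ceh-39 at L2 lost its call with no low-count filter (log2 fold change 1.25), with a replicate block within stage (1.26) and with counts thinned to the smallest library (1.70). The call of ceh-39 also ended without L2 male repeats 1 (1.27), 2 (1.21), 3 (1.33) and 4 (1.22) and without L2 hermaphrodite repeats 1 (1.21), 2 (1.39), 3 (1.22) and 4 (1.21). At L3, 5 were higher in males and 2 in hermaphrodites, or 6 and 3 when adjusted over the list alone (camera adjusted p = 0.246, adjusted p = 0.432 with an estimated correlation). At L4, 6 were higher in males and 3 in hermaphrodites, also when adjusted over the list alone (camera adjusted p = 0.516, adjusted p = 0.564 with an estimated correlation). At YA, 9 were higher in males and 6 in hermaphrodites, also when adjusted over the list alone (camera adjusted p = 0.986, adjusted p = 0.986 with an estimated correlation). Of the homeodomain genes in the paper's own list, drawn from these libraries and so not independent evidence, 17 of 18 tested here were called.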

We found that 19 of the homeobox-containing genes were sexually dimorphic across various stages of development (Fig. 2e, Supplementary Data 6). 

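egl-5, a Hox gene of the posterior body on chromosome III of WBcel235 from 7814374 to 7817141, had 21.3 ± 2.98 in males and 2.88 ± 0.934 in hermaphrodites at L4 (mean ± SD, n = 4 libraries; log2 fold change 2.92, standard error 0.46, edgeR adjusted p = 3.51e-06). It had a male to hermaphrodite ratio of 5.47 with a 95% counting interval of 1.34 to 48.2 at YA. nob-1, another posterior Hox gene, was called at YA (log2 fold change 1.65, standard error 0.29, edgeR adjusted p = 6.76e-06), where mab-5 had 1.95 ± 0.31. vab-3, a homolog of the eye gene Pax6, was called at L4 (1.17 ± 0.40) and at YA (1.71 ± 0.52). vab-3 at L4 lost its call with counts thinned to the smallest library (log2 fold change 1.16), without L4 male repeat 1 (1.05) and without L4 hermaphrodite repeat 3 (1.00). vab-3 at YA lost its call with counts thinned to the smallest library (log2 fold change 1.33). ceh-13, the labial-class Hox gene, was called at YA (log2 fold change 1.54, standard error 0.36, edgeR adjusted p = 3.33e-04). ceh-13 at YA lost its call with each stage fitted alone (log2 fold change 1.43).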

Our data corroborate the high male expression of *egl-5, vab-3*, *mab-5, ceh-13*, and *nob-1*, required for several aspects of male sexual differentiation, like the formation of male-specific sensory organs, sex muscle differentiation, or gonadal development^67–71^. Additionally, we found that *ttx-1, zfh-2*, and *zag-1*, previously shown to be involved in neurogenesis^72–74^ and *irx-1* in synapse elimination^75^, are expressed significantly higher in males compared to hermaphrodites during sexual maturation (Fig. 2e) and can thus be potentially involved in male-specific neurogenesis/rewiring which have not been explored before. Similarly, we found extensive sexual dimorphism throughout development for neuronal terminal differentiation genes, such as K channels, ligand-gated ion channels, ionotropic receptors, synaptic vesicle genes, and nuclear hormone receptors^76–78^ (Supplementary Fig. 6a–e, Supplementary Data 6). 

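zfh-2, a zinc finger homeobox gene, was higher in males at L3 (log2 fold change 1.38, standard error 0.24, edgeR adjusted p = 5.23e-05) and L4 (log2 fold change 1.27, standard error 0.25, edgeR adjusted p = 1.17e-04). irx-1, of the Iroquois class, had 40.7 ± 7.10 in males and 10.9 ± 9.33 in hermaphrodites at YA (log2 fold change 1.96, standard error 0.37, edgeR adjusted p = 2.18e-05). zag-1 also passed at YA (log2 fold change 1.15, standard error 0.37, edgeR adjusted p = 0.00872). zag-1 at YA lost its call with each stage fitted alone (log2 fold change 1.15), without the YA hermaphrodite libraries of repeats 1 and 4 (0.42) and without YA hermaphrodite repeats 1 (0.80) and 4 (0.92). ttx-1, which specifies the AFD thermosensory neuron, had 0.91 ± 0.26 at L4 (edgeR adjusted p = 0.0053) and 0.47 ± 0.30 at YA (edgeR adjusted p = 0.214).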

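In YA males shk-1, a voltage-gated potassium channel (log2 fold change 1.48, standard error 0.25, edgeR adjusted p = 4.74e-06), and unc-49, a GABA receptor (log2 fold change 1.70, standard error 0.27, edgeR adjusted p = 1.25e-06), were higher than in YA hermaphrodites. At L4 slo-1, the BK potassium channel, had 1.76 ± 0.28 and the ligand-gated channel gene lgc-34 1.31 ± 0.23. Of 30 potassium channel genes, 6 were higher in males and none in hermaphrodites at L4, also when adjusted over the list alone (camera adjusted p = 0.167, adjusted p = 0.455 with an estimated correlation). At YA, 8 were higher in males and 1 in hermaphrodites, or 7 and 1 when adjusted over the list alone (camera adjusted p = 0.394, adjusted p = 0.644 with an estimated correlation). Of 28 ligand-gated ion channel genes, 6 were higher in males and none in hermaphrodites at L4, also when adjusted over the list alone (camera adjusted p = 0.025, adjusted p = 0.158 with an estimated correlation). At YA, 13 were higher in males and none in hermaphrodites, or 12 and 0 when adjusted over the list alone (camera adjusted p = 0.112, adjusted p = 0.367 with an estimated correlation). At L4 the ligand-gated ion channels lost their call at a camera adjusted p of 0.0704 with no low-count filter, 0.0823 without the YA hermaphrodite libraries of repeats 1 and 4 and 0.0557 with each stage fitted alone, against 0.0205 at the lowest over the other settings. Of 3 ionotropic glutamate receptors tested, 1 was higher in males and none in hermaphrodites at YA, also when adjusted over the list alone (camera adjusted p = 0.93, adjusted p = 0.978 with an estimated correlation). The call was glr-6 (log2 fold change 2.39, standard error 0.56, edgeR adjusted p = 3.58e-04). Nuclear hormone receptors at L4 had 1 higher in males and 6 in hermaphrodites (camera adjusted p = 0.377, adjusted p = 0.423 with an estimated correlation). At YA, 12 were higher in males and 4 in hermaphrodites, or 11 and 3 when adjusted over the list alone (camera adjusted p = 0.805, adjusted p = 0.763 with an estimated correlation). Of the genes in the paper's own lists that were tested here, 9 of 9 potassium channels, 14 of 15 ligand-gated channels, 1 of 2 ionotropic receptors, 13 of 17 synaptic vesicle genes and 25 of 29 nuclear hormone receptors were called at 1 or more stages. Those lists were drawn from these libraries and are not independent evidence.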

In summary, our data provide a rich resource for the factors that may drive male neuronal identity and its functional landscape.

### The insulin-like peptide INS-39 is highly sexually dimorphic

Neuropeptides constitute a vast class of signaling molecules in the nervous system of many groups of animals, yet despite their prevalence, dimorphic functions have been assigned only to a few neuropeptides^79–85^. We thus focused on the large, extended family of neuropeptides in *C. elegans* and their cognate GPCR receptors. 

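srj-49, a chemoreceptor gene on chromosome V of WBcel235 from 2846250 to 2848340, had 294 ± 77.6 in males and 1.97 ± 1.52 in hermaphrodites at L1 (mean ± SD, n = 4 libraries; log2 fold change 7.33, standard error 0.54, edgeR adjusted p = 6.30e-13). Its log2 fold change was 6.29 ± 0.48 at L2, 4.54 ± 0.43 at L3 and 5.51 ± 0.48 at YA. With 1 count in L4 hermaphrodites, its male to hermaphrodite ratio at L4 was 1459.8 with a 95% counting interval of 262 to 57704. str-222, another chemoreceptor gene, had 17.9 ± 9.18 normalized counts in L1 males and 36.6 ± 7.72 in YA males, with no count in L1, L4 or YA hermaphrodites. It was at least 54.3-fold higher in males at L1, at least 22.8-fold higher in males at L4 and at least 30.0-fold higher in males at YA. With counts thinned to the smallest library str-222 was no longer called at L1, L2, L3, L4 and YA, with fitted log2 fold changes of 5.70, 4.43, 3.51, 5.33 and 6.49. Its mean count over the 40 libraries then stood at 3.81, below the minimum of 5, while its adjusted p stayed under 0.05 at each of these stages. srr-1 was higher in males at L4 (1.62 ± 0.33) and YA (3.41 ± 0.48), and sri-40 was higher in YA hermaphrodites (-4.23 ± 0.52). sri-40 at YA lost its call with counts thinned to the smallest library (log2 fold change -5.71). Of 10 chemoreceptor GPCR genes that had enough counts to be tested, 2 were higher in males and none in hermaphrodites at L1, or 2 and 1 when adjusted over the list alone (camera adjusted p = 9.35e-04, adjusted p = 0.00901 with an estimated correlation). At L4, 3 were higher in males and none in hermaphrodites, also when adjusted over the list alone (camera adjusted p = 0.0354, adjusted p = 0.0939 with an estimated correlation). At YA, 3 were higher in males and 1 in hermaphrodites, also when adjusted over the list alone (camera adjusted p = 0.583, adjusted p = 0.637 with an estimated correlation). With no low-count filter the L1 list shifted toward hermaphrodites. At L1 the chemoreceptor GPCRs lost their call at a camera adjusted p of 0.792 with no low-count filter, 0.112 without the YA hermaphrodite libraries of repeats 1 and 4 and 0.165 with each stage fitted alone, against 1.64e-04 at the lowest over the other settings. At L4 the chemoreceptor GPCRs lost their call at a camera adjusted p of 0.054 with DESeq2 size factors, 0.54 with no low-count filter, 0.123 with a replicate block within stage, 0.0503 with a replicate block across stages and 0.151 without the YA hermaphrodite libraries of repeats 1 and 4, against 0.00163 at the lowest over the other settings.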

Among the receptors, *srj-49* caught our attention for being extremely dimorphic as it is upregulated in males starting already at the L1 stage and throughout all subsequent developmental stages (Fig. 3a). Real-time qPCR analysis validated that *srj-49* mRNA is absent in hermaphrodites at all stages, while it is highly expressed in males (Supplementary Fig. 5a, b). However, we observed no detectable SRJ-49 protein neither by using an *srj-49*p::GFP multi-copy fosmid reporter nor by a single-copy *srj-49*::SL2::GFP::H2B CRISPR reporter (Supplementary Fig. 5c, d). *srj-49* could potentially be regulated post-translationally in a sex specific-manner, as we have previously demonstrated for a synaptic receptor^86^.

**Fig. 3:**
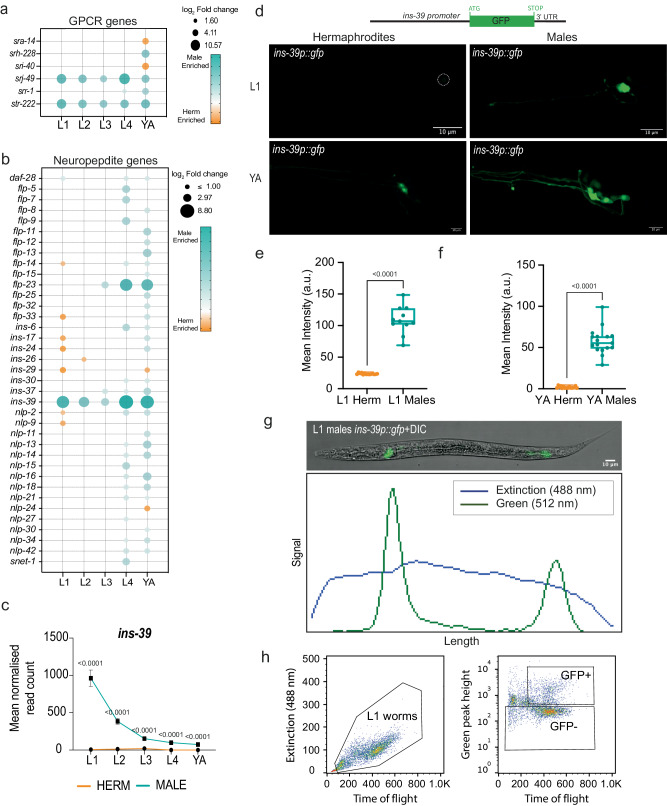
Neuropeptide superfamily genes with sexually dimorphic regulation. Bubble plot representation of GPCRs (**a**) and neuropeptide genes (**b**) differentially expressed in any of the five developmental stages of the two sexes. Bubble size represents log_2_ of fold change in expression of that gene (only genes that passed the filter padj <= 0.05, |log_2_ fold change|>= 1 and basemean >= 5 are plotted), and bubble color represents enrichment in either sex (male enrichment in cyan, hermaphrodite enrichment in orange). **c** Normalized expression values of *ins-39* across all developmental stages in both sexes (cyan: males, orange: hermaphrodites). *n* = 4 biological repeats per sample. Data are presented as mean values +/− SEM. **d** Schematic of the *ins-39p::gfp* expression reporter used in this study. Representative confocal micrographs of the expression pattern of the *ins-39p::gfp* reporter in head neurons at L1 and YA stage in both sexes (bottom). Scale bars represent 10 µm. Quantification of *ins-39p::gfp* fluorescence intensity from **d** in head neurons in both sexes at L1 (**e**) and YA stage (**f**). a.u, arbitrary units. In the box-and-whiskers graph, the center line in the box denotes the median, while the box contains the 25th to 75th percentiles of the dataset, whiskers define the minimum and maximum value with dots showing all points. *n* = 11 animals for L1 males and *n* = 14 animals for L1 herm **e** and *n* = 17 animals for **f** per group. **g** *ins-39p::gfp* enables male isolation using flow cytometry. Top, representative confocal micrographs of a whole L1 male expressing *ins-39p::gfp*. Bottom, extinction, and fluorescence profiles from *ins-39p::gfp* L1 males on the BioSorter profiler. The worm is oriented with its head towards the left side of the frame. The BioSorter profiler accurately captures the GFP intensity profile from the *ins-39p::gfp* expressing neurons (green channel), providing an effective means to sort L1 males from L1 hermaphrodites. Scale bars represent 10 µm. **h** Gating profiles for *ins-39p:gfp* expressing worms based on time of flight in the flow cytometer flow cell and extinction at 488 nm. The gate region was selected for L1 worms (time of flight vs. extension, left panel), and the gate region was selected for GFP- and GFP+ (time of flight vs. GFP intensity peak height, right panel). We performed a two-sided Mann-Whitney test in **e**, **f**. In **c**, adjusted *p*-values were calculated by a two-sided Wald test for each comparison performed by DESeq2^122^. Source data are provided as a Source Data file.

The *C. elegans* genome encodes 154 known neuropeptide genes, 40 genes belong to the insulin-like family of peptides, 31 genes are FMRFamide-related peptides, and 83 genes encode non-insulin, non-FMRFamide-related neuropeptides^87^. Our analysis shows that 37 neuropeptide genes exhibit dimorphic expression with a strong bias toward male enrichment (Fig. 3b). 

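The FMRFamide-like peptide gene flp-11 (log2 fold change 2.52, standard error 0.38, edgeR adjusted p = 5.15e-07) and the neuropeptide-like gene nlp-14 (log2 fold change 2.32, standard error 0.19, edgeR adjusted p = 6.79e-13) were higher in YA males. nlp-24 was higher in YA hermaphrodites (log2 fold change -1.73, standard error 0.23, edgeR adjusted p = 3.02e-08). Of 23 FMRFamide-like peptide genes, 9 were higher in males and none in hermaphrodites at YA, also when adjusted over the list alone (camera adjusted p = 0.0361, adjusted p = 0.548 with an estimated correlation). Of 40 neuropeptide-like protein genes, 11 were higher in males and 3 in hermaphrodites at YA, also when adjusted over the list alone (camera adjusted p = 0.179, adjusted p = 0.644 with an estimated correlation). At YA the FMRFamide-like peptides lost their call at a camera adjusted p of 0.0536 with counts thinned to the smallest library and 0.0532 without the L1 libraries of repeat 1, against 0.0106 at the lowest over the other settings. Of 16 insulin-like peptide genes, 8 were higher in males and 1 in hermaphrodites at YA, also when adjusted over the list alone (camera adjusted p = 0.0383, adjusted p = 0.309 with an estimated correlation). ins-37 had 2.50 ± 0.33. At YA the insulin-like peptides lost their call at a camera adjusted p of 0.189 with counts thinned to the smallest library, 0.0721 without the YA hermaphrodite libraries of repeats 1 and 4, 0.0532 without the L1 libraries of repeat 1 and 0.0733 with each stage fitted alone, against 0.00738 at the lowest over the other settings. Of the FMRFamide-like peptides at L4, 5 were higher in males and none in hermaphrodites, also when adjusted over the list alone (camera adjusted p = 0.0469, adjusted p = 0.554 with an estimated correlation). Of the neuropeptide-like proteins, 8 were higher in males and none in hermaphrodites, or 6 and 0 when adjusted over the list alone (camera adjusted p = 0.107, adjusted p = 0.563 with an estimated correlation). Of the insulin-like peptides, 5 were higher in males and 1 in hermaphrodites, also when adjusted over the list alone (camera adjusted p = 0.0857, adjusted p = 0.316 with an estimated correlation). At L4 the FMRFamide-like peptides lost their call at a camera adjusted p of 0.0769 with DESeq2 size factors, 0.0503 with a replicate block across stages, 0.101 with counts thinned to the smallest library, 0.0609 without the YA hermaphrodite libraries of repeats 1 and 4, 0.0551 without the L1 libraries of repeat 1 and 0.123 with each stage fitted alone, against 0.0187 at the lowest over the other settings. Of the neuropeptide genes in the paper's list, which was drawn from these libraries and is not independent evidence, 34 of 36 were called at 1 or more stages.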

We found that only 12 neuropeptide genes exhibited dimorphic expression before the L4 stage, indicating that most neuropeptide-dependent signaling pathways diverge only after sexual differentiation. 

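At L1 the peptide genes that passed, apart from ins-39, were higher in hermaphrodites. Among them were flp-33 (log2 fold change -1.76, standard error 0.23, edgeR adjusted p = 1.20e-06), nlp-9 (log2 fold change -1.45, standard error 0.16, edgeR adjusted p = 8.11e-08) and ins-17 (log2 fold change -1.56, standard error 0.29, edgeR adjusted p = 3.38e-04). Of the FMRFamide-like peptide genes, none was higher in males and 3 in hermaphrodites at L1, or 0 and 4 when adjusted over the list alone (camera adjusted p = 0.00183, adjusted p = 0.311 with an estimated correlation). Of the neuropeptide-like proteins, none was higher in males and 5 in hermaphrodites, or 0 and 11 when adjusted over the list alone (camera adjusted p = 3.33e-07, adjusted p = 0.0889 with an estimated correlation). Of the insulin-like peptides, 1 was higher in males and 4 in hermaphrodites, or 1 and 5 when adjusted over the list alone (camera adjusted p = 0.69, adjusted p = 0.869 with an estimated correlation). Before L4, 4 FMRFamide-like, 5 neuropeptide-like and 6 insulin-like genes were called at L1, L2 or L3, against 12, 17 and 10 at L4 or YA. With a replicate block within stage, flp-14 at L1 had -0.99, flp-32 at L1 -0.95 and nlp-13 at L1 -1.11 as log2 fold changes, and these were no longer called.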

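ins-39, an insulin-like peptide gene on chromosome X of WBcel235 from 1343758 to 1344421, had 368 ± 21.6 normalized counts in L1 males and 29.4 ± 3.00 in YA males (mean ± SD, n = 4 libraries). Its comparison between males and hermaphrodites was 6.34 ± 0.30 at L1, 5.28 ± 0.29 at L2, 3.10 ± 0.27 at L3, at least 50.7-fold higher in males at L4 and at least 24.0-fold higher in males at YA, the values with ± being log2 fold changes. The edgeR adjusted p was at most 5.78e-10 at any stage. The sex difference changed between L3 and L4 in the test of the difference itself (edgeR adjusted p = 6.98e-05).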

Interestingly, we found a single neuropeptide gene, *ins-39* insulin/IGF1 hormone, that was consistently expressed higher in males during all developmental stages (Fig. 3b, c). We validated the higher expression of *ins-39* in males using a transcriptional *ins-39p::gfp* reporter array. Remarkably, adult males exhibited 32-fold higher mean fluorescence intensity than hermaphrodites (Fig. 3d–f), and L1 hermaphrodites showed essentially no fluorescence at all (Fig. 3d, e). The male-specific expression of *ins-39p::gfp* enabled us to distinguish L1 males from hermaphrodites both manually or automatically using a complex object sorter (COPAS)^88^ (Fig. 3g, h), thus providing a needed early-stage male-specific marker as a powerful tool for high throughput isolation of males.

### INS-39 is highly enriched in select sensory neurons in males

INS-39 has recently been reported to be expressed in AFD neurons^89^, but its male pattern suggests a broader expression. To determine the complete expression pattern for INS-39, we generated a nuclear-localized CRISPR/Cas9-engineered reporter allele [*ins-39*::SL2::GFP::H2B] (Fig. 4a). This reporter revealed a striking dimorphism across all stages: while hermaphrodite expression is low and restricted, males exhibit higher and broader neuronal GFP expression throughout development (Fig. 4b, c). We used “NeuroPAL” (Neuronal Polychromatic Atlas of Landmarks) to identify cell types using color barcodes^90,91^. We found that in young adult hermaphrodites, INS-39 was specifically expressed in two sets of neurons, AFD and ASK. In contrast, in males, INS-39 was expressed in five sets of neurons, AFD, ASK, ASJ, ASE, and AWC, all of which are ciliated sensory neurons with thermosensory, chemosensory, olfactory, electrosensory, and photosensory functions (Fig. 4d). Using fluorescent dye staining of head ciliated sensory cells and an AFD marker, we validated the higher GFP intensity in ASK, ASJ, and AFD neurons in adult males compared to hermaphrodites (Fig. 4e–g, Supplementary Fig. 7a, b). Taken together, the robust expression in sensory neurons in males from the earliest stages of development suggests INS-39 is under tight and sex-specific regulatory control.

**Fig. 4:**
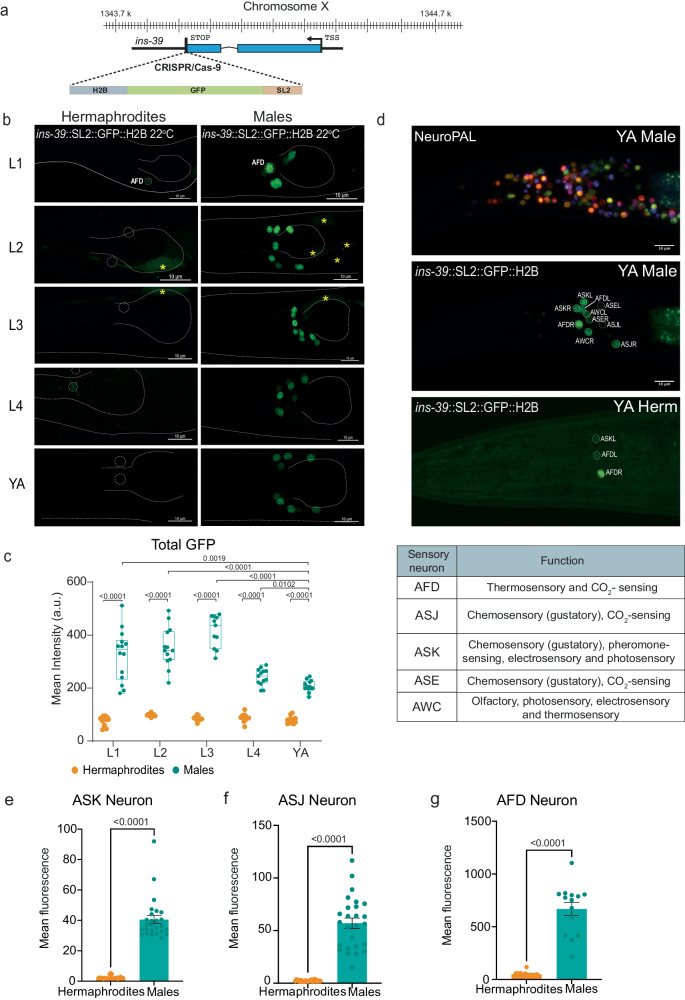
Sexually dimorphic expression pattern of INS-39. **a** Schematic of the CRISPR/Cas9-edited *ins-39*(*syb4915*[*ins-39*::SL2::GFP::H2B]) reporter. **b** Representative confocal micrographs of the expression pattern of *ins-39*(*syb4915)* reporter in *C. elegans* across all developmental stages in both sexes. The head and pharynx are outlined in a white dashed line. Co-injection marker is indicated by a yellow asterisk. Scale bars represent 10 µm. **c** Quantification and comparison of mean total head GFP intensity of the *ins-39*(*syb4915)* reporter expression. L1 hermaphrodites: *n* = 13, L1 males: *n* = 14, L2 hermaphrodites: *n* = 12, L2 males: *n* = 13, L3 hermaphrodites: *n* = 12, L3 males: *n* = 11, L4 hermaphrodites: *n* = 11, L4 males: *n* = 13, YA hermaphrodites: *n* = 11, YA males: *n* = 13. In the box-and-whiskers graph, the center line in the box denotes the median, while the box contains the 25th to 75th percentiles of the dataset, whiskers define the minimum and maximum value with dots showing all points. a.u, arbitrary units. **d** Representative confocal micrographs showing genetically encoded multi-colored neuronal nuclei of a NeuroPAL worm used to identify the neurons expressing the *ins-39*(*syb4915)* reporter in young adult males and hermaphrodites. The table below lists the identified sensory neurons’ established functions (www.wormatlas.org). The images in **b** and **d** were acquired using different confocal settings to capture the entire expression pattern. Scale bars represent 10 µm. Quantification of mean GFP intensity in ASK (**e**) hermaphrodites: *n* = 12, males: *n* = 13, ASJ (**f**) hermaphrodites: *n* = 12, males: *n* = 13, and AFD (**g**) hermaphrodites: *n* = 13, males: *n* = 14, neurons in both sexes using the *ins-39*(*syb4915)* reporter. In **e**–**g** data are presented as mean values +/− SEM. In **c**, **e**–**g**, we performed a two-sided Mann-Whitney test. Source data are provided as a Source Data file.

### Sex-related TFs instruct dimorphic INS-39 expression

Does the genetic sexual identity of the animal determine *ins-39* dimorphic expression? In *C. elegans*, sexual differentiation that gives rise to dimorphic features is controlled autonomously in every cell by the activity of the TRA-1 master regulator^92^. Previous studies have demonstrated that TRA-1 is either inactive or minimally expressed in males, whereas it is abundantly expressed in hermaphrodites^61^. We first analyzed the *ins-39* locus for potential binding sites for TRA-1 and other TFs. We indeed identified a TRA-1 binding site in the *ins-39* first exon (Supplementary Fig. 7c) along with many other TFs listed in Supplementary Data 7 (see methods). To investigate whether INS-39 dimorphic expression is determined by TRA-1 we manipulated its expression by masculinizing or feminizing the entire nervous system and scoring the number of neurons that express INS-39. Animals with a sex-reversed nervous system were generated by pan-neuronal expression of the *fem-3* gene (masculinization)^93^ or *tra-2(IC)* transgene (feminization)^94^. We found that masculinization of the nervous system significantly increased the number of INS-39-expressing neurons in hermaphrodites (Fig. 5a, b). Conversely, pan-neuronal feminization significantly decreased the number of INS-39-expressing neurons, specifically AWC, and to a lesser extent in ASE neurons (Fig. 5f, g, Supplementary Fig. 7d–f) but was insufficient to reduce INS-39 levels to that of wild-type hermaphrodites (AFD and ASK). These results suggest that neuronal TRA-1 functions to restrict INS-39 expression in hermaphrodites, but either additional factors or TRA-1 activity in additional tissues are required for the full scope of male expression. We first investigated the possibility that the DMD *mab-3* plays additional sex-specific roles that are not yet known, given the surprising expression dynamics our dataset revealed for *mab-3*, which included a robust peak at sexual maturation in both sexes but a greater level in males (Fig. 2d). We analyzed young adult *mab-3* hermaphrodite mutants and found that the number of INS-39::GFP-expressing neurons was significantly reduced (Fig. 5b, c). Interestingly, *mab-3* loss of function did not affect L1 hermaphrodite INS-39 expression in AFD neurons (Fig. 5c, d). As neuronal *ins-39* expression precedes that of *tra-1*^95^, this result suggests an unknown, *tra-1/mab-3* independent regulatory mechanism that sets up the early sex-specific gene expression (Fig. 5e). In males, *mab-3* mutations significantly reduced the number of INS-39::GFP-expressing neurons from early development (Fig. 5g–i). Epistasis analysis of sex-reversed animals and *mab-3* mutants shows that *mab-3* loss of function suppresses the sex-reversal phenotype in hermaphrodites and enhances it in males (Figs. 5b, g), indicating that *mab-3* functions downstream of TRA-1 in regulating INS-39. This suppression was dramatic, but not complete (Fig. 5b, g). Taken together, the broader expression of INS-39 in masculinized hermaphrodites suggests INS-39 expression is actively repressed in many neurons by TRA-1, and that MAB-3 functions downstream to control INS-39 expression, along with additional factors. Our data set identified additional DMDs with interesting developmental expression (Fig. 2e). Screening previously published single-cell/bulk-sorted neuronal transcriptomic data sets for DMD genes expression that coincide with *ins-39* expression pattern^96–98^, we found that *dmd-9* is highly expressed in hermaphrodites in *ins-39* expressing neurons, primarily in AFD (Supplementary Fig. 8a). Consistent with this, *dmd-9* loss of function mutation was sufficient to suppress INS-39 GFP expression in AFD neurons in adult hermaphrodites, but not males, where we observed a global decrease that couldn’t be attributed to a single neuron (Supplementary Fig. 8b, c). *dmd-9* loss of function did not affect L1 hermaphrodite INS-39 expression in AFD neurons (Supplementary Fig. 8d, e). *dmd-8* mutant animals did not show any significant change from wild-type animals, in line with its weak expression in INS-39-expressing neurons (Supplementary Fig. 8b). Thus, *dmd-9* is necessary for the expression of INS-39 in AFD neurons exclusively in adult hermaphrodites, whereas other TFs may be involved in early larval hermaphrodites and adult males. These results portray a complex and sexually dimorphic regulatory pathway for INS-39 expression. In hermaphrodites, TRA-1 suppresses INS-39 expression broadly in the nervous system, while *mab-*3 and *dmd-9* act to maintain its expression in select neurons (e.g. AFD for *dmd-9*). In early larvae an unknown, *tra-1*, *mab-3*, and *dmd-9* independent regulatory mechanism exists (Fig. 5e). In males, in the absence of TRA-1, *mab-3* and/or additional factors function to promote the extremely high INS-39 expression in many sensory neurons (Fig. 5j). The emerging picture is of tighter regulation of INS-39 in hermaphrodites, whereas in males, a more complex regulatory network coordinates high INS-39 neuronal expression.

**Fig. 5:**
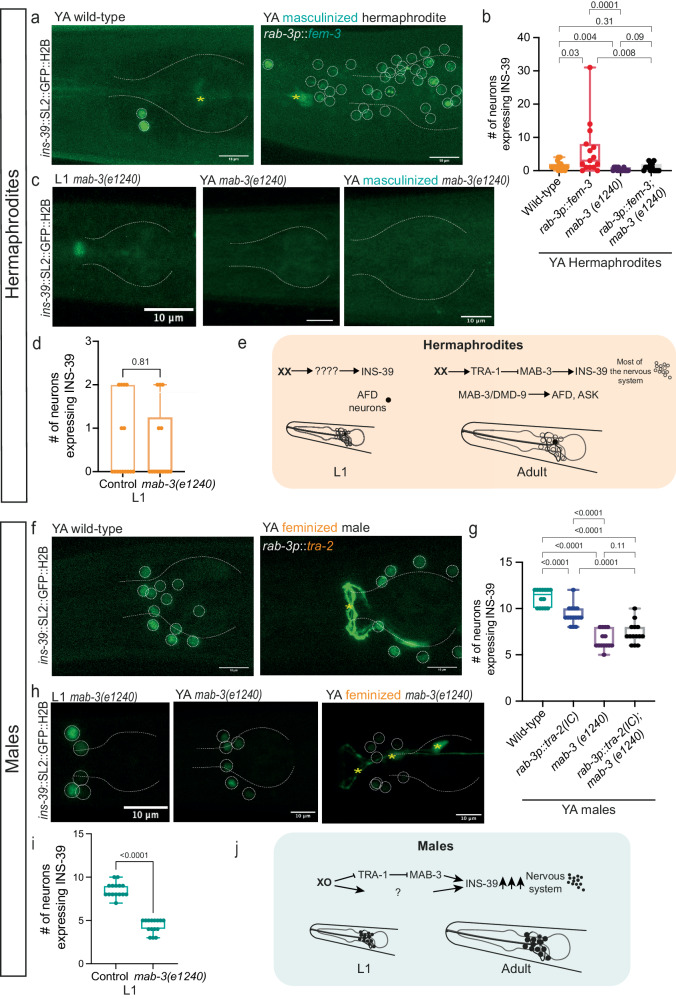
TRA-1 and MAB-3 control INS-39 dimorphic neuronal expression. **a** Representative confocal micrographs of the *ins-39*(*syb4915)* reporter expression in a wild-type YA hermaphrodite and pan-neuronally masculinized YA hermaphrodites, expressing *rab-3p::fem-3*. Co-injection marker is indicated by a yellow asterisk. Scale bars represent 10 µm. **b** Quantification of the number of *ins-39*(*syb4915)* GFP-expressing neurons from wild-type, pan-neuronally masculinized, *mab-3 (e1240)* and pan-neuronally masculinized together with *mab-3 (e1240)* YA hermaphrodite. Wild-type: *n* = 15 worms, *rab-3p::fem-3*: *n* = 15 worms, *mab-3* (*e1240*): *n* = 15 worms, *rab-3p::fem-3*; *mab-3* (*e1240*): *n* = 14 worms. **c** Representative confocal micrographs of the *ins-39(syb4915)* reporter expression in a L1 hermaphrodite *mab-3(e1240)*, YA hermaphrodite *mab-3(e1240)* and pan-neuronally masculinized together with *mab-3 (e1240)* YA hermaphrodite. Scale bars represent 10 µm. **d** Quantification of the number of *ins-39*(*syb4915)* GFP-expressing neurons from wild-type L1 hermaphrodite: *n* = 15 worms and *mab-3(e1240)* L1 hermaphrodite: *n* = 14 worms. **e** A model depicting the molecular elements mediating INS-39 expression in hermaphrodite at L1 and YA stage. **f** Representative confocal micrographs of the *ins-39*(*syb4915)* reporter expression in a wild-type male and pan-neuronally feminized male, expressing *rab-3p*::*tra-2(IC)*. Co-injection marker is indicated by a yellow asterisk. Scale bars represent 10 µm. **g** Quantification of the number of *ins-39*(*syb4915)* GFP-expressing neurons in wild-type: *n* = 14 worms, pan-neuronally feminized: *n* = 15 worms, *mab-3 (e1240)*: *n* = 14 worms and pan-neuronally feminized together with *mab-3 (e1240)*: *n* = 14 worms YA male. **h** Representative confocal micrographs of the *ins-39(syb4915)* reporter expression in L1 male *mab-3(e1240)*, YA male *mab-3(e1240)* and pan-neuronally feminized together with *mab-3 (e1240)* YA male. Scale bars represent 10 µm. **i** Quantification of the number of *ins-39*(*syb4915)* GFP-expressing neurons from wild-type L1 male and *mab-3(e1240)* L1 male. *n* = 15 worms per group. **j** A model depicting the molecular elements mediating INS-39 expression in males at L1 and YA stages. In (**b**, **d**, **g**, **i**) the box-and-whiskers graph, the center line in the box denotes the median, while the box contains the 25th to 75th percentiles of the dataset, whiskers define the minimum and maximum value with dots showing all points. We performed a two-sided Mann-Whitney test for each comparison. Source data are provided as a Source Data file.

### Sex-specific roles of INS-39 in survival and stress response

INS-39 is a member of an expanded class of insulin-like peptides in *C. elegans* and functions through an evolutionary conserved insulin-like growth factor signaling pathway^99^. All 40 insulin-like peptides identified in *C. elegans* are thought to act through a single receptor, DAF-2, the homolog of the human Insulin-like growth factor receptor IGF1R. Insulin/IGF1 signaling (IIS) regulates dauer entry, behavior, aging, development, and fat accumulation^100^. Recently, it was discovered that high temperature represses INS-39 expression in the AFD neuron of hermaphrodites^89^. We, therefore, examined the changes in INS-39::GFP expression in the AFD neurons of both sexes when subjected to temperature shifts (25 °C and 15 °C) from the cultivation temperature (22 °C). As expected, we observed a significant reduction in INS-39 levels in AFD in hermaphrodites upon temperature shifts (Fig. 6a, b). However, INS-39 levels in AFD in males did not change with temperature shifts and remained high (Fig. 6a–c). We next tested INS-39 involvement in thermotaxis but found no apparent behavioral role for INS-39 in both sexes (Supplementary Fig. 9a, b).

**Fig. 6:**
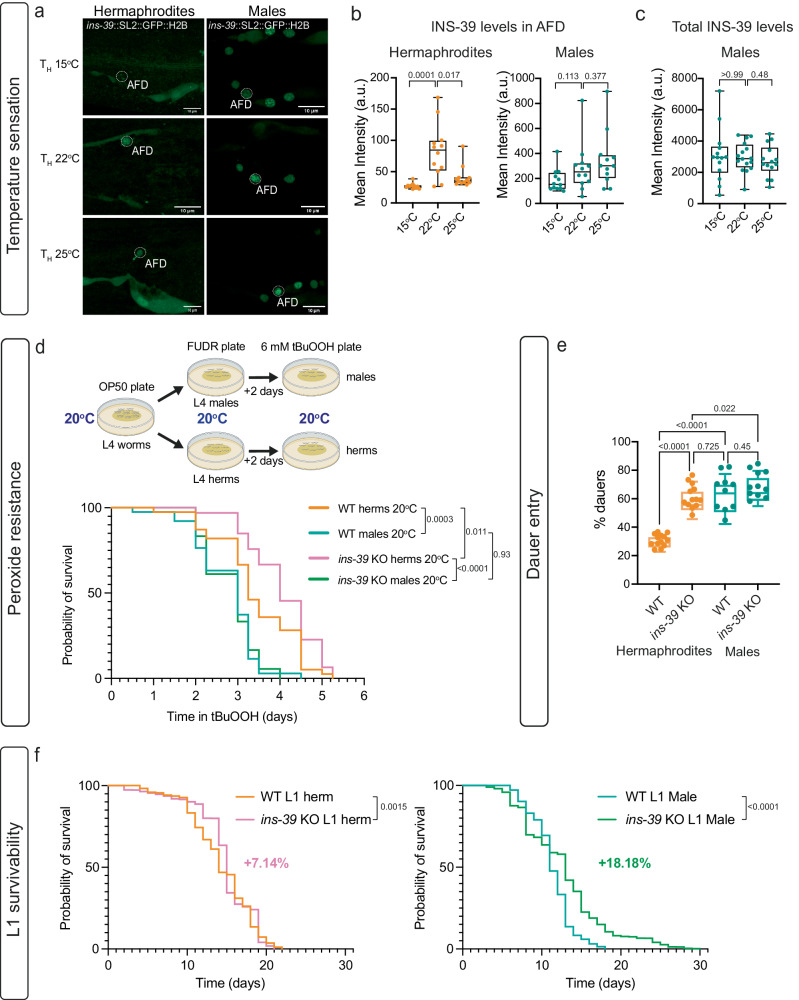
Functional characterization of the role of INS-39. **a** Representative confocal micrographs of the *ins-39*(*syb4915)* reporter expression in worms grown at 22^o^C and then transferred to 25 ^o^C or 15 ^o^C for 6 hours. Scale bars represent 10 µm. **b** Quantification of mean GFP intensity from **a** in AFD in hermaphrodites and males. hermaphrodites 15 ^o^C: *n* = 11 worms, males 15 ^o^C: *n* = 12 worms, hermaphrodites 22 ^o^C: *n* = 12 worms, males 22 ^o^C: *n* = 12 worms, hermaphrodites 25 ^o^C: *n* = 12 worms, males 25 ^o^C: *n* = 12 worms. a.u, arbitrary units. **c** Quantification of mean GFP intensity from (**a**) in *ins-39*(*syb4915)* GFP-expressing neurons in males. males 15 ^o^C: *n* = 16 worms, males 22 ^o^C: *n* = 14 worms, males 25 ^o^C: *n* = 14 worms. a.u, arbitrary units. **d** Schematic of the survival assay on 6 mM tBuOOH and cumulative survival graph on 6 mM tBuOOH of wild-type and *ins-39* KO (*ety9*) hermaphrodites and males. *n* = 40 worms per group. To assess and compare survival rates, a two-sided Kaplan-Meier method was employed. Statistical significance was determined using the Log-rank (Mantel-Cox) test in Prism (GraphPad). FUDR, 5-fluoro-2′-deoxyuridine. tBuOOH, tert-butyl hydroperoxide. Created with Biorender.com. **e** Quantification of dauers percent in wild-type and *ins-39* KO (*ety9*) strain in hermaphrodites and males habituated at 27 ^o^C (see methods). Wild-type hermaphrodites: *n* = 13, *ins-39* KO (*ety9*) hermaphrodites: *n* = 13, Wild-type males: *n* = 10, *ins-39* KO (*ety9*) males: *n* = 11 biological repeats. **f** Cumulative L1 survival graph of wild-type and INS-39 KO (*ety9*) hermaphrodites and males. Graphs show the composite of three independent experiments. The n for each group in the final datasets was as follows: Wild-type L1 Herm *n* = 2676, INS-39 KO (*ety9*) L1 Herm *n* = 1421, Wild-type L1 Male *n* = 2241, INS-39 KO (*ety9*) L1 Male *n* = 5453. To assess and compare survival rates, a two-sided Kaplan-Meier method was employed. Statistical significance was determined using the Log-rank (Mantel-Cox) test in Prism (GraphPad). In (**b**, **c**, **e**) the box-and-whiskers graph, the center line in the box denotes the median, while the box contains the 25th to 75th percentiles of the dataset, whiskers define the minimum and maximum value with dots showing all points. We performed (in **b**, **c**, **e**) a two-sided Mann-Whitney test for each comparison. Source data are provided as a Source Data file.

*ins-39* was previously shown to play a role in nematode survival against peroxide stress through the insulin signaling pathway^89^. We confirmed the previously reported enhanced peroxide survival in *ins-39* mutant hermaphrodites grown and assayed at 20 °C or 25 °C (Fig. 6d, Supplementary Fig. 9c–f). However, unlike hermaphrodites, our results show that *ins-39* does not play a significant role in males, regardless of pre-exposure to higher (25 °C) or lower (20 °C) temperatures (Fig. 6d, Supplementary Fig. 9c–f). Furthermore, we observed that wild-type males exhibited lower survival rates against peroxide compared to hermaphrodites, although this phenotype was *ins-39* independent in males (Fig. 6d). Together, these behavioral assays suggest that INS-39 functions as a temperature and peroxide-stress sensor in hermaphrodites, but not in males.

Since *ins-39* levels are much higher in males already early during development, we reasoned this might provide some advantage over hermaphrodites in coping with early life stress. Therefore, we focused on early life stress using two strategies. We first tested the ability of the animals to enter the dauer stage and found that wild-type males were more efficient in dauer transition than hermaphrodites, consistent with previous findings^101^ (Fig. 6e). Unexpectedly, hermaphrodites mutant for *ins-39* became as efficient as wild-type males in dauer entry, while *ins-39* mutant males were similar to wild-type males (Fig. 6e), suggesting that *ins-39* expression has a dimorphic role in the dauer pathway.

Lastly, we tested L1 survivability. The IIS pathway has been shown to regulate L1 arrest, in which worms can cease growth and development as young larvae in the absence of food^102^. The survival of L1-arrested animals can be shortened or lengthened depending on the degree of IIS activity. With this in mind, we evaluated if *ins-39* had any sex-specific regulation of L1 survival. We first found that wild-type male worms exhibited a significantly lower survival rate (21.42% shorter) as arrested L1 larvae than hermaphrodites (Supplementary Fig. 9g). Interestingly, *ins-39* KO L1 animals of both sexes survived significantly longer than their wild-type controls, and males even more so than hermaphrodites (Fig. 6f). These results suggest a negative role for *ins-39* in the regulation of L1 survival, with a more critical role in males than hermaphrodites. Taken together, while in males *ins-39* levels seem mostly unresponsive to the environmental conditions tested in this study, in hermaphrodites *ins-39* modulation plays a role in context-specific response patterns.

## Discussion

Our transcriptomic atlas provides a much-needed molecular roadmap with which important developmental and molecular questions can be answered in a dimorphic context. We report a comprehensive gene expression atlas for both sexes of *C. elegans* throughout development which has been lacking until now. Our findings revealed 519, 63, 614, 2141, and 3564 genes that were differentially/dimorphically expressed in L1, L2, L3, L4, and YA, respectively, providing more comprehensive sex and stage datasets compared to previous findings^26,27,45,103,104^. Among previously published studies, only Kim et al. focused on the male-specific and nervous-system-specific expression of genes after sexual maturation. Our study takes a significant stride forward by focusing on a crucial aspect: the stage-specific transcriptomics of both sexes and a cross-analysis between them. We observed an increase (~12 times more) in the amount of identified dimorphic genes compared to previous work^27^ which could be attributed to restrictions of using pseudo males to compare between stages in both sexes, resulting in a lower readout. It’s important to note that our sequencing method, MARS-seq, has lower sensitivity and may not be as effective at capturing and detecting lowly expressed transcripts, which could account for the lower number of genes detected in this study^105^. Its advantages are higher true positive rates (accuracy in detecting DE genes) and price, compared to other RNAseq library preparation protocols.

Across different organisms, the expression levels of most genes change during development. In addition, sex bias in gene expression can vary greatly between and within species and depends on factors like species, tissue type, RNA-seq library preparation, sample size, and statistical criteria^12,16,106^. Several observations can be made when sex-enriched mRNAs at various stages are compared. It appears that sexual differentiation is first manifested by a small subset of sex-enriched genes in early larvae and a larger, more specific subset of mRNAs in later larvae throughout all developmental stages. Gene ontology enrichment of TFs during the pre-sexual maturation period showed a substantial enrichment for processes essential for promoting subsequent dimorphic development, as well as sexually dimorphic morphogenic processes. These TFs are likely to contribute to or drive the development of sex-specific traits and structures, which emerge later during sexual maturation. Additionally, there are more male-biased DEGs than hermaphrodite-biased DEGs. This male bias in differential gene expression has been observed in other organisms as well, ranging from plants to insects^16,107,108^. In humans, sex-biased gene expression is largely tissue-specific, and sex-biased genes exhibit nonrandom and tissue-specific genomic distribution^10^.

Although the development of males and hermaphrodites is similar before sexual maturation, several crucial male cell fates are already determined at hatching. For example, three significant groups of male-specific blast cells give rise to the male mating structures^49^. Our list of male-enriched genes could point to additional genes that are involved in the regulation of male identity. The almost complete male-biased expression of neuronal genes could be explained by the size of the male nervous system, which contains 30 percent more neurons, as well as a larger connectivity network of chemical and electrical synapses. The unique neuro-peptidergic blueprint of males is an important outcome of this study. We find that neuropeptide coding genes are differentially expressed between the sexes and across development, with a strong bias towards higher male expression.

In rodents, Neuropeptide Y (NPY) expression in many brain areas under basal, unstressed conditions is lower in females than in males^109,110^. We show similar results for the insulin peptide *ins-39*, which exhibits strikingly higher and broader expression levels in males versus hermaphrodites. For the NPY system, it has been speculated that the lower expression levels might put females at a disadvantage in dealing with stress^110^. Our dauer entry and peroxide resistance assays show that for hermaphrodites the absence of *ins-39* improves their survivability, while it has no effect on males. The tight regulation of *ins-39* expression levels in hermaphrodites suggests that maintaining low levels is critical for the animal. Why males require high *ins-39* levels is unknown but may represent an evolutionary cost that comes as a tradeoff for an unknown advantage that awaits further research.

Interestingly, we found that the highest number of common DEGs was shared between L1 and YA. This perhaps points to these stages as critical windows of sexually dimorphic development, providing the needed flexibility to respond to environmental cues, a phenomenon observed in memory imprinting and early-life experience studies^111^.

Very few DEGs in our dataset were common to all development stages. Out of the 769 TFs described so far in *C. elegans*^55^, we identified a total of 218 TFs with temporal and sexual specificity throughout development. *ces-2*, for example, was consistently higher in males across all developmental stages. *ces-2* controls asymmetric cell division and mitotic spindle orientation in the neurosecretory motor (NSM) neurons lineage and is necessary to initiate programmed cell death^112,113^. Our study predicts that *ces-2* could be involved in establishing a male cell identity from the very first larval stage and, therefore crucial for further research.

Although our approach presents the most comprehensive gene expression dataset of dimorphic development to date, this study is not full, for it was not designed to identify transcripts in embryonic stages^104^, post-transcriptional regulation of genes, or dimorphic effects elicited by hormones as in mammals^114^. Nevertheless, this work does not only enrich the *C. elegans* community with additional methodologies and expression data but also offers 1047 new conserved dimorphic candidate genes with their associated human genetic disorders and traits that may underlie the sexually dimorphic molecular characteristics of various human diseases.

## Methods

### *C. elegans* strains and maintenance

All *C. elegans* strains were cultivated as per standard methods^28^. Wild-type strains were Bristol, N2. *him-5(e1490)* or *him-8(e1489)* were treated as controls for strains with these alleles in their background. Worms were grown on nematode growth media (NGM) plates seeded with *E. coli* OP50 bacteria as a food source. The sex and age of the animals used in each experiment are noted in the associated figures and legends. All transgenic strains used in this study are listed in Supplementary Data 8.

### Generation of *C. elegans* male cultures

To generate pure male populations, temperature-sensitive mutation (*y1*) in the dosage compensation gene, *dpy-28* along with *him-8(e1489)* mutations were employed^36^. *dpy-28(y1) him-8(e1489)* worms were cultured at 15 ^o^C in 15 cm NGM plates seeded with OP50. Embryos were isolated by hypochlorite treatment of gravid adults collected from 3-4 NGM plates. The obtained embryos were left to hatch for 14-16 hours on a foodless NGM plate at a restrictive temperature of 25 °C. At the restrictive temperature, most hermaphrodites die as embryos or L1 larvae, whereas the XO males are unaffected. After 14-16 hours, L1 larvae and unhatched embryos were collected in 2 ml M9 buffer and pelleted at 3000 rpm for 1 min. Approx. 5000 L1/embryos were placed onto one side of the plate (area without food), roughly 1.5 cm from the food on an NGM plate (Supplementary Fig. 1). Depending upon the density of the pellet, the number of plates was increased accordingly. Plates were incubated at RT for 1-2 hours allowing the L1 animal to crawl towards food. Following incubation, the area where L1/embryos were placed was removed from the plate. L1 worms that were on the food were collected using 1 ml M9 buffer and washed 5 times with M9 buffer to get rid of bacteria. The L1 animals were counted and about 25,000 worms were placed on 15 cm NGM plates with OP50 at 25 °C until they reached the desired time point. The percentage of males obtained was counted for each set of experiments. A schematic representation of this protocol is illustrated in Supplementary Fig. 1.

### Automated worm tracking

Day 1 adult *him-8(e1489)* males and *dpy-28(y1) him-8(e1489)* males were assayed for their speed/locomotion and body area. Adult males from both groups were placed onto an NGM plate seeded with 30 μL of OP50 bacteria. 2-4 worms were placed onto food and a 1.5 cm diameter plastic ring was placed around them to prevent crawling away from the camera’s field of view. The plate was placed inside the tracker and worms were left to habituate for 10 min. We used WormLab automated tracking system (MBF Bio-science)^115^, to track and record the worms for 2 min at room temperature. To recover the worm’s contour and skeleton for phenotypic analysis, the collected videos were segmented, and body area, speed, track length, mean amplitude, cumulative reversal time, and cumulative forward time metrics were exported. Prism 9 (GraphPad) version (9.5.0) was used for statistical analysis.

### Body length and width measurement

Day 1 adult *him-8(e1489)* males and *dpy-28(y1) him-8(e1489)* males were imaged in a brightfield (DIC) channel using a Zeiss LSM 880 confocal microscope with a 20x objective lens. The images were imported to ImageJ/Fiji software, version 2.3.0/1.53q, and a line was drawn from the tip to the tail, or across the width of each worm. The length of the line was measured and statistically analyzed.

### Mating behavior assay

Mating assays were conducted based on previously established methods^21,116^. 15-20 early L4 males from the test group and 15–20 early L4 *unc-31(e928)* hermaphrodites were separated from a mixed-stage population and were transferred to separate fresh OP50 NGM plates and incubated at 20 °C until they reached sexual maturation. On a fresh plate seeded with a thin lawn of OP50 bacteria, 10 adult *unc-31(e928)* hermaphrodites were transferred. *unc-31(e928)* hermaphrodites do not move a lot, allowing for an easy capturing of male behavior. A single virgin male from the test group was added to this lawn. Animals were kept under observation, and the course of events was recorded using a Zeiss Axiocam ERc 5 s mounted on a Zeiss stemi 508 for a period of 15 minutes, or until the male ejaculated, whichever occurred first. Mated males and hermaphrodites were discarded from the plate. A new hermaphrodite was then added to the lawn to keep the number of hermaphrodites similar between experiments. The video was analyzed, and the males were scored for their time until successful mating, contact response, and vulva location efficiency. Contact responses were defined as mail tail apposition and the start of backward movement on the hermaphrodite’s body. Percentage response to contact was calculated using the formula (the number of times a male showed contact response/the number of times the male contacts a hermaphrodite via the rays * 100^21,116^. Vulva location efficiency (L.E.)^117^, was calculated using the formula 1/number of major passes or hesitations at the vulva until ejaculation or 15 min time window.

### RNA Isolation, and library preparation

More than 2000 worms from each developmental stage and sex were collected from agar plates using an identical isolation protocol and were washed 5 times using M9 buffer to get rid of bacteria. Each set contained 4 biological replicates. Worms pellet were collected in 500 µL of Trizol and flash frozen in liquid nitrogen and stored at −80 ^o^C until further processing. Total RNA was prepared from the frozen worm pellets following the instructions for the TRIzol LS (Invitrogen) protocol. After the isopropanol precipitation step, the RNA was re-suspended in the extraction buffer of the RNA isolation kit (PicoPure, Arcturus), and further isolation was carried out following the manufacturer’s instructions. When starting with a smaller number of worms, this two-step purification technique aids in getting RNA of good quality. RNA concentration was determined by Qubit Fluorometer (Invitrogen, Model #4), and RNA integrity was checked using a Bioanalyzer (Agilent). Only samples showing RIN^e^ ≥ 8 were further processed. To create RNA-seq libraries for expression profiling, a bulk version of the MARS-Seq procedure was employed^39,40^. Briefly, reverse transcription was used to barcode and pool 18 ng of input RNA from each sample. The pooled samples underwent second-strand synthesis after Agencourt Ampure XP beads cleanup (Beckman Coulter), and they were linearly amplified by T7 in vitro transcription. The resulting RNA was fragmented and then converted into a final library by tagging the samples with Illumina sequences during ligation, RT, and PCR. Finally, libraries were quantified by Qubit Fluorometer Model #4 and 2200 TapeStation nucleic acid system followed by qPCR for *lmn-1* gene^39,40^. Sequencing was carried out using an Illumina Nextseq 75 cycles high output kit on NextSeq500 with paired-end sequencing. The median, mean and standard deviation of the sequencing depth of all samples were 14.08, 15.02, and 5.38 million reads.

### RNA-seq data analysis

Raw next-generation sequencing (NGS) data in the FASTQ format were analyzed using a User-friendly Transcriptome Analysis Pipeline (UTAP) (https://utap.wexac.weizmann.ac.il/)^118^. Briefly, reads were trimmed using “cutadapt”^119^ and mapped to the *C. elegans* reference genome WBcel235 using STAR v2.4.2a^120^. UMI counting was done using HTSeq-count^121^ after marking duplicates in union mode. Differential gene expression analysis and normalization of the counts were performed using DESeq2^122^ using the rld (log_2_ normalized) gene expression values on a per-developmental stage basis between sexes. Raw p-values were adjusted with the Benjamini and Hochberg method^123^. A threshold of p-adjusted ≤ 0.05, |log_2_FoldChange | ≥ 1 and baseMean >= 5 was used to identify genes with significant differential expression. The WormBase gene set enrichment analysis tool was used for functional annotation of gene ontology terms that are over-represented in differentially expressed genes for each developmental stage and sex^53,87^. A q-value threshold of 0.1 was used for every analysis. Jvenn^48^ was used to create diagrams.

### Gene conservation analysis between *C. elegans* and Human

Human orthologs for the *C. elegans* genes and their associated Online Mendelian Inheritance in Man (OMIM) human-disease phenotypes were downloaded from OrthoList 2 (OL2)^124^, a compendium of *C. elegans* genes with likely human orthologs (http://ortholist.shaye-lab.org/). The genes from our RNA-seq datasets were overlapped with the list from OrthoList 2 and were incorporated into the analysis.

### Microscopy

Worms were anesthetized on a drop of 200 mM sodium azide (NaN3, in M9 buffer) mounted on a freshly prepared 5 % agarose pad on a glass slide. Images were acquired using a Zeiss LSM 880 confocal microscope with a 63x objective lens unless otherwise noted and processed using ImageJ/Fiji software version 2.3.0/1.53q^125^. All images of the same group were imaged under identical microscope settings. For the expression of reporters, representative images with maximum intensity projections are shown for all channels. Individual neurons were identified through reporter/stain expression, and the z-plane exhibiting the most robust signal was selected for measuring fluorescence intensity using ImageJ version 1.52p. Figures were prepared using Adobe Illustrator V 25.0.1. For imaging NeuroPAL worms, channels were pseudo-colored in accordance with ref. ^91^.

### BioSorter analysis

*C. elegans* strains *ins-39p::gfp* or *him-5* (control) were grown and maintained at 20 °C. L1 synchronized nematode cultures were obtained by standard bleaching protocols. Eggs were allowed to hatch overnight on foodless (i.e., without a bacterial lawn) 60 mm NGM plates, then L1-arrested larvae were collected in 50 ml conical tubes and were resuspended in S-basal at a final density of about 2000 worms/ml. Worm sorting was performed on a BioSorter equipped with a 250 FOCA and S-basal as the sheath fluid. To isolate L1 males, the *ins-39p::gfp* strain was used (GFP positive in head neurons). Non-fluorescent *him-5* strain was used to set gates for GFP-positive worms and to exclude auto-fluorescent worms. Sorted worms were collected onto a 60 mm OP50 plate. Graphs were prepared using FlowJo V 10.8.1.

### Neuron identification using NeuroPAL

For imaging NeuroPAL worms, the protocol followed is in accordance with ref. ^91^. For INS-39 CRISPR GFP neuronal identity, colocalization with the NeuroPAL landmark strain OH15262 harboring the *otIs669* transgene was used to determine the identity of all neuronal expression.

### DiD staining

Age synchronized worms were washed twice with 500 μl M9 buffer in a 1.5 ml microfuge tube and incubated in the dark for 1 h in 1 ml M9 containing 5 µl DiD dye (Vybrant™ DiD Cell-Labeling Solution, ThermoFisher) at ~20-30 rpm. The worms were then centrifuged, and worm pellet was transferred to a fresh plate and animals were let to move onto the bacterial lawn.

### RT-PCR

Total RNA was extracted from 10 to 20 µl of age-synchronized packed worms’ pellet (washed three times with M9 buffer) from relevant genotypes/developmental stages using the protocol described above under “RNA Isolation, and library preparation”. The isolated total RNA was then converted to cDNA using SuperScript™ IV first-strand synthesis system (Invitrogen, Catalog # 18091050) with random hexamers. The concentration of cDNA was determined using NanoDrop One/OneC microvolume spectrophotometers and fluorometer. qPCR reactions were set up in 10 µl volume using Fast SYBR™ Green Master Mix (Applied Biosystems, Catalog # 4385612) as per manufacturer protocol using StepOnePlus™ Real-Time PCR System. Primers used are detailed in Supplementary Data 8. Ct values were retrieved and relative quantification of the expression of the target genes was performed utilizing the 2 − ΔΔCt method. *pmp-3* or *tba-1* were used as housekeeping genes.

### CRISPR/Cas9-mediated genome editing

To generate the *ins-39(ety9)* deletion strain, the previously described CRISPR/Cas9 genome engineering protocol was employed^126^. Briefly, tracrRNA and three crRNAs targeting the *dpy-10* locus and the boundaries of the *ins-39* locus were combined with a recombinant cas9 (IDT) and supplemented with ssODN repair template to introduce a dominant mutation into the *dpy-10* locus^126^ and a second ssODN composed of the 5’ and 3’ flanking sequences of the *ins-39* locus boundaries (see Supplementary Data 8 for sequences). Rol/dpy F1 progeny were singled and screened by PCR using the primers ATAGCAGAACATGGGCATCC and AACCGTTGGGTATTTGACCA, which amplify a 735 bp product only in *ins-39* deleted animals. Plates with a correct PCR signal were homozygozed and Sanger-sequenced to validate the accuracy of the *ety9* edit. The resulting strain was backcrossed 2 times to lose the *dpy-10* mutation.

The *syb4915*, *syb4956*, and *syb4992* allele were generated by SunyBiotech.

### Promotor analysis

*ins-39* promotor region was extracted from WormBase by taking 1000 bp upstream and 500 bp downstream of the transcription start site which included the whole protein-coding part of the gene. *tra-1* binding sites were derived into the matrix from a published study^127^ using the genomatix genome analyzer tool and *C. elegans* transcription factors binding sites were downloaded from CisBP (http://cisbp.ccbr.utoronto.ca/). The promotor region binding sites were determined by using the RSAT matrix-scan search tool.

### Thermotaxis assay

Age-synchronized animals were sex-separated at late L4-YA stages and moved to 15 °C, 22 °C, and 25 °C for 6 hours. The animals were then washed and placed onto the thermotaxis plate. A modified steep linear gradient was maintained on a 10 cm plate using an aluminum plate with a hot plate (set at 27 °C) on one side and an ice pack on the other^128^. Temperature on the agar surface was measured using a temperature gun. The gradient was allowed to stabilize for 5 minutes, after which the animals were introduced at 22 °C isotherm and allowed to roam freely for 20 minutes. The animals were killed by quickly transferring to −20 °C for 5 minutes. Animals were scored for positive or negative thermotaxis as 1 cm from the center of origin towards either side. The thermotaxis index was calculated for each experimental group as:

1 $$	{Thermotaxis\; Index}=\\ 	 \frac{{{{{{\rm{\#}}}}}}\, {of\; animals\; on\; warmer\; side}-{{{{{\rm{\#}}}}}}\, {of\; animals\; on\; colder\; side}}{{total}\, {{{{{\rm{\#}}}}}}\, {of\; animals}}$$

### Dauer formation assay

Dauer formation assay induced by high temperatures was conducted following previous protocols^101^, with slight modifications. 50 gravid adults that had been continuously raised at 15 ^o^C were placed on OP50 plates for 6 hours at room temperature. The hermaphrodites were removed, and the laid eggs were incubated at 27 ^o^C for 44 hours, while control plates were kept at room temperature for the same duration. To examine the presence of dauers (active, thrashing animals) and non-dauers (inactive, non-thrashing animals), we flooded the assay plates with 2 mL of 1% SDS solution, swirled them, and incubated them for 15 minutes at room temperature. The number of dauers and non-dauers animals were recorded and analyzed. All experiments were conducted in 3 independent biological trials.

### Survival assays in tert-butyl hydroperoxide

The survival assay was conducted on solid agar plates containing tert-butyl hydroperoxide at a final concentration of 6 mM, following previous protocols^89^, with slight modifications. To prepare the assay plates, tert-butyl hydroperoxide was added to molten agar maintained at 55 °C, and 12 ml of the mixture was poured onto 60 mm NGM agar plates. The plates were left to dry at room temperature for 2 days and then seeded with 200 µl of a 5x concentrated OP50 culture that had been grown overnight, pelleted, and resuspended in M9. The worms were cultured on standard OP50 plates until they reached the L4 developmental stage and then separated by sex into groups of up to 100 on plates containing 10 μg/ml 5-fluoro-2′-deoxyuridine (FUDR). For each genotype and sex, 40 Day-2 adults were transferred to assay plates at the specified temperature. The worms were monitored every 6–12 hours and scored as alive, dead, or censored until all worms had died. A worm was considered “dead” if it did not show any visible movement in response to a gentle touch from a poking lash, while worms that were lost or had desiccated on the side of the plate were considered “censored.” Manual scoring was conducted, and the resulting data was plotted and analyzed. All experiments were conducted in 3 independent biological trials. To compare the survival rates a two-sided Kaplan-Meier method was used. The statistical significance was calculated using the Log-rank (Mantel-Cox) test in Prism 9 (GraphPad) version (9.5.0).

### L1 survival assay

L1 survival assay was conducted as described previously with slight changes^102^. Briefly, L1 animals were obtained from well-fed *C. elegans* plates from the indicated genotype, employing the same method to isolate males as described above under “Generation of *C. elegans* male cultures”. This was done to keep all the parameters similar across all the experimental groups. The L1 worms were collected using M9 from the foodless plate and were diluted to a final concentration of no more than 10 L1 worms/µl. This was done because the survivability of *C. elegans* at L1 arrest depends on the density of worms^102^. Starvation cultures were placed in 40 ml glass vials and incubated on a rocker-shaker at 20 °C at low speed. Each day, aliquots containing at least 50 L1 arrested worms from each group were removed and plated on a foodless plate. The live/dead and total number of worms were recorded each day. The experiments were combined for analysis and represented using survival graphs in Prism 9 (GraphPad) version (9.5.0). In the final datasets, the animal count was contingent upon the maximum number of days of surviving animals. The ‘n’ value for each group in the final datasets was as follows: Wild-type L1 Herm *n* = 2676, INS-39 KO L1 Herm *n* = 1421, Wild-type L1 Male *n* = 2241, INS-39 KO L1 Male *n* = 5453. To assess and compare survival rates, a two-sided Kaplan-Meier method was employed. Statistical significance was determined using the Log-rank (Mantel-Cox) test in Prism 9 (GraphPad) version (9.5.0).

### Quantification and statistical analysis

Information about quantification, statistical testing, and sample size can be found in each figure legend and relevant method section.

### Transgenic strains/molecular cloning

To generate pan-neuronal masculinized strains *fem-3* was expressed under *rab-3p*. See Supplementary Data 8 for primers.

### Statistics & reproducibility

No statistical method was used to predetermine the sample size. No data were excluded from the analyses. The experiments were not randomized. The Investigators were not blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of additional supplementary files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

### Source data

Source Data

## Data Availability

The sequence data generated in this study have been deposited in the GEO database and are available under accession code GSE237937. All data generated or analyzed in this study are included in the manuscript along with supplementary information files and Source Data files. Source data are provided in this paper. The RNA-seq datasets associated with this article are included in Supplementary Data 2. Source data are provided in this paper.

## References

[1] Mathews KW, Cavegn M, Zwicky M (2017). Sexual dimorphism of body size is controlled by dosage of the X-chromosomal gene Myc and by the sex-determining gene tra in Drosophila. Genetics.

[2] Pechuk V (2022). Reprogramming the topology of the nociceptive circuit in C. elegans reshapes sexual behavior. Curr. Biol..

[3] Wheeldon A, Szymański P, Surmacki A, Osiejuk TS (2021). Song type and song type matching are important for joint territorial defense in a duetting songbird. Behav. Ecol..

[4] McKinsey GL, Ahmed OM, Shah NM (2018). Neural control of sexually dimorphic social behaviors. Curr. Opin. Physiol..

[5] Pinares-Garcia, P., Stratikopoulos, M., Zagato, A., Loke, H. & Lee, J. Sex: A Significant Risk Factor for Neurodevelopmental and Neurodegenerative Disorders. *Brain Sci***8**, (2018).10.3390/brainsci8080154PMC612001130104506

[6] Juraska JM, Sisk CL, DonCarlos LL (2013). Sexual differentiation of the adolescent rodent brain: Hormonal influences and developmental mechanisms. Horm. Behav..

[7] Juntti SA, Coats JK, Shah NM (2008). A genetic approach to dissect sexually dimorphic behaviors. Horm. Behav..

[8] Yang CF, Shah NM (2014). Representing sex in the brain, one module at a time. Neuron.

[9] McCarthy MM (2016). Sex differences in the developing brain as a source of inherent risk. Dialogues Clin. Neurosci..

[10] Aguet F (2020). The impact of sex on gene expression across human tissues. Science.

[11] Chandler JC, Aizen J, Fitzgibbon QP, Elizur A, Ventura T (2016). Applying the power of transcriptomics: understanding male sexual development in Decapod Crustacea. Integr Comp Biol.

[12] Hwang J (2023). Transcriptome profiling for developmental stages Protaetia brevitarsis seulensis with focus on wing development and metamorphosis. PLoS One.

[13] Liu C (2022). Spatiotemporal mapping of gene expression landscapes and developmental trajectories during zebrafish embryogenesis. Dev. Cell.

[14] Chen A (2022). Spatiotemporal transcriptomic atlas of mouse organogenesis using DNA nanoball-patterned arrays. Cell.

[15] Yu Y (2014). A rat RNA-Seq transcriptomic BodyMap across 11 organs and 4 developmental stages. Nat. Commun..

[16] Graveley BR (2011). The developmental transcriptome of Drosophila melanogaster. Nature.

[17] Salzberg Y, Gat A, Oren-Suissa M (2021). One template, two outcomes: How does the sex-shared nervous system generate sex-specific behaviors?. Curr. Top. Dev. Biol..

[18] Oren-Suissa, M. & Hobert, O. Sexual Dimorphisms in the Nervous System of the Nematode Caenorhabditis elegans. in *Principles of Gender-Specific Medicine: Gender in the Genomic Era*: Third Edition 149–159 (Elsevier, 2017). 10.1016/B978-0-12-803506-1.00044-9.

[19] Riddle, D. L., Blumenthal, T., Meyer, B. J. & Priess, J. R. C. elegans ii. 2nd edition (Cold Spring Harbor, 1997)

[20] Setty H (2022). Sexually dimorphic architecture and function of a mechanosensory circuit in C. elegans. Nat. Commun..

[21] Oren-Suissa M, Bayer EA, Hobert O (2016). Sex-specific pruning of neuronal synapses in Caenorhabditis elegans. Nature.

[22] Spencer WC (2011). A spatial and temporal map of C. elegans gene expression. Genome Res..

[23] Jiang M (2001). Genome-wide analysis of developmental and sex-regulated gene expression profiles in Caenorhabditis elegans. Proc. Natl Acad. Sci. USA.

[24] Hillier LW (2009). Massively parallel sequencing of the polyadenylated transcriptome of C. elegans. Genome Res..

[25] Gerstein MB (2010). Integrative analysis of the Caenorhabditis elegans genome by the modENCODE project. Science.

[26] Kim B, Suo B, Emmons SW (2016). Gene function prediction based on developmental transcriptomes of the two sexes in C. elegans. Cell Rep..

[27] Thoemke K (2005). Genome-wide analysis of sex-enriched gene expression during C. elegans larval development. Dev. Biol..

[28] Brenner S (1974). The genetics of caenorhabditis elegans. Genetics.

[29] Hodgkin J, Horvitz HR, Brenner S (1979). Nondisjunction mutants of the nematode caenorhabditis elegans. Genetics.

[30] Donahue LM, Quarantillo BA, Wood WB (1987). Molecular analysis of X chromosome dosage compensation in Caenorhabditis elegans. Proc. Natl Acad. Sci. USA.

[31] Li Q, Kaur A, Mallory B, Hariri S, Engebrecht JA (2022). Inducible degradation of dosage compensation protein DPY-27 facilitates isolation of Caenorhabditis elegans males for molecular and biochemical analyses. G3.

[32] Riddle D. L., Blumenthal T., Meyer B. J., Priess J. R. Section V, X Chromosome Dosage Compensation. in (eds. Riddle D. L., Blumenthal T., Meyer B. J., Priess J. R.) vol. 33 (Cold Spring Harbor (NY): Cold Spring Harbor Laboratory Press, 1997).21413229

[33] Meyer, B. J. X-Chromosome dosage compensation. *WormBook* 1–14 (2005) 10.1895/WORMBOOK.1.8.1.10.1895/wormbook.1.8.1PMC478138818050416

[34] Csankovszki G, McDonel P, Meyer BJ (2004). Recruitment and spreading of the C. elegans dosage compensation complex along X chromosomes. Science.

[35] Lieb JD (2000). The Caenorhabditis elegans dosage compensation machinery is recruited to X chromosome DNA attached to an autosome. Genetics.

[36] Plenefisch JD, DeLong L, Meyer BJ (1989). Genes that implement the hermaphrodite mode of dosage compensation in Caenorhabditis elegans. Genetics.

[37] Hartman PS, Ishii N (2007). Chromosome dosage as a life span determinant in Caenorhabiditis elegans. Mech. Ageing Dev..

[38] Dumas KJ (2013). Unexpected role for dosage compensation in the control of dauer arrest, insulin-like signaling, and foxo transcription factor activity in Caenorhabditis elegans. Genetics.

[39] Jaitin DA (2014). Massively parallel single-cell RNA-seq for marker-free decomposition of tissues into cell types. Science.

[40] Keren-Shaul H (2019). MARS-seq2.0: an experimental and analytical pipeline for indexed sorting combined with single-cell RNA sequencing. Nat Protoc.

[41] Wolff JR, Zarkower D (2008). Somatic sexual differentiation in Caenorhabditis elegans. Curr Top Dev. Biol..

[42] Barr MM (2001). The Caenorhabditis elegans autosomal dominant polycystic kidney disease gene homologs lov-1 and pkd-2 act in the same pathway. Curr. Biol..

[43] Kalis AK, Kroetz MB, Larson KM, Zarkower D (2010). Functional genomic identification of genes required for male gonadal differentiation in Caenorhabditis elegans. Genetics.

[44] Yu RYL, Nguyen CQ, Hall DH, Chow KL (2000). Expression of ram-5 in the structural cell is required for sensory ray morphogenesis in Caenorhabditis elegans male tail. EMBO J.

[45] Portman DS, Emmons SW (2004). Identification of C. elegans sensory ray genes using whole-genome expression profiling. Dev. Biol..

[46] Leacock SW, Reinke V (2008). MEG-1 and MEG-2 are embryo-specific P-granule components required for germline development in Caenorhabditis elegans. Genetics.

[47] Grant B, Hirsh D (1999). Receptor-mediated endocytosis in the Caenorhabditis elegans oocyte. Mol. Biol. Cell.

[48] Bardou P, Mariette J, Escudié F, Djemiel C, Klopp C (2014). Jvenn: An interactive Venn diagram viewer. BMC Bioinformatics.

[49] Emmons, S. W. Male development. *WormBook* 1–22 (2005) 10.1895/WORMBOOK.1.33.1.10.1895/wormbook.1.33.1PMC478160818050419

[50] Tennessen JM, Gardner HF, Volk ML, Rougvie AE (2006). Novel heterochronic functions of the Caenorhabditis elegans period-related protein LIN-42. Dev. Biol..

[51] Jeon M, Gardner HF, Miller EA, Deshler J, Rougvie AE (1999). Similarity of the C. elegans developmental timing protein LIN-42 to circadian rhythm proteins. Science.

[52] Pereira L (2019). Timing mechanism of sexually dimorphic nervous system differentiation. Elife.

[53] Angeles-Albores D, Raymond RY, Chan J, Sternberg PW (2016). Tissue enrichment analysis for C. elegans genomics. BMC Bioinformatics.

[54] Cousminer DL (2014). Genome-wide association study of sexual maturation in males and females highlights a role for body mass and menarche loci in male puberty. Hum. Mol. Genet..

[55] Reece-Hoyes JS (2011). Enhanced yeast one-hybrid assays for high-throughput gene-centered regulatory network mapping. Nat. Methods.

[56] Matson CK, Zarkower D (2012). Sex and the singular DM domain: Insights into sexual regulation, evolution and plasticity. Nat. Rev. Geneti..

[57] Gutierrez, A., Knoch, L., Witte, H. & Sommer, R. J. Functional specificity of the nematode Hox gene mab-5. *Development***130**, 983–993 (2003).10.1242/dev.0032012538523

[58] Meléndez A, Greenwald I (2000). Caenorhabditis elegans lin-13, a member of the LIN-35 Rb class of genes involved in vulval development, encodes a protein with zinc fingers and an LXCXE motif. Genetics.

[59] Ferguson EL, Horvitz HR (1985). Identification and characterization of 22 genes that affect the vulval cell lineages of the nematode Caenorhabditis elegans. Genetics.

[60] Casado-Navarro R, Serrano-Saiz E (2022). DMRT transcription factors in the control of nervous system sexual differentiation. Front. Neuroanat..

[61] Yi W, Ross JM, Zarkower D (2000). mab-3 is a direct tra-1 target gene regulating diverse aspects of C. elegans male sexual development and behavior. Development.

[62] Bayer EA (2020). Ubiquitin-dependent regulation of a conserved dmrt protein controls sexually dimorphic synaptic connectivity and behavior. Elife.

[63] Hobert O (2021). Homeobox genes and the specification of neuronal identity. Nat. Rev. Neurosci..

[64] Hobert O (2016). Terminal selectors of neuronal identity. Curr. Top. Dev. Biol..

[65] Hobert O, Kratsios P (2019). Neuronal identity control by terminal selectors in worms, flies, and chordates. Curr. Opin. Neurobiol..

[66] Reilly MB, Cros C, Varol E, Yemini E, Hobert O (2020). Unique homeobox codes delineate all the neuron classes of C. elegans. Nature.

[67] Kalis AK, Murphy MW, Zarkower D (2010). EGL-5/ABD-B plays an instructive role in male cell fate determination in the C. elegans somatic gonad. Dev. Biol..

[68] Johnson RW, Chamberlin HM (2008). Positive and negative regulatory inputs restrict pax-6/vab-3 transcription to sensory organ precursors in Caenorhabditis elegans. Mech. Dev..

[69] Yu H, Seah A, Sternberg PW (2010). Re-programming of C. elegans male epidermal precursor fates by Wnt, Hox, and LIN-12/Notch activities. Dev. Biol..

[70] Stoyanov CN (2003). Expression of the C. elegans labial orthologue ceh-13 during male tail morphogenesis. Dev. Biol..

[71] Nelson MD (2011). A bow-tie genetic architecture for morphogenesis suggested by a genome-wide RNAi screen in Caenorhabditis elegans. PLoS Genet..

[72] Satterlee JS (2001). Specification of thermosensory neuron fate in C. elegans requires ttx-1, a homolog of otd/Otx. Neuron.

[73] Hench J (2015). The Homeobox genes of Caenorhabditis elegans and insights into their spatio-temporal expression dynamics during Embryogenesis. PLoS One.

[74] Clark SG, Chiu C (2003). C. elegans ZAG-1, a Zn-finger-homeodomain protein, regulates axonal development and neuronal differentiation. Development.

[75] Miller-Fleming TW (2021). Transcriptional control of parallel-acting pathways that remove specific presynaptic proteins in remodeling neurons. J. Neurosci..

[76] Sluder AE, Mathews SW, Hough D, Yin VP, Maina CV (1999). The nuclear receptor superfamily has undergone extensive proliferation and diversification in nematodes. Genome Res.

[77] Hobert, O. The neuronal genome of Caenorhabditis elegans. *WormBook* 1–106 10.1895/WORMBOOK.1.161.1 (2013).10.1895/wormbook.1.161.1PMC478164624081909

[78] Kloepper TH, Kienle CN, Fasshauer D (2007). An elaborate classification of SNARE proteins sheds light on the conservation of the Eukaryotic Endomembrane System. Mol. Biol. Cell.

[79] Liu T, Kim K, Li C, Barr MM (2007). FMRFamide-like neuropeptides and mechanosensory touch receptor neurons regulate male sexual turning behavior in Caenorhabditis elegans. J. Neurosci..

[80] Lints R, Jia L, Kim K, Li C, Emmons SW (2004). Axial patterning of C. elegans male sensilla identities by selector genes. Dev. Biol..

[81] Reilly DK (2021). Distinct neuropeptide-receptor modules regulate a sex-specific behavioral response to a pheromone. Commun. Biol..

[82] Gadenne MJ (2022). Neuropeptide signalling shapes feeding and reproductive behaviours in male Caenorhabditis elegans. Life Sci. Alliance.

[83] Hilbert ZA, Kim DH (2018). PDF-1 neuropeptide signaling regulates sexually dimorphic gene expression in shared sensory neurons of C. elegans. Elife.

[84] Bertocchi I, Oberto A, Longo A, Palanza P, Eva C (2020). Conditional inactivation of Npy1r gene in mice induces sex-related differences of metabolic and behavioral functions. Horm. Behav..

[85] Karl T, Duffy L, Herzog H (2008). Behavioural profile of a new mouse model for NPY deficiency. Eur. J. Neurosci..

[86] Salzberg Y (2020). Synaptic protein degradation controls sexually dimorphic circuits through regulation of DCC/UNC-40. Curr. Biol..

[87] Davis P (2022). WormBase in 2022—data, processes, and tools for analyzing Caenorhabditis elegans. Genetics.

[88] Pulak R (2006). Techniques for analysis, sorting, and dispensing of C. elegans on the COPAS flow-sorting system. Methods Mol. Biol..

[89] Servello FA (2022). Neuronal temperature perception induces specific defenses that enable C. elegans to cope with the enhanced reactivity of hydrogen peroxide at high temperature. Elife.

[90] Tekieli T (2021). Visualizing the organization and differentiation of the male-specific nervous system of C. elegans. Development.

[91] Yemini E (2021). NeuroPAL: A multicolor atlas for whole-brain neuronal identification in C. elegans. Cell.

[92] Zarkower, D. Somatic sex determination. *WormBook* 1–12 (2006) 10.1895/WORMBOOK.1.84.1.10.1895/wormbook.1.84.1PMC478109118050479

[93] Mowrey WR, Bennett JR, Portman DS (2014). Distributed effects of biological sex define sex-typical motor behavior in Caenorhabditis elegans. J. Neurosci..

[94] Mehra A, Gaudet J, Heck L, Kuwabara PE, Spence AM (1999). Negative regulation of male development in Caenorhabditis elegans by a protein-protein interaction between TRA-2A and FEM-3. Genes Dev.

[95] Bayer EA, Sun H, Rafi I, Hobert O (2020). Temporal, spatial, sexual and environmental regulation of the master regulator of sexual differentiation in C. elegans. Curr. Biol..

[96] Godini R, Pocock R (2023). Characterization of the Doublesex/MAB-3 transcription factor DMD-9 in Caenorhabditis elegans. G3: Genes|Genomes|Genetics.

[97] Liska, D., Wolfe, Z. & Norris, A. VISTA: Visualizing the spatial Transcriptome of the C. elegans nervous system. *bioRxiv* 2023.04.28.538711. 10.1101/2023.04.28.538711 (2023).10.1093/bioadv/vbad127PMC1056009337810458

[98] Taylor SR (2021). Molecular topography of an entire nervous system. Cell.

[99] Li, C. & Kim, K. Neuropeptides. *WormBook* 1–36 10.1895/WORMBOOK.1.142.1 (2008).10.1895/wormbook.1.142.1PMC274923618819171

[100] Murphy, C. T. & Hu, P. J. Insulin/insulin-like growth factor signaling in C. elegans. *WormBook* 1–43 10.1895/WORMBOOK.1.164.1 (2013).10.1895/wormbook.1.164.1PMC478095224395814

[101] Ailion M, Thomas JH (2000). Dauer formation induced by high temperatures in Caenorhabditis elegans. Genetics.

[102] Artyukhin AB, Schroeder FC, Avery L (2013). Density dependence in Caenorhabditis larval starvation. Sci. Rep..

[103] Ebbing A (2018). Spatial Transcriptomics of C. elegans males and hermaphrodites identifies sex-specific differences in gene expression patterns. Dev. Cell.

[104] Boeck ME (2016). The time-resolved transcriptome of C. Elegans. Genome Res..

[105] Ziegenhain C (2017). Comparative analysis of single-cell RNA sequencing methods. Mol. Cell.

[106] Hill AA, Hunter CP, Tsung BT, Tucker-Kellogg G, Brown EL (2000). Genomic analysis of gene expression in C. elegans. Science.

[107] Djordjevic J, Dumas Z, Robinson-Rechavi M, Schwander T, Parker DJ (2022). Dynamics of sex-biased gene expression during development in the stick insect Timema californicum. Heredity.

[108] Wang W, Zhang X (2017). Identification of the sex-biased gene expression and putative sex-associated genes in Eucommia ulmoides Oliver using comparative transcriptome analyses. Molecules.

[109] Rugarn O, Hammar M, Theodorsson A, Theodorsson E, Stenfors C (1999). Sex differences in neuropeptide distribution in the rat brain. Peptides.

[110] Nahvi RJ, Sabban EL (2020). Sex differences in the Neuropeptide Y system and implications for stress related disorders. Biomolecules.

[111] Jin X, Pokala N, Bargmann CI (2016). Distinct circuits for the formation and retrieval of an imprinted olfactory memory. Cell.

[112] Erdélyi P (2011). Shared developmental roles and transcriptional control of autophagy and apoptosis in Caenorhabditis elegans. J. Cell Sci..

[113] Metzstein MM, Hengartner MO, Tsung N, Ellis RE, Horvitz HR (1996). Transcriptional regulator of programmed cell death encoded by Caenorhabditis elegans gene ces-2. Nature.

[114] Shepherd R, Cheung AS, Pang K, Saffery R, Novakovic B (2021). Sexual Dimorphism in innate immunity: The role of sex hormones and epigenetics. Front. Immunol..

[115] Roussel N, Sprenger J, Tappan SJ, Glaser JR (2014). Robust tracking and quantification of C. elegans body shape and locomotion through coiling, entanglement, and omega bends. Worm.

[116] Garcia LR, LeBoeuf B, Koo P (2007). Diversity in mating behavior of hermaphroditic and male-female Caenorhabditis nematodes. Genetics.

[117] Peden EM, Barr MM (2005). The KLP-6 kinesin is required for male mating behaviors and polycystin localization in Caenorhabditis elegans. Curr. Biol..

[118] Kohen R (2019). UTAP: User-friendly transcriptome analysis pipeline. BMC Bioinformatics.

[119] Didion JP, Martin M, Collins FS (2017). Atropos: specific, sensitive, and speedy trimming of sequencing reads. PeerJ.

[120] Dobin A (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[121] Anders S, Pyl PT, Huber W (2015). HTSeq-A Python framework to work with high-throughput sequencing data. Bioinformatics.

[122] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[123] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. J. Royal Stat. Soc.: Ser. B (Methodol.).

[124] Kim W, Underwood RS, Greenwald I, Shaye DD (2018). OrthoList 2: A new comparative genomic analysis of Human and Caenorhabditis elegans genes. Genetics.

[125] Schindelin, J. et al. Fiji: an open-source platform for biological-image analysis. *Nat. Methods***9**, 676–682 (2012).10.1038/nmeth.2019PMC385584422743772

[126] Paix A, Folkmann A, Rasoloson D, Seydoux G (2015). High efficiency, homology-directed genome editing in Caenorhabditis elegans using CRISPR-Cas9ribonucleoprotein complexes. Genetics.

[127] Zarkower, D. & Hodgkin, J. *Zinc Fingers in Sex Determination: Only One of the Two C.Elegans Tra-1 Proteins Binds DNA* in Vitro. *Nucleic Acids Research* 21 https://academic.oup.com/nar/article/21/16/3691/2386305 (1993).10.1093/nar/21.16.3691PMC3098678367286

[128] Cassata G, Kuhn F, Witmer A, Kirchhofer R, Bürglin TR (2000). A steep thermal gradient thermotaxis assay for the nematode Caenorhabditis elegans. Genesis.

[129] Davis TL, Meyer BJ (1997). SDC-3 coordinates the assembly of a dosage compensation complex on the nematode X chromosome. Development.

# Supplementary material for: Sex-specific developmental gene expression atlas unveils dimorphic gene networks in C. elegans
**Source:** Nat Commun. 2024 May 20;15:4273. doi: 10.1038/s41467-024-48369-z
**Supplement:** Supplementary file 1 — Supplementary Information

SUPPLEMENTARY INFORMATION

Sex-Specific Developmental Gene Expression Atlas Unveils Dimorphic Gene Networks in

C. elegans

This file includes nine supplementary figures.

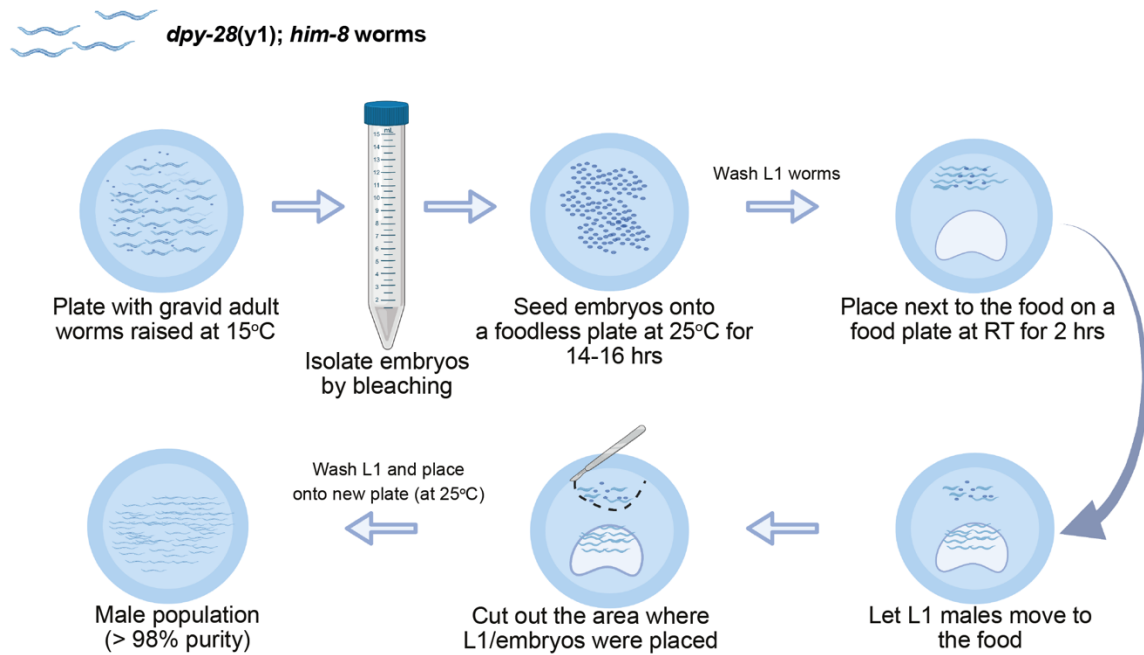

Supplementary Fig. 1. Protocol for large-scale male isolation in the early larval stage of *C.*

elegans. Created with [Biorender.com](https://biorender.com).

● *him-8(e1489)* males
● *dpy-28(y1); him-8(e1489)* males

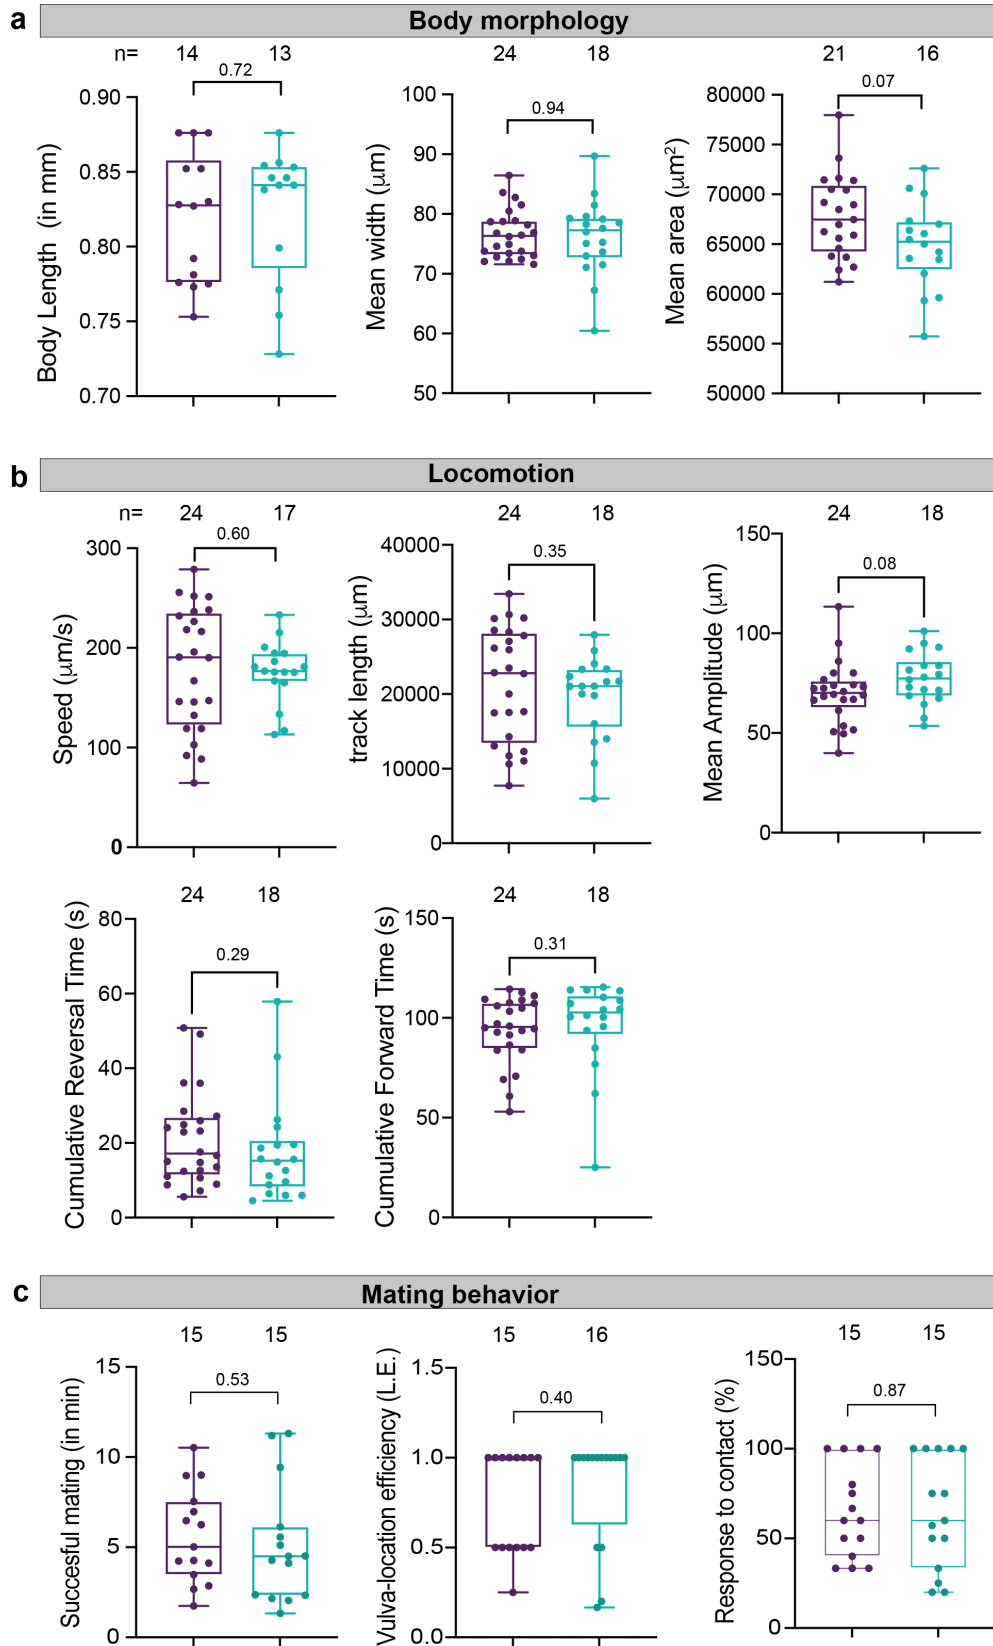

Supplementary Fig. 2. *dpy-28* males are identical to wild-type males. **a** Quantification of body morphology of *dpy-28(y1);him-8(e1489)* males and *him-8(e1489)* males. **b** Quantification of locomotion. **c** Quantification of mating behavior. In the box-and-whiskers graph, the center line in the box denotes the median, while the box contains the 25th to 75th percentiles of the dataset, whiskers define the minimum and maximum value with dots showing all points. We performed a two-sided Mann-Whitney test for all comparisons, ns- non-significant. The number of animals is indicated above each bar graph.

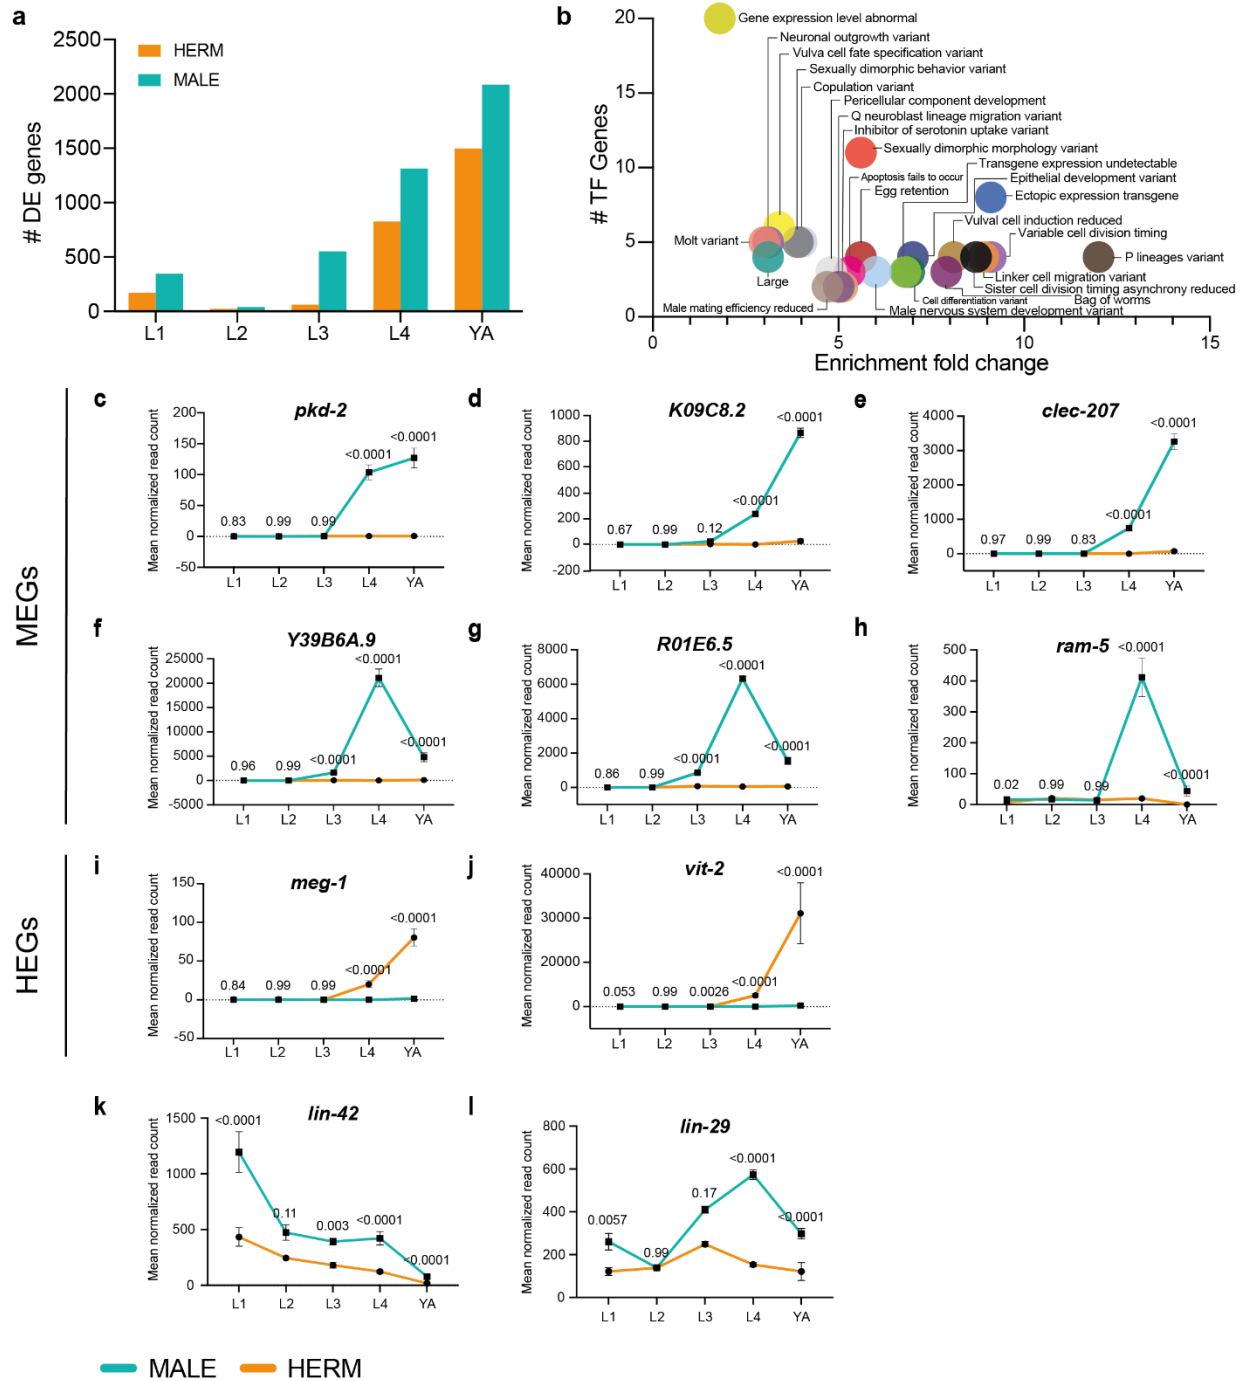

MEGs- Male enriched genes

HEGs- Hermaphrodite enriched genes

Supplementary Fig. 3. Expression of known sex-specific genes rises during or after sexual maturation. **a** Bar graph representing the number of differentially expressed genes across all the developmental stages in both sexes (cyan: males and orange: hermaphrodites). DEGs, differentially expressed genes. **b** Phenotype GO term enrichment analysis of differentially expressed transcriptional factors before sexual maturation (until L3). Each circle represents a GO term. The significance of the enrichment was analyzed using the q-value threshold of 0.1. TFs, transcription factors. **c-l** Normalized read counts of *pkd-2* (**c**), *K09C8.2* (**d**), *clec-207* (**e**), *Y39B6A.9* (**f**), *R01E6.5* (**g**), *ram-5* (**h**) *meg-1* (**i**) *vit-2* (**j**) *lin-42* (**k**) *lin-29* (**l**) across all the developmental stages in both the sexes (cyan: males and orange: hermaphrodites). **k-l** are two examples of TFs with a sexually dimorphic expression pattern early during development. n=4 biological repeats per sample for (c-l). Error bars are standard error of the mean (SEM). adjusted p-values were calculated by a two-sided Wald test for each comparison performed by DESeq2¹.

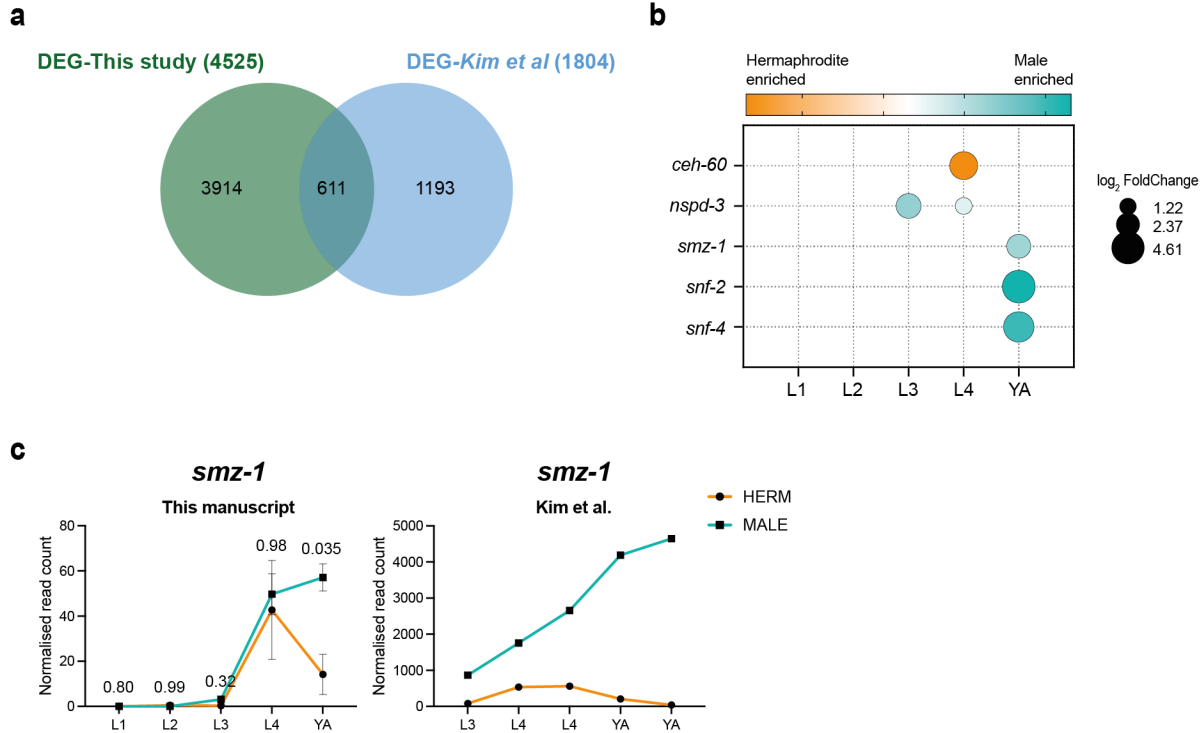

Supplementary Fig. 4. Data set comparison. **a** Venn diagram comparing differentially expressed genes in both sexes from this study with *kim et al*, 2016². DEGs, differentially expressed genes. **b** Bubble plot representation of *ceh-60*, *nspe-3*, *smz-1*, *snf-2*, and *snf-4* genes differentially expressed in any of the five developmental stages of the two sexes. Bubble size represents log₂ of fold change in expression of that gene (only genes that passed the filter $\text{padj} \leq 0.05$, $|\log_2 \text{fold change}| \geq 1$ and $\text{basemean} \geq 5$ are plotted), and bubble color represents enrichment in either sex (male enrichment in cyan, hermaphrodite enrichment in orange). Error bars are standard error of the mean (SEM). **c** Normalized expression values of *smz-1* across the experimental stages (late L3 to YA) in both sexes from this manuscript, $n=4$ biological repeats per sample and *kim et al.*, 2016 (cyan: males, orange: hermaphrodites). Adjusted p-values were calculated by a two-sided Wald test for each comparison performed by DESeq2¹.

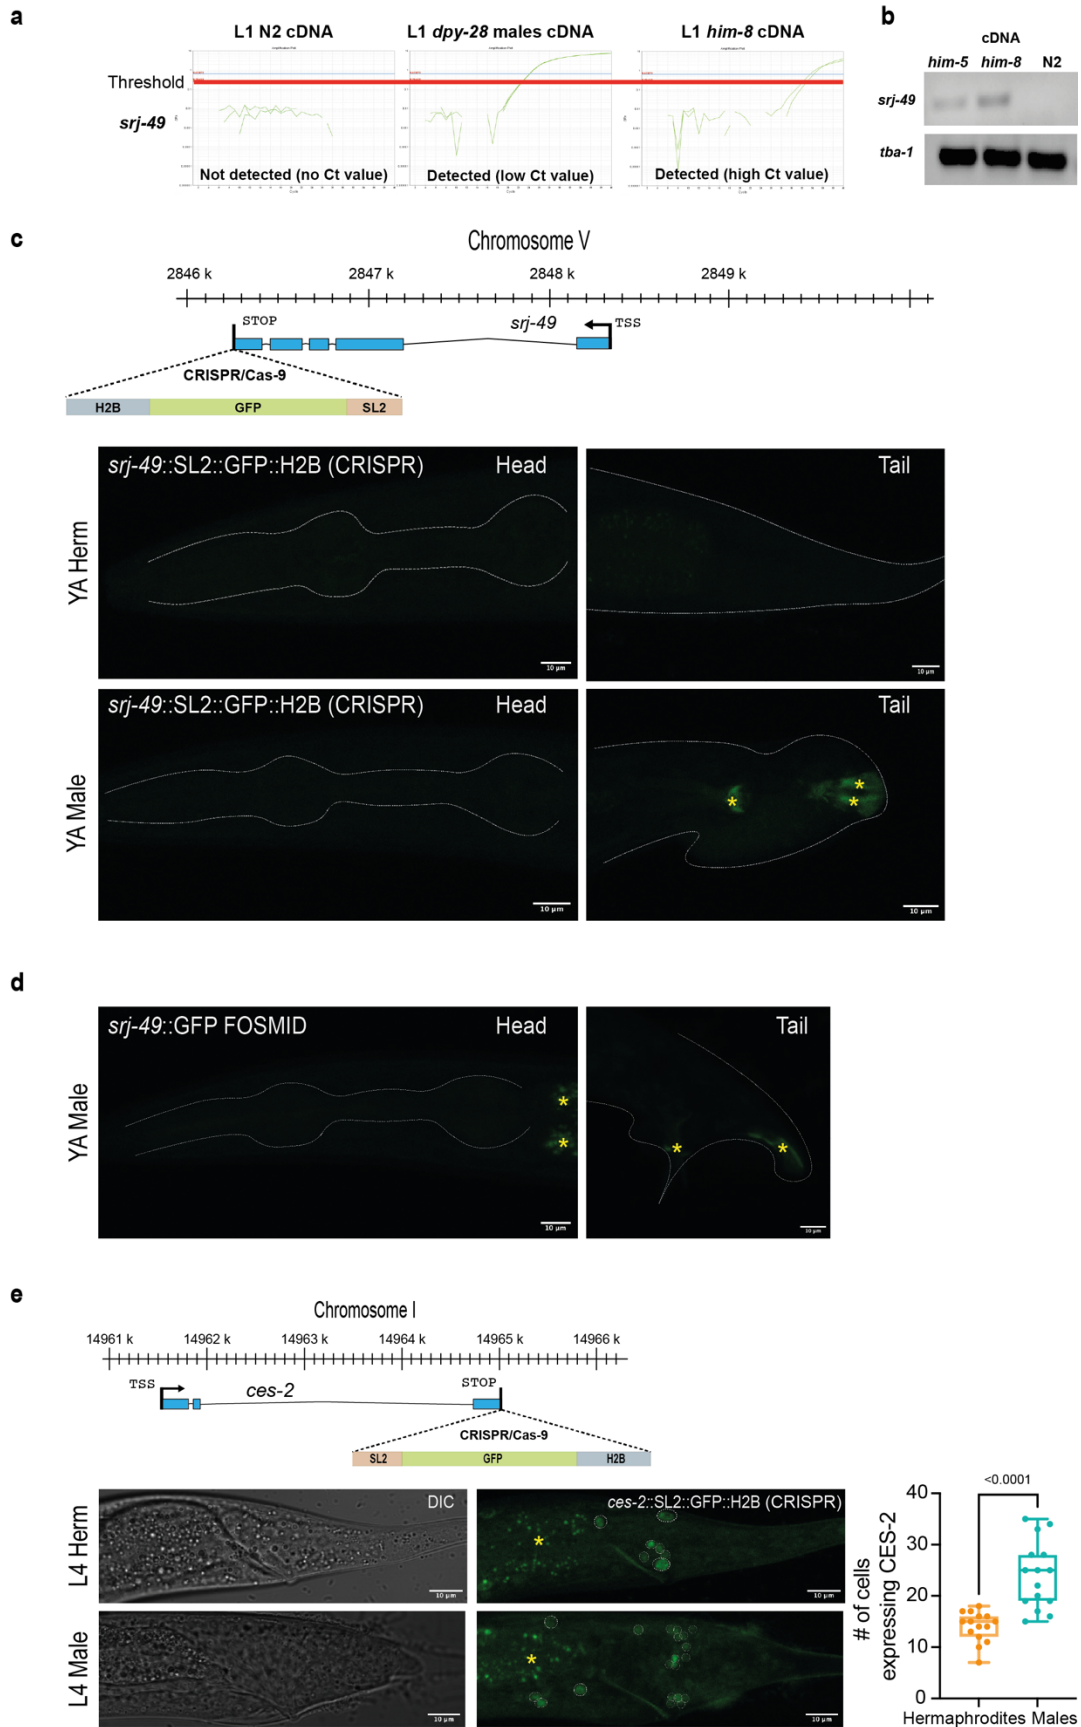

Supplementary Fig. 5. *srj-49* mRNA is detectable by RT-PCR only in strains containing high male ratios. **a** Real-time qPCR amplification curve of *srj-49* mRNA at L1 stage of male-enriched strains (*him-8* and *dpy-28(y1);him-8* males) and wild-type N2 hermaphrodites-containing control strain of *C. elegans*. Each line (green) represents a biological repeat. **b** DNA electrophoresis of PCR products amplified using *srj-49* and *tba-1* (tubulin) primers from cDNA isolated from mixed populations of *him-5*, *him-8*, and N2 plates. *srj-49* mRNA is only detected in strains containing male populations and not detected in wildtype N2, which typically contains only hermaphrodites. **c** Top, schematic of the CRISPR/Cas9 genome editing strategy used to engineer the *srj-49(syb4956)* CRISPR reporter. Bottom, representative confocal micrographs of head and tail of young adult hermaphrodite and head and tail male carrying the SRJ-49::GFP fosmid. The head pharynx and tail are outlined in a white dashed line. Autofluorescence is indicated by a yellow asterisk mark. Scale bars represent 10µm. **d** Representative confocal micrographs of the head and tail of a young adult male right carrying the *srj-49(syb4956)* reporter expression. The head pharynx and tail are outlined in a white dashed line. Autofluorescence is indicated by a yellow asterisk mark. Scale bars represent 10µm. **e** Top, schematic of the CRISPR/Cas9 genome editing strategy used to engineer the *ces-2(syb4992)* reporter expression. Bottom left, representative confocal micrographs of the expression pattern of *ces-2(syb4992[ces-2::SL2::GFP::H2B])* at the L4 stage in the tail of both sexes. Bottom right, quantification of the number of *ces-2(syb4992)* GFP-expressing cells, Bottom left. n=15 worms per group. The head pharynx and tail are outlined in a white dashed line. Autofluorescence is indicated by a yellow asterisk mark. Scale bars represent 10µm. In the box-and-whiskers graph, the center line in the box denotes the median, while the box contains the 25th to 75th percentiles of the dataset, whiskers define the minimum and maximum value with dots showing all points. We performed a two-sided Mann-Whitney test for each comparison.

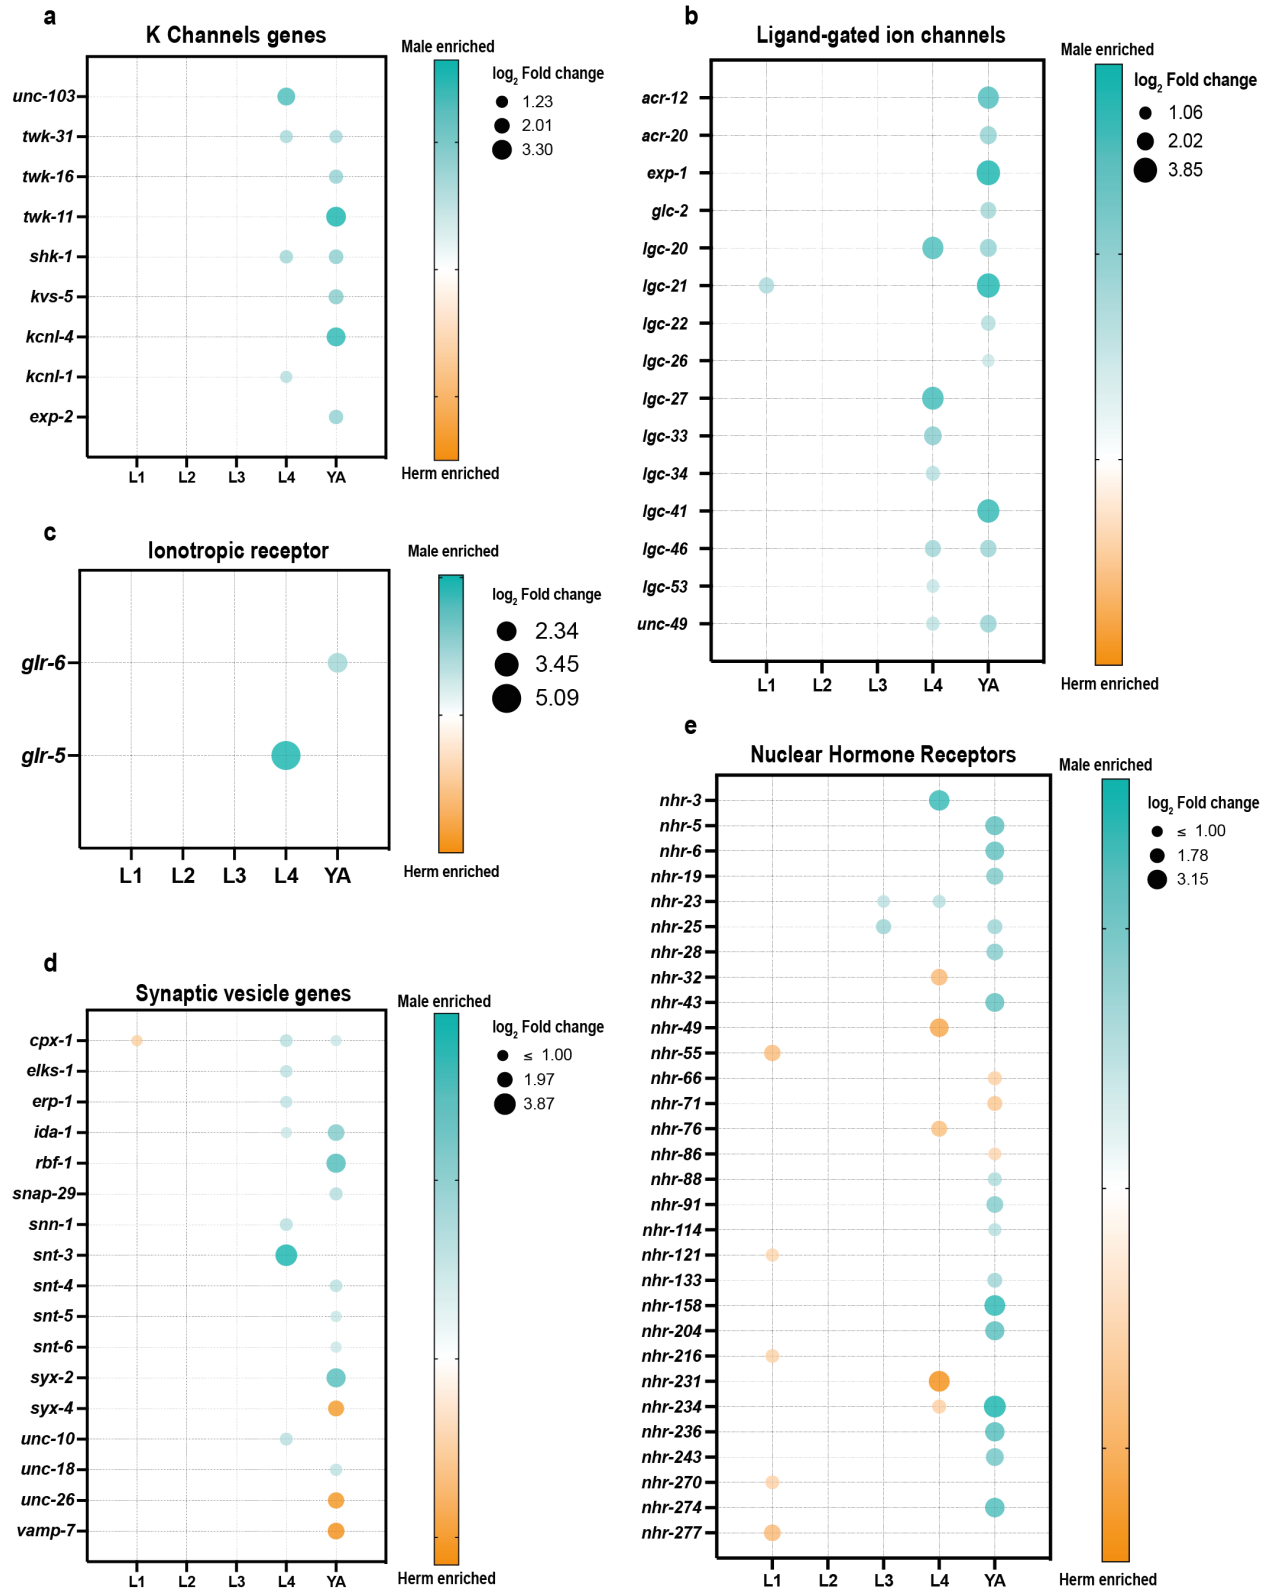

Supplementary Fig. 6. Neuronal gene families with sexually dimorphic regulation. a-e Bubble plot representation of K channel (a), Ligand-gated ion channels (b), Ionotropic receptors (c),

synaptic vesicle genes (**d**), and Nuclear hormone receptors (**e**) genes differentially expressed in any of the five developmental stages of the two sexes. Bubble size represents $\log_2$ of fold change in expression of that gene (only genes that passed the filter $\text{padj} \leq 0.05$, $|\log_2 \text{ fold change}| \geq 1$ and $\text{basemean} \geq 5$ are plotted), and bubble color represents enrichment in either sex (male enrichment in cyan, hermaphrodite enrichment in orange).

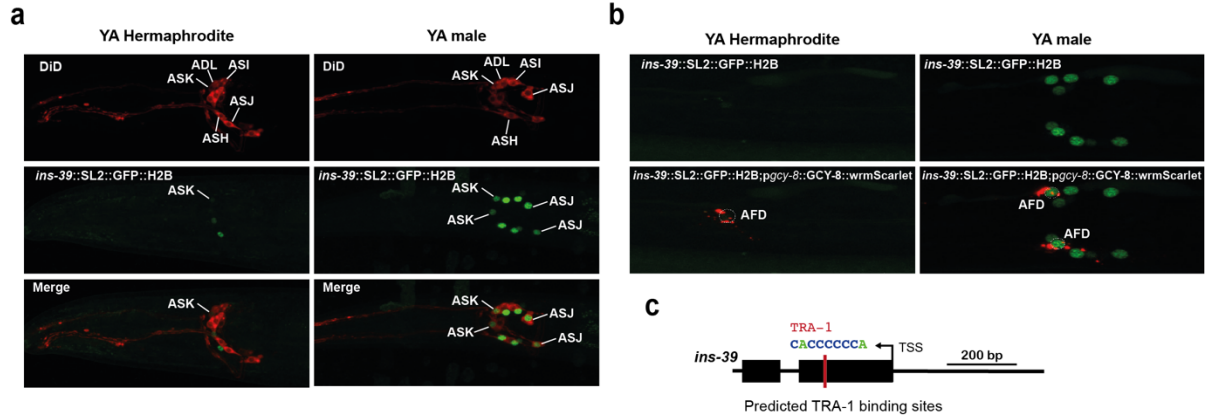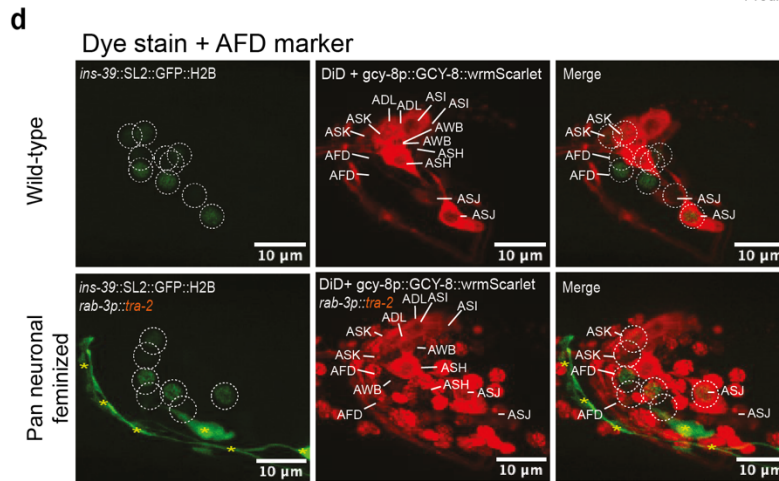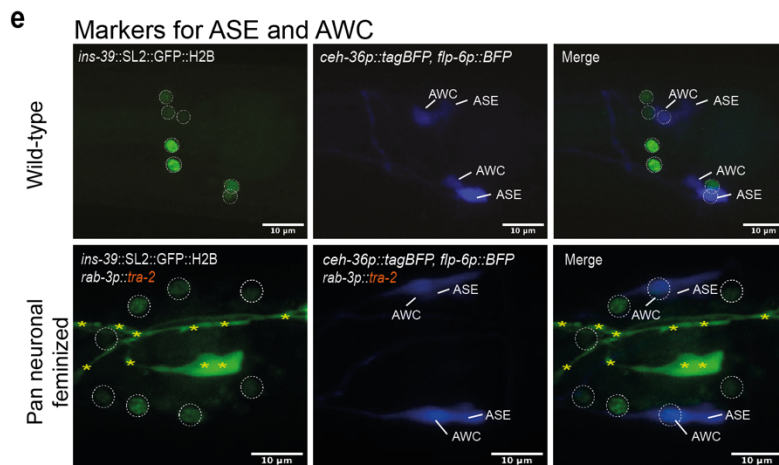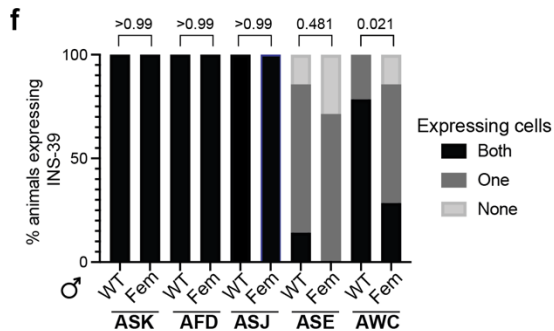

Supplementary Fig. 7. Pan-neuronal feminization affects INS-39 expression specifically in AWC, and to a lesser extent in ASE neurons. **a** Representative confocal micrographs of a young adult hermaphrodite and male expressing the *ins-39(syb4915)* reporter and co-stained with Vybrant lipophilic dye (DiD), enabling identification of sensory amphid neurons. Scale bars represent 10µm. **b** Representative confocal micrographs of a young adult hermaphrodite and male expressing the *ins-39(syb4915)* reporter with AFD marker. Scale bar 10µm. **c** Schematic representation of predicted TRA-1 transcription factor binding site on the exonic region of *ins-39*. The binding site was determined using RSAT matrix-scan search tool (see methods). **d** Representative confocal micrographs of the *ins-39(syb4915)* reporter expression in a wild-type male and pan-neuronally feminized male, expressing *rab-3p::tra-2(IC)* and co-stained with Vybrant lipophilic dye (DiD), enabling identification of sensory amphid neurons. Co-injection marker is indicated by a yellow asterisk mark. Scale bars represent 10µm. **e** Representative confocal micrographs of the *ins-39(syb4915)* reporter expression in a wild-type male and pan-neuronally feminized male, expressing *rab-3p::tra-2(IC)* with ASE and AWC (*ceh-36p::tagBFP; flp-6p::BFP*) markers enabling identification of sensory amphid neurons. Co-injection marker is indicated by a yellow asterisk mark. Scale bars represent 10µm. **f** Quantification of the % of animals expressing INS-39 in the relevant sensory neurons. For calculating statistics, worms were grouped into full expression (both neurons) and partial expression (0 or 1 neuron), and statistical analysis was calculated using a two-sided Fisher's exact test. n=14 for both groups.

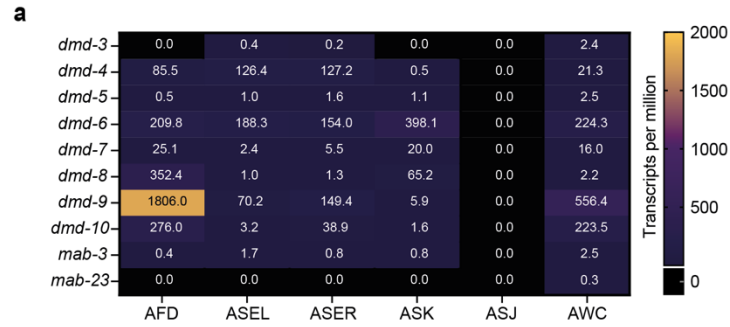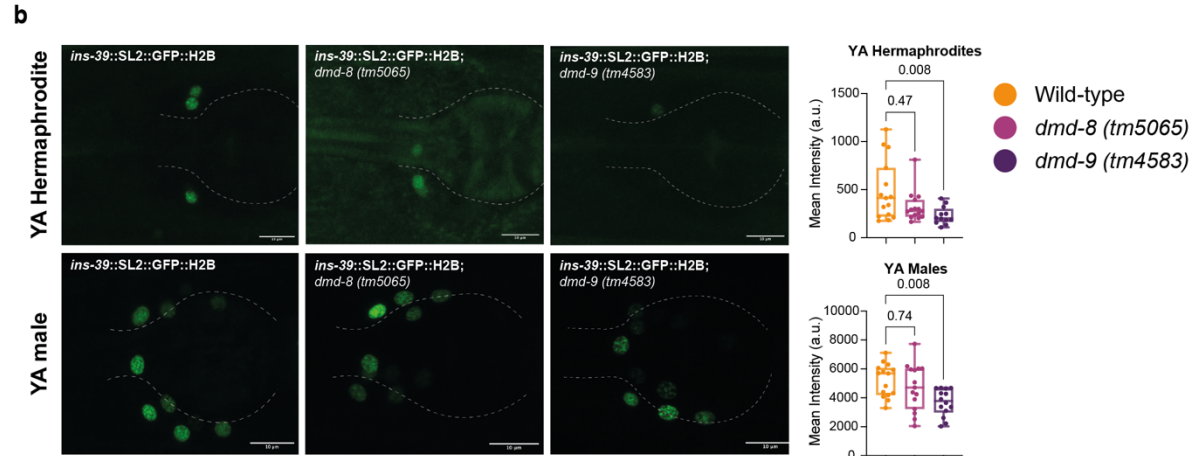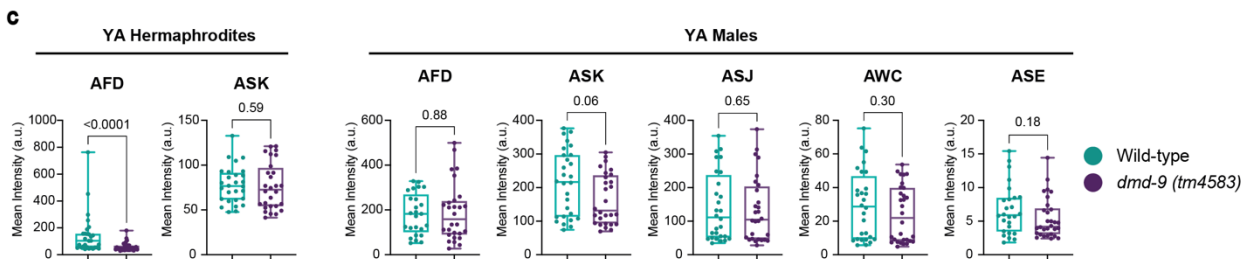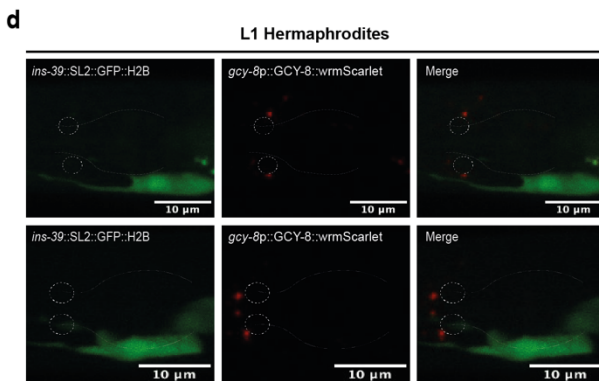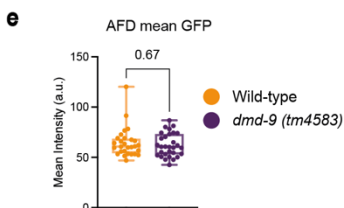

Supplementary Fig. 8. *dmd-9* regulates INS-39 expression in AFD neurons in hermaphrodites. **a** Heatmap of the gene expression pattern of all DMD genes in AFD, ASE, ASK, ASJ, and AWC neurons from previously published single-cell/bulk-sorted neuronal transcriptomic data sets for DMD genes expression that coincide with *ins-39* expression pattern³⁻⁵. **b** Representative confocal micrographs of a young adult hermaphrodite and male expressing the *ins-39(syb4915)* reporter in wild-type n =15, *dmd-8* mutant (*tm5065*) n =15, *dmd-9* mutant hermaphrodite (*tm4583*) n =12 worms and *dmd-9* mutant males (*tm4583*) n =14 worms. The right panel is the quantification of mean GFP intensity. The pharynx is outlined with a white dashed line. The images were grabbed using different confocal settings in hermaphrodites and males to capture the expression pattern. **c** Quantification of the INS-39 mean GFP intensity using the *ins-39(syb4915)* reporter expression in AFD n =15 wild-type hermaphrodites; n =15 *dmd-9* mutant (*tm4583*) hermaphrodites; n =13 wild-type males; n =14 *dmd-9* mutant (*tm4583*) males, ASK n =14 worms per group in both sexes and ASJ n =14 males per group, AWC n =15 males per group, and ASE n =15 males per group neurons in wild-type males and *dmd-9* mutant (*tm4583*) males. Neurons were identified by co-staining with Vybrant lipophilic dye (DiD) enabling identification of ASK and ASJ, *gcy-8p::GCY-8::wormScarlet* for AFD and *ceh-36p::tagBFP; flp-6p::BFP* for ASE and AWC. **d** Representative confocal micrographs of a L1 hermaphrodite expressing the *ins-39(syb4915)* reporter in AFD neurons in wild-type n =14 and *dmd-9* mutant (*tm4583*) n =15 worms. **e** Quantification of the INS-39 mean GFP intensity from (**d**). In the box-and-whiskers graph, the center line in the box denotes the median, while the box contains the 25th to 75th percentiles of the dataset, whiskers define the minimum and maximum value with dots showing all points. We performed a two-sided Kruskal-Wallis test for (**b**) and a two-sided Mann-Whitney test (**c**) for each comparison. Scale bars represent 10µm.

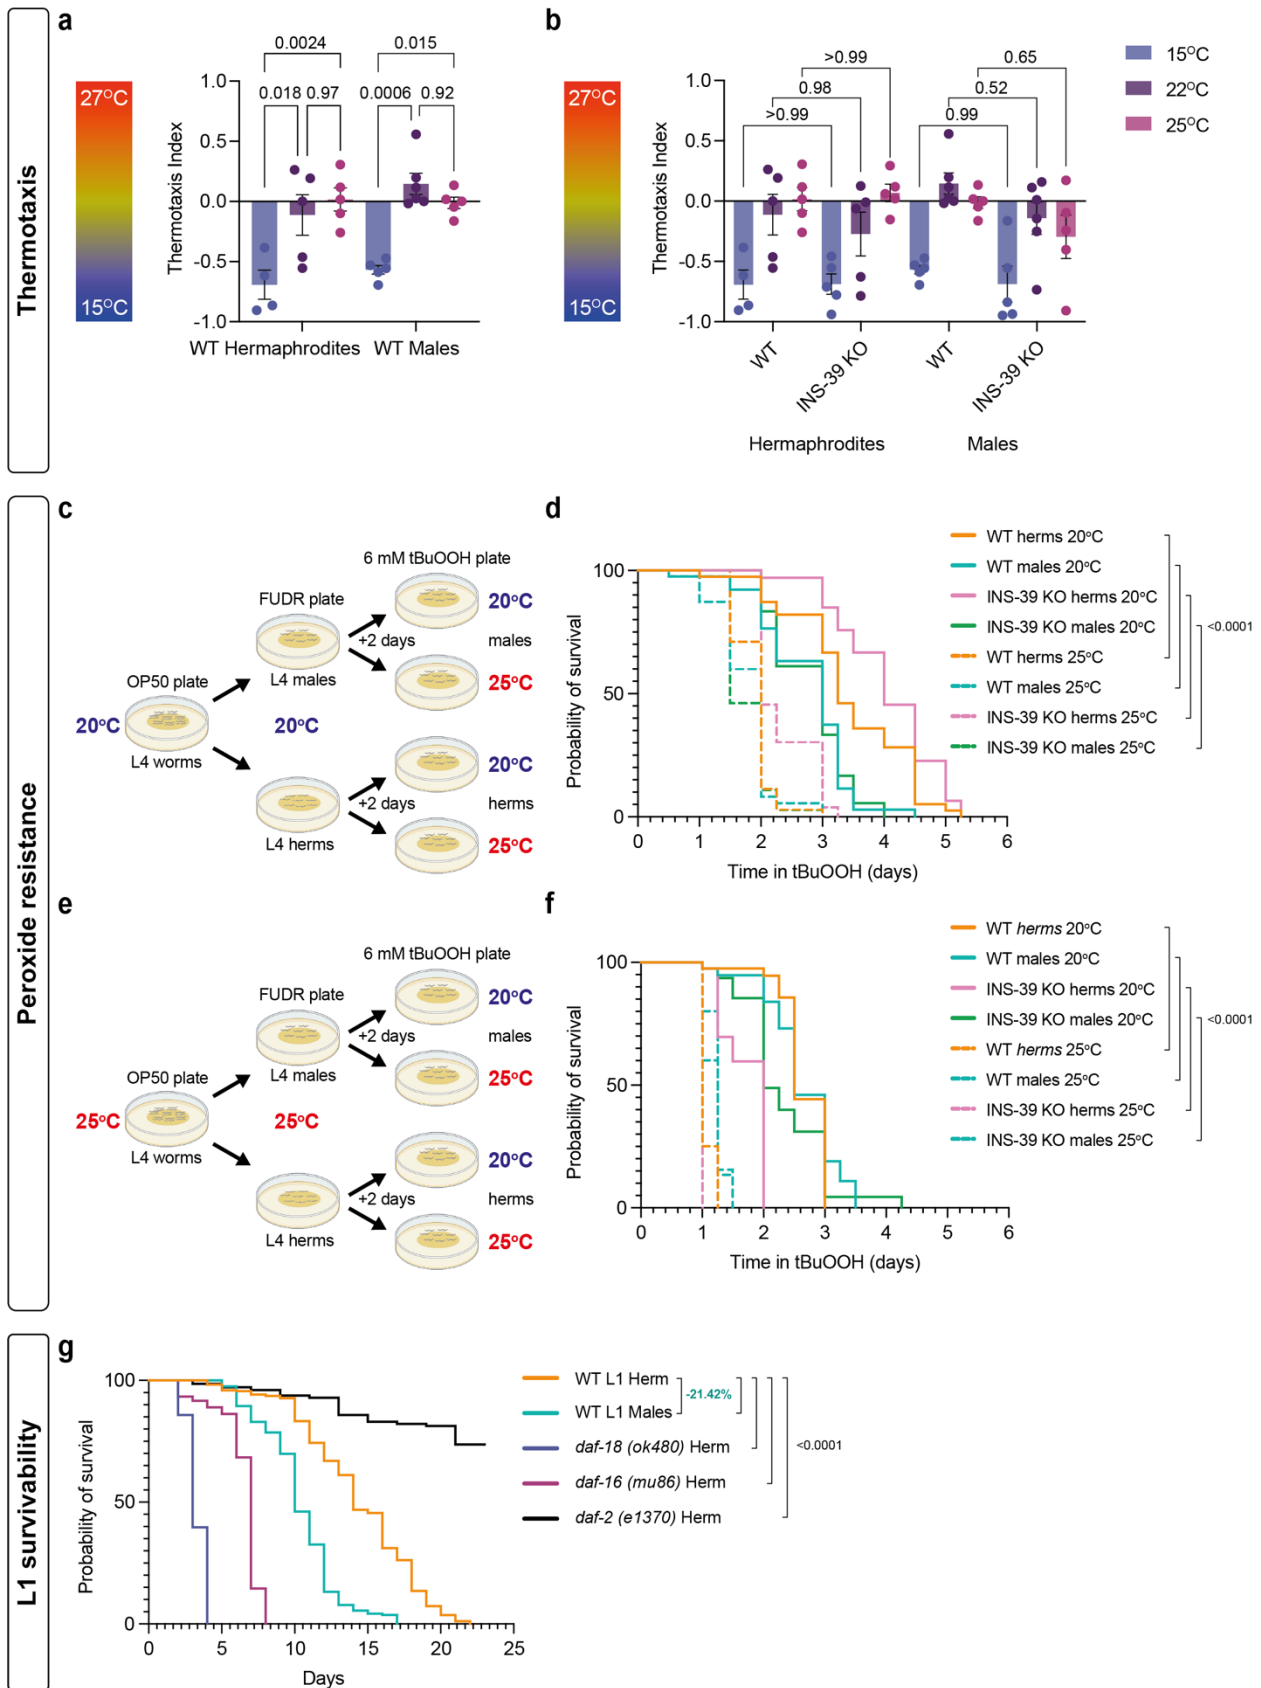

Supplementary Fig. 9. Functional characterization of the role of INS-39. **a** Quantification of the thermotaxis index in wild-type hermaphrodites and males habituated at 15°C, 22°C, and 25°C for 6 hours. Error bars are standard error of the mean (SEM). We performed a one-way ANOVA test for each comparison. **b** Quantification of the thermotaxis index in wildtype and *ins-39* KO (*ety9*) strain in hermaphrodites and males habituated at 15°C, 22°C and 25°C for 6 hours. Error bars are standard error of the mean (SEM). We performed a one-way ANOVA test for each comparison. For (a, b) n=4 biological repeats for wild-type hermaphrodites habituated at 15°C, n=5 biological repeats for wild-type hermaphrodites habituated at 22°C and 25°C, n= 5 biological repeats for *ins-39* KO (*ety9*) hermaphrodites habituated at 15°C, 22°C, and 25°C. n= 5 biological repeats for Wild-type males and *ins-39* KO (*ety9*) males habituated at 15°C and 25°C. n= 6 biological repeats for Wild-type males and *ins-39* KO (*ety9*) males habituated at 22°C. **c** Schematic of the survival assay on 6mM tBuOOH for (d). Created with [Biorender.com](https://biorender.com). **d** Cumulative survival graph on 6mM tBuOOH of wild-type and INS-39 KO hermaphrodites and males grown at 20°C and assayed 20°C or at 25°C. n =40 worms per group. **e** Schematic of the survival assay on 6mM tBuOOH for (e). Created with [Biorender.com](https://biorender.com). **f** Cumulative survival graph on 6mM tBuOOH of wild-type and *ins-39* KO (*ety9*) hermaphrodites and males grown at 25°C and assayed 20°C or at 25°C. n =40 worms per group. FUDR, 5-fluoro-2'-deoxyuridine. tBuOOH, tert-butyl hydroperoxide. **g** Cumulative L1 survival graph of wild-type hermaphrodites, wild-type males, *daf-18 (ok480)* hermaphrodites, *daf-16 (mu86)* hermaphrodites, *daf-2 (el370)* hermaphrodites. Graphs show the composite of three independent experiments. The n for each group in the final datasets was as follows: Wild-type L1 Herm n=2676, Wild-type L1 Male n=2241, *daf-18 (ok480)* Herm n=360, *daf-16 (mu86)* Herm n=515, *daf-2 (el370)* Herm n=1460. To assess and compare survival rates, the two-sided Kaplan-Meier method was employed. Statistical significance was determined using the Log-rank (Mantel-Cox) test in Prism (GraphPad).

Supplementary References

1. Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, (2014).
2. Kim, B., Suo, B. & Emmons, S. W. Gene Function Prediction Based on Developmental Transcriptomes of the Two Sexes in *C. elegans*. *Cell Rep* **17**, 917–928 (2016).
3. Godini, R. & Pocock, R. Characterization of the Doublesex/MAB-3 transcription factor DMD-9 in *Caenorhabditis elegans*. *G3: Genes|Genomes|Genetics* **13**, (2023).
4. Liska, D., Wolfe, Z. & Norris, A. VISTA: Visualizing the Spatial Transcriptome of the *C. elegans* Nervous System. *bioRxiv* 2023.04.28.538711 (2023) doi:10.1101/2023.04.28.538711.
5. Taylor, S. R. *et al.* Molecular topography of an entire nervous system. *Cell* **184**, 4329–4347.e23 (2021).

# Supplementary material for: Sex-specific developmental gene expression atlas unveils dimorphic gene networks in C. elegans
**Source:** Nat Commun. 2024 May 20;15:4273. doi: 10.1038/s41467-024-48369-z
**Supplement:** Supplementary file 3 — Description of additional supplementary files

Description of Additional Supplementary Files

Supplementary Data 1. Male percentages, raw read counts and RINe scores per sample.

Supplementary Data 2. Raw and normalized reads count of male and hermaphrodite genes per sample. Male-enriched and hermaphrodite-enriched genes with their human ortholog and their associated Online Mendelian Inheritance in Man (OMIM) human-disease phenotypes. p-values and adjusted p-values (corrected for multiple testing using the Benjamini and Hochberg method) were calculated by two-sided Wald test for each comparison performed by DESeq2.

Supplementary Data 3. Hermaphrodite and male enriched genes with stage-specific or stage-shared regulation.

Supplementary Data 4: Male-enriched and hermaphrodite-enriched genes comparing differentially expressed genes in both the sexes in this study from L3 to YA with *kim et al, 2016* male and hermaphrodite enriched genes. p-values and adjusted p-values (corrected for multiple testing using the Benjamini and Hochberg method) were calculated by two-sided Wald test for each comparison performed by DESeq2.

Supplementary Data 5. Male-enriched and hermaphrodite-enriched genes with their human ortholog and their associated Online Mendelian Inheritance in Man (OMIM) human-disease phenotypes in L1 and L2 developmental stage. p-values and adjusted p-values (corrected for multiple testing using the Benjamini and Hochberg method) were calculated by two-sided Wald test for each comparison performed by DESeq2.

Supplementary Data 6. Male-enriched and hermaphrodite-enriched transcriptional factor, homeodomain, GPCR, neuropeptide, DM domain, K-channel, ligand-gated ion channels, ionotropic receptor, synaptic vesicle genes and nuclear hormone receptors. p-values and adjusted p-values (corrected for multiple testing using the Benjamini and Hochberg method) were calculated by two-sided Wald test for each comparison performed by DESeq2.

Supplementary Data 7. Transcriptional factors binding site in 1000 bp upstream and 500 bp downstream of the transcription start site of *ins-39*. p-values were computed from the matrix, according to RSAT matrix-based programs using either a Bernoulli or a Markov-chain model.

Supplementary Data 8. List of strains, reagent and resource used in this study.

# Supplementary material for: Sex-specific developmental gene expression atlas unveils dimorphic gene networks in C. elegans
**Source:** Nat Commun. 2024 May 20;15:4273. doi: 10.1038/s41467-024-48369-z
**Supplement:** Supplementary file 12 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	WormLab®, NextSeq500, Zeiss LSM 880 confocal microscope , Zeiss stemi 508 mounted with Zeiss AxioCam ERc 5s , NanoDrop™ One/OneC Microvolume UV-Vis Spectrophotometer, StepOnePlus™ Real-Time PCR System, Qubit Fluorometer Model #4, Bioanalyzer, BIOSORTER® flow cytometer, 2200 TapeStation Nucleic Acid system
Data analysis	For MARSseq analysis UTAP pipeline was used (https://utap.wexac.weizmann.ac.il/), ImageJ/Fiji software, version 2.3.0/1.53q, Zen (Zeiss, v2.3), Wormlab (MBF Biosciences), Prism 9 (GraphPad) version (9.5.0), Illustrator V 25.0.1, Flow pilot III BioSorter profiler V 3.0.8.3 , FlowJo V 10.8.1.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The authors declare that all data generated or analyzed during this study are included in this published article (and its supplementary information files). The sequence data generated in this study have been deposited in NCBI database and are available under BioProject GSE237937 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE237937>). All raw data generated or analyzed in this study are included in the manuscript along with supplementary information files and Source Data file. Source data are provided with this paper. The RNA-seq datasets associated with this article are included in Supplementary Data 2. RNA-seq reads were and mapped to the *C. elegans* reference genome WBcel235 (https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000002985.6/)

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	N/A
Reporting on race, ethnicity, or other socially relevant groupings	N/A
Population characteristics	N/A
Recruitment	N/A
Ethics oversight	N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No sample size calculations were performed. The sample sizes in the study were chosen based on prior experience, reasonable replication, and standards in the field. Wherever possible, animal numbers were kept at 12-20 per sex/genotype. Sample size was not less than 10 animals per group. For our assays, the sample size that is desired for observing a phenotype is 12-15 animals per group. When genetic backgrounds are challenging for growth and maintenance, we used a sample size lower than 15 but not lower than 10.
Data exclusions	No data were excluded
Replication	Wild-type and untreated controls were done separately for each experiment and as such independently confirm the same findings and can be considered as replicates. For all experiments, mutant positive-phenotypes were repeated at least 3 times independently.
Randomization	Animals for each experiment were picked randomly from large population plates.
Blinding	The experimenter was not-blinded to the genotype or sex of the animals tested.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involvement in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involvement in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	C. elegans, N2 bristol strain, hermaphrodites and males of various developmental stages. All the strains used in this study are listed in the supplementary material file.
Wild animals	none
Reporting on sex	Sexual identity was considered and fully reported.
Field-collected samples	No field collected samples were used in the study
Ethics oversight	Ethical approval is not required for work with soil nematodes

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	N/A
Novel plant genotypes	N/A
Authentication	N/A

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	Sample used were whole C. elegans organism. C. elegans strains ins-39p::gfp or him-5 (control) were grown and maintained at 20°C. L1 synchronized nematode cultures were obtained by standard bleaching protocols.
Instrument	Worms sorting was performed on a BioSorter equipped with a 250 FOCA and S-basal as the sheath fluid.
Software	BIOSORTER FlowPilot™ software

Cell population abundance

NO cells were involved. L1-arrested *C. elegans* larvae were collected in 50 ml conical tubes and were resuspended in S-basal at a final density of about 2000 worms/ml.

Gating strategy

Worms were gated based on time of flight in the flow cytometer flow cell and extinction at 488 nm and then sub-gated based on time of flight vs. GFP intensity peak height at 512 nm. This has been clearly stated in the figure legend.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

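RNA of whole animals was profiled at 5 developmental stages in males of the strain dpy-28(y1);him-8(e1489) and in N2 hermaphrodites, with 4 biological repeats per stage and sex, 40 libraries in all. Sex and strain are the same split of the libraries, so no comparison between males and hermaphrodites can tell them apart. The authors' pipeline trimmed reads with cutadapt, aligned them with STAR 2.4.2a to WBcel235 and counted UMI-deduplicated reads per gene with HTSeq-count in union mode; the annotation release is not given in the sources used here. The deposited counts are whole-number UMI counts per gene and library, and every result starts from them. Beside them the deposited table holds counts normalized by the authors with DESeq2 (a signal scaled by size factors), values on a log2 scale after a variance-stabilizing transformation and after ComBat, and the authors' own mean counts, log2 fold changes, p-values and adjusted p-values; of these only the mean counts, fold changes and p-values were used, as the authors' deposited comparison.

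UMI counts per library ran from 1724365 to 14129759 (median 5616412). Depth sets the smallest detectable level: a gene with no count in a group was given a floor of 3 counts over the 4 libraries of that group, and ratios with 1 to 3 counts carry an interval for counting error only. The copy of the paper's Supplementary Data 2 that was read holds the first 1997 of its rows, 1566 of them in the deposited table, and no set test was run on it; its counts were equal to the deposited counts in 26924 pairs of gene and library, higher in 35716 and lower in none. Coordinates are from the Ensembl annotation of WBcel235, in which 11672 of 11933 genes were placed by symbol or sequence name.

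Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and, as an alternative, DESeq2 1.42.0; tables were made with Python 3.11.15 and pandas 2.3.3. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 8110 genes. One quasi-likelihood model with 10 group means was fitted to all 40 libraries with TMM scaling (common dispersion 0.0901, prior degrees of freedom 8.27), and sex was tested within each stage. Stage was tested within each sex by an F test over the 5 stages, and a change of the sex difference with stage by an F test of the interaction. The thresholds of the paper were used for a call. Principal components and correlations used log2 CPM with a prior count of 2.

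Genes named in the text are those the paper names from these data, whose values in the paper's tables had been seen; per stage and direction the 10 called genes with the largest absolute log2 fold change among those whose male and hermaphrodite libraries do not overlap; and from each gene list up to 4 called members with the smallest p, or with no call the 2 members with the highest mean count. The 38 lists, tested with camera, are DM domain genes, homeobox genes, nuclear hormone receptors, insulin-like peptides, FMRFamide-like peptides, neuropeptide-like proteins, chemoreceptor GPCRs, potassium channels, ligand-gated ion channels, ionotropic glutamate receptors, pan-neuronal and synaptic genes, male-specific sensory neuron genes, male tail genes, major sperm proteins, sperm genes other than MSPs, oocyte and eggshell genes, germline genes of both sexes, vitellogenins, vulva and uterus genes, cuticle collagens, molting genes, hedgehog-related genes, heterochronic genes, sex determination genes, dosage compensation complex, body wall muscle genes, pharyngeal muscle genes, intestine genes, ribosomal proteins, fatty acid oxidation, fatty acid synthesis, propionate breakdown, glycolysis, respiratory chain, DNA replication and cell cycle, heat shock genes, DAF-16 targets and C-type lectins. X-linked genes were tested as a further set. The thresholds, lists, named-gene rule and the alternatives were set before the data were examined, apart from 3 alternatives added afterwards: a DESeq2 model with the replicate number, leaving out the YA hermaphrodite libraries of repeats 1 and 4, and leaving out the L1 libraries of repeat 1.

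Repeats of males and hermaphrodites carry the same numbers, and it was checked whether same-numbered libraries deviate together from their group means. All 4 pairs had a correlation over 0.1 only at L1 (0.587, 0.136, 0.371 and 0.273 for repeats 1 to 4). Repeat 2 of L1 correlated higher with another number, at 0.348. By the limit of 0.1 the numbers were taken to pair the libraries at L1 alone. There a replicate block within stage gave 215 male-enriched and 196 hermaphrodite-enriched genes. The scripts were tested on simulated counts over 7783 genes with 100 genes changed 3-fold and 100 changed 8-fold in each comparison: of the first, 76 to 83% were recovered over the 5 comparisons, of the others 95 to 99%, none in the wrong direction, with 3 to 5 unchanged genes called. The simulated genes were drawn independently, from the same stage profile in both sexes, with as many raised as lowered. The simulation thus held no structure among the libraries of a group and no net shift between the sexes. It cannot show the errors that these would cause in the real libraries. Alternatives were DESeq2 size factors, no low-count filter, the DESeq2 Wald test, other minimum mean counts, a test against the minimum fold change (glmTreat), each stage fitted alone, replicate blocks, counts thinned to the smallest library, camera with an estimated correlation, other settings of the principal components and leaving out each library in turn. The reporter, behavioural and quantitative PCR experiments of the paper were not analysed here.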

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

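The tests of male animals among the YA hermaphrodites and of the bodies of males as the only source of sperm transcripts, of more body wall muscle and of an allele or transgene behind unc-54, the other splits for gene lists with an estimated correlation, and the counts without the YA hermaphrodite libraries of repeats 1 and 4, were chosen only after the results were seen. The test of the TMM reference library was set when other scalings of the L4 split had already been seen.

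YA hermaphrodite repeats 1 and 4 held transcripts that YA males express and the other YA hermaphrodites hardly do. Of 25 male-only genes, 100, 28.0, 20.0 and 100% were detected in repeats 1 to 4, at a median of 7.829% and 7.186% of the male level in repeats 1 and 4, values that the paper does not report, and all being detected is consistent with a share of male animals in both. Major sperm protein transcripts stood at 33.8, 3.64, 4.83 and 32.8% of the male level, at least 4.31 times the male-only share, between the bounds set for and against male animals, and at least 1.71 times the highest share of any male-only gene in repeats 1 and 4, which argues against the bodies of male animals as their only source and leaves open sperm held by the hermaphrodites, their own or from mating. Genes typical of L4 hermaphrodites had medians of 8.97, 3.14, 1.86 and 12.2% of their L4 level, at least 2.86 times higher in repeats 1 and 4, so younger hermaphrodites may account for part of it. The paper's Supplementary Data 1 lists 0% males in each of the 4 YA hermaphrodite libraries, which goes against male animals and was not measured from these counts; without both libraries YA had 2326 male-enriched and 1782 hermaphrodite-enriched genes.

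unc-54 was higher in males at every stage, by a log2 fold change of 3.16 at L3, the lowest of the 5 stages, to 5.79 at L4. Its gap to the median of 17 body wall muscle genes was smallest at YA, at 3.16 on the log2 scale, which argues against more muscle in males as the whole cause. Counts summed over the myosin heavy chain genes were 17.18 times higher in L1 males, which argues against reads exchanged among them. An allele or transgene of the male strain that carries the 3′ end of unc-54 could give a log2 fold change of 3.16 or more as well as a sex difference could, and cannot be told apart from sex because every male library is of that strain.

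At L4 the male share of calls was 49.4%. Over the 40 libraries that can serve as the TMM reference it ran from 33.4 to 63.5%, a span of 30.1 points, and was over 50% with 29 of them, so the choice of reference may decide which sex has more. Leaving the 81 most abundant genes out of the scaling gave 56.7%, a move of 7.3 points, which does not settle whether a few abundant genes set it. A true excess of male-enriched genes at L4 stays open and was not tested otherwise.

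Of 256 groups of 4 libraries, 16 had 1 library far from the rest, with its gap to the nearest over the range of the group above Dixon's 95% critical value for 4 values; chance gives about 1 in 20 such groups. The ratio was 0.971 for the effective library size in the L2 hermaphrodites, 0.876 for the score on principal component 1 in the L1 males, 0.873 for the score on principal component 1 in the YA males, 0.889 for the score on principal component 2 in the L1 males and 0.845 for the score on principal component 3 in the L1 males. For normalized counts of genes it was 0.852 for Y39B6A.9 in the YA males, 0.880 for Y76B12C.9 in the L1 hermaphrodites, 0.831 for asp-5 in the L1 hermaphrodites, 0.880 for asp-5 in the L3 males, 0.941 for egl-5 in the L4 males, 0.895 for fem-3 in the L4 males, 0.845 for lin-29 in the L4 hermaphrodites, 0.922 for lin-42 in the L1 males, 0.915 for nob-1 in the YA males, 0.863 for unc-54 in the L1 males and 0.840 for zfh-2 in the L3 hermaphrodites.

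The sex difference of 4306 genes changed with stage by the interaction test, and 237 genes were called in opposite directions at different stages. cpt-3, for one, was higher in hermaphrodites at L1 (-2.76 ± 0.33) and in males at L4 (4.71 ± 0.52).

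Other splits of the 8 libraries of each stage into 4 and 4 (35 in all, the real one included) were set against the real one. A rank of 1 in 35 is the smallest share that these splits allow. The shares were not adjusted over stages or kinds of result. For the genes called, the real value was 505 genes at L1 against at most 320 in the others. It was 56 genes at L2 against at most 0 and 693 genes at L3 against at most 2. It was 2266 genes at L4 against at most 243 and 3574 genes at YA against at most 1454. The real split was thus 1 of 35 in each case. That share is under 0.05, and is read so at L2, L3, L4 and YA, where no pairs were assumed. The highest other splits at L1 (male repeat 1 with hermaphrodite repeats 1, 2 and 3) and YA (male repeats 1, 2 and 4 with hermaphrodite repeat 1) keep 3 of 4 libraries of each sex together. Of the 18 splits of each stage with 2 libraries of each sex on a side, none called more than 1 gene at L1 and all called 0 with edgeR at L2 and L3. At L4, 1 called 75 genes (male repeats 1 and 4 with hermaphrodite repeats 3 and 4) and the other 17 called 0 with edgeR. At YA the 6 that set hermaphrodite repeats 1 and 4 apart from 2 and 3 called 972 to 1166 genes and the other 12 called 0 with edgeR, which points to a structure among the YA hermaphrodites. At L1 the numbers were taken to pair the libraries, and the 8 splits that part all 4 pairs, the real one included, are too few for a share under 0.05. Of the 7 other splits of L1 that part all 4 pairs, as the real one does, 1 called 164 genes (male repeat 1 with hermaphrodite repeats 2, 3 and 4) and the other 6 called 0 with edgeR. For gene lists called with camera, 18 at L1 stood against at most 15 (1 of 35) and 10 at L2 against at most 7 (1 of 35). At L3, 8 stood against at most 9 (4 of 35), at L4 18 against at most 19 (5 of 35) and at YA 15 against at most 18 (7 of 35). With the preset correlation the share was therefore under 0.05 at L2 and not at L3, L4 and YA. With an estimated correlation, 6 at L1 stood against at most 2, 4 at L2 against at most 1 and 3 at L3 against at most 2. At L4, 5 stood against at most 0 and at YA 3 against at most 1 (1 of 35 in each case). The share was under 0.05 at L2, L3, L4 and YA, before any adjustment. Among the splits of L1 that part all 4 pairs, again too few, the highest other held 11 lists, or 2 with an estimated correlation. In 100 drawn splits, the real one included, none of the others reached the real result for genes dimorphic at any stage (4793, highest other 3413), genes enriched at all stages in males (9, highest other 0) or hermaphrodites (3, highest other 0), the interaction (4306, highest other 2314) and stage in males (6162, highest other 1960) or hermaphrodites (7337, highest other 3760), so that the real one was 1 of 100 in each case. Sex labels were exchanged in each stage on its own. A gene called the same way at all 5 stages was thus hardly possible in a drawn split, and the draws cannot decide on the genes enriched at all stages.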

How the results depend on the processing

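The tests with a DESeq2 model that holds the replicate number, without the YA hermaphrodite libraries of repeats 1 and 4 and without the L1 libraries of repeat 1 were chosen only after the results were seen. Among counts of genes, DESeq2 size factors and the DESeq2 Wald test left every count of genes they were run for within 1.5 times its value under TMM in edgeR. When tested against the minimum fold change with glmTreat, 18 male-enriched and 9 hermaphrodite-enriched genes passed at L1, 15 and 6 at L2, 326 and 17 at L3, 402 and 416 at L4, 1110 hermaphrodite-enriched genes at YA, 2799 at any stage and 1 hermaphrodite-enriched gene at all stages; this test asks more of each gene by construction. With each stage fitted alone there were 123 male-enriched and 101 hermaphrodite-enriched genes at L1, 34 hermaphrodite-enriched genes at L2 and 1 hermaphrodite-enriched gene at all stages. With no low-count filter, hermaphrodite-enriched genes numbered 142 at L1 and 1163 at YA. With counts thinned to the smallest library, which removes counts by construction, there were 107 hermaphrodite-enriched genes at L1, 387 male-enriched and 43 hermaphrodite-enriched genes at L3, 746 hermaphrodite-enriched genes at L4 and 1 at all stages. The DESeq2 Wald test with a replicate block gave 151 hermaphrodite-enriched genes at L1, and without the YA hermaphrodite libraries of repeats 1 and 4 there were 28 hermaphrodite-enriched genes at L2. Apart from glmTreat and thinning, the cause was not tested. Leaving out 1 library at a time gave 157 to 302 male-enriched genes at L1 (157 without L1 hermaphrodite repeat 2, 173 without L1 male repeat 3) and 163 to 304 hermaphrodite-enriched genes at L1, and 4585 to 4944 genes at any stage. Each named gene and stage was set against the main fit under each of these fits. In 5864 of these comparisons it kept its side of the threshold, those not called in either fit included. In 216 a call was lost, in 15 a call was gained and in 1 it turned. With thinned counts the calls of ces-2 and str-222 at all 5 stages and of pkd-2 at L4 and YA ended because their mean counts over the 40 libraries fell below the minimum of 5, to 3.70, 3.81 and 3.98, while their adjusted p stayed under 0.05.

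Gene lists called with camera numbered 6, 4, 3, 5 and 3 at L1 to YA with an estimated correlation, against 18, 10, 8, 18 and 15 with the preset one. Those that held lay toward males for chemoreceptor GPCRs, hedgehog-related genes and molting genes at L1, chemoreceptor GPCRs and DNA replication at L2, sperm genes other than MSPs at L3, and male tail genes and male-specific sensory neuron genes at L4. For chemoreceptor GPCRs at L1 this was no shift of the whole list. Of 10 tested members 2 were called, both higher in males, and the median log2 fold change was -0.225. They lay toward hermaphrodites for fatty acid oxidation, nuclear hormone receptors and the respiratory chain at L1, fatty acid oxidation and propionate breakdown at L2, fatty acid oxidation and the respiratory chain at L3, and DNA replication, oocyte and eggshell genes and vitellogenins at L4 and YA. With no low-count filter the list chemoreceptor GPCRs at L1 turned toward hermaphrodites (adjusted p = 0.792, range over its alternatives 1.64e-04 to 0.792); the cause was not tested. X-linked genes at YA had an adjusted p of 0.0402 with a replicate block within stage (range over its alternatives 0.0402 to 0.365). mtl-1 at YA went from a log2 fold change of -2.24 to 3.61 without YA hermaphrodite repeats 1 and 4 and to 0.82 without repeat 4 alone, and over all fits that leave out 1 library it ran from -2.63 to 0.82; the cause was not tested. With the 500 genes of largest variance PC1 held 80.6% and PC3 4.3% of the variance.

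With a replicate block within stage there were 215 male-enriched and 196 hermaphrodite-enriched genes at L1. L1 was the only stage at which the numbers were taken to pair the libraries. Among the named genes at L1, this block ended the calls of M117.4 at L1 (-3.78), cbd-1 at L1 (1.12), clec-242 at L1 (2.03), lgc-21 at L1 (1.64) and vit-2 at L1 (-1.93), of flp-14, flp-32 and nlp-13, and of the list ribosomal proteins at L1 (adjusted p = 0.0977 from camera), and of no other named gene or list at L1. At L2 to YA the numbers were not taken to pair the libraries, though the authors' deposited fold changes followed a model with the replicate number at every stage. There the block gave 33 and 16 at L2, 561 and 58 at L3, 1094 and 1042 at L4 and 1912 and 1567 at YA. At no stage did every library correlate best with its own number.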

Differences from the paper's values

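Log2 fold changes, males minus hermaphrodites, are compared with the paper's supplementary values. An alternative counts as closing a gap when its value lies within 1 standard error of the paper's. That error is the one of the TMM fit in edgeR for the gene and stage, whatever the alternative. The copy of Supplementary Data 2 that was read holds higher counts than the deposited table for part of its genes (sums over the shared genes 1.33 to 2.70 times as high per library), so the paper's values and those here need not rest on the same counts. The fold changes of the authors' deposited table differed from a DESeq2 model of group and replicate number on the deposited counts, a setting chosen after they were seen, by a median of at most 3.42e-06. The alternatives named were set before the data were examined, apart from those said to be chosen later. Under every alternative run for all libraries, values stayed outside the error of the paper's for ces-2 at L1 (5.47 against the paper's 7.007), ces-2 at L4 (5.74 against the paper's 6.813), egl-5 at YA (2.29 against the paper's 3.443), srj-49 at L1 (7.33 against the paper's 8.516) and ins-39 at L1 (6.34 against the paper's 7.029). mab-3 at L1 (2.67 against the paper's 3.126) came within that error with no low-count filter, with the DESeq2 Wald test, with counts thinned to the smallest library and with each stage fitted alone, and under no other alternative run for all libraries. Within that error with the DESeq2 Wald test, and under no other such alternative, were ces-2 at L3 (5.90 against the paper's 6.561) and str-222 at L1 (7.36 against the paper's 8.449). The gap closed with DESeq2 size factors and with the DESeq2 Wald test, and under no other such alternative, for egl-5 at L4 (2.92 against the paper's 3.505). lin-29 at L4 (1.50 against the paper's 1.899) came within that error with DESeq2 size factors, with the DESeq2 Wald test and with counts thinned to the smallest library, and under no other alternative run for all libraries. Within that error with no low-count filter, and under no other such alternative, were mab-3 at YA (4.14 against the paper's 4.762), vab-3 at YA (1.71 against the paper's 2.631) and srr-1 at YA (3.41 against the paper's 4.263). The gap closed with DESeq2 size factors, with no low-count filter and with the DESeq2 Wald test, and under no other such alternative, for nob-1 at YA (1.65 against the paper's 2.121). srj-49 at YA (5.51 against the paper's 6.032) came within that error with DESeq2 size factors, with no low-count filter, with the DESeq2 Wald test and with a replicate block within stage, and under no other alternative run for all libraries. Within that error with the DESeq2 Wald test and with each stage fitted alone, and under no other such alternative, was str-222 at YA (8.32 against the paper's 7.429). The gap closed with counts thinned to the smallest library, and under no other such alternative, for ins-39 at L2 (5.28 against the paper's 4.939). glr-5 at L4 (3.91 against the paper's 5.094) came within that error with DESeq2 size factors, with the DESeq2 Wald test and with a replicate block within stage, and under no other alternative run for all libraries. Leaving out 1 library brought ces-2 at L1 (without hermaphrodite repeat 1), ces-2 at L3 (without male repeat 1 or hermaphrodite repeat 2 or 3), egl-5 at YA (without hermaphrodite repeat 1), mab-3 at YA (without hermaphrodite repeat 1), nob-1 at YA (without hermaphrodite repeat 4), vab-3 at YA (without hermaphrodite repeat 4), srj-49 at YA (without male repeat 1 or 3 or hermaphrodite repeat 1 or 4), ins-39 at L2 (without male repeat 1 or 4 or hermaphrodite repeat 3) and glr-5 at L4 (without male repeat 2 or 3 or hermaphrodite repeat 4) within that error. Without the L1 libraries of repeat 1, a setting chosen after the values were seen that drops none of the paper's called L1 genes compared here, ces-2 at L1 and mab-3 at L1 came within that error. With the DESeq2 Wald test and a replicate block, a setting chosen after the values were seen that drops 1 (dmd-4 at YA) of the paper's called genes compared here, mab-3 at L1, ces-2 at L3, egl-5 at L4, lin-29 at L4, nob-1 at YA, str-222 at L1, srj-49 at YA, str-222 at YA and glr-5 at L4 came within that error. The fitted fold changes of ces-2 at L1, L3 and L4, of egl-5 at YA, of str-222 at L1 and YA and of glr-5 at L4 rest on 3 or fewer counts in hermaphrodites and depend on the prior count.

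The paper states more male-biased than hermaphrodite-biased genes at every stage; at L4 hermaphrodite-enriched genes were the more numerous here under TMM, and the male-enriched were with DESeq2 size factors, with no low-count filter, with no minimum mean count, with the DESeq2 Wald test, with counts thinned to the smallest library, with each stage fitted alone, with a replicate block within stage and without L4 male repeat 2 or 3 or L4 hermaphrodite repeat 3 or 4. At YA the hermaphrodite-enriched were the more numerous with thinned counts, with each stage fitted alone and with the mean count taken over the libraries of the stage. At L1 the paper gives males a clear majority; the male share was 53.1% under TMM and 66.6% with DESeq2 size factors, and hermaphrodite-enriched genes were the more numerous without L1 hermaphrodite repeat 2, 3 or 4 or YA hermaphrodite repeat 2 or 3, each left out alone, and without YA hermaphrodite repeats 1 and 4 together. It separates the sexes on PC3. Here too the sexes did not overlap on PC3 within L3, L4 and YA, though PC2 had the largest pooled share of variance between them. The paper's supplementary gene table has T26E4.9 among the genes male-enriched at all stages, which did not pass at L1 (1.39 ± 0.62) under any setting run. It names ttx-1 as male-enriched during sexual maturation, which was not called at L4 or YA under TMM; at L4 it was called with DESeq2 size factors, with the DESeq2 Wald test, with counts thinned to the smallest library and without L4 male repeat 1, and, as chosen after the values were seen, with the DESeq2 Wald test and a replicate block. It proposes that the sex difference of lin-29 arises earlier in development than was known. lin-29 was not called at L1 under TMM (0.90 ± 0.28) and was called with DESeq2 size factors, with no low-count filter, with the DESeq2 Wald test, with each stage fitted alone, with counts thinned to the smallest library, without L1 male repeat 2 and without L1 hermaphrodite repeat 1, and, as chosen after the values were seen, with the DESeq2 Wald test and a replicate block and without the L1 libraries of repeat 1. Its supplementary values have glr-5 as male-enriched at L4. glr-5 passed the thresholds on fold change and adjusted p (edgeR, adjusted p = 0.00424) but not the minimum mean count, and is called with no minimum mean count. Libraries of a group are described as closest to each other; 37 of 40 were, and all 40 with the 500 genes of largest variance.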

Other observations

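The counts and list values without the YA hermaphrodite libraries of repeats 1 and 4 were chosen only after the results were seen. Values given for a gene are log2 fold changes, males minus hermaphrodites, ± the standard error derived from edgeR's F statistic. In young adults the sperm genes stood far apart between the sexes. Of 31 major sperm protein genes, 30 were higher in males and none in hermaphrodites at YA, also when adjusted over the list alone (camera adjusted p = 2.51e-08, adjusted p = 0.309 with an estimated correlation). Of 40 other sperm genes, 33 were higher in males and 1 in hermaphrodites at YA, also when adjusted over the list alone (camera adjusted p = 1.90e-10, adjusted p = 0.0777 with an estimated correlation). spe-47 had 3.61 ± 0.29 and gsp-4 2.27 ± 0.23. In YA hermaphrodite repeats 1 to 4 major sperm protein transcripts stood at 3593, 387, 514 and 3487 CPM. Of 31 major sperm protein genes, 14 were higher in males and none in hermaphrodites at L4, or 18 and 0 when adjusted over the list alone (camera adjusted p = 0.00188, adjusted p = 0.563 with an estimated correlation). Of 40 other sperm genes, 25 were higher in males and none in hermaphrodites at L4, also when adjusted over the list alone (camera adjusted p = 8.54e-09, adjusted p = 0.0964 with an estimated correlation). Of 18 germline genes common to both sexes, none was higher in males and 13 in hermaphrodites at YA, also when adjusted over the list alone (camera adjusted p = 3.04e-04, adjusted p = 0.131 with an estimated correlation). Among them were gld-1, a translational regulator (-3.79 ± 0.36), and pgl-1, a P granule protein (-2.99 ± 0.31). Of 77 ribosomal protein genes, 1 was higher in males and 20 in hermaphrodites at YA, also when adjusted over the list alone (camera adjusted p = 7.75e-04, adjusted p = 0.479 with an estimated correlation). rpl-37 had -1.83 ± 0.23. Of 84 C-type lectins, 44 were higher in males and 6 in hermaphrodites at YA, also when adjusted over the list alone (camera adjusted p = 3.69e-05, adjusted p = 0.0777 with an estimated correlation). clec-104 had 4.18 ± 0.37. At L4, 30 were higher in males and 12 in hermaphrodites, or 31 and 12 when adjusted over the list alone (camera adjusted p = 8.17e-04, adjusted p = 0.186 with an estimated correlation).

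Some genes of muscle were higher in males. Of 17 body wall muscle genes, 5 were higher in males and none in hermaphrodites at YA, also when adjusted over the list alone (camera adjusted p = 0.0383, adjusted p = 0.548 with an estimated correlation). ttn-1, the titin gene, had 1.89 ± 0.28 and myo-3 1.72 ± 0.17. At YA the body wall muscle genes lost their call at a camera adjusted p of 0.609 without the YA hermaphrodite libraries of repeats 1 and 4 and 0.132 with each stage fitted alone, against 1.61e-04 at the lowest over the other settings. Of 6 pharyngeal muscle genes, 3 were higher in males and 1 in hermaphrodites at L4, also when adjusted over the list alone (camera adjusted p = 0.308, adjusted p = 0.564 with an estimated correlation). myo-2 had 2.09 ± 0.46. Of 8 intestine genes, none was higher in males and 2 in hermaphrodites at L4, also when adjusted over the list alone (camera adjusted p = 0.0903, adjusted p = 0.158 with an estimated correlation). Among them was the esterase gene ges-1 (-3.27 ± 0.67). Of 4 vulva and uterus genes, 1 was higher in males and none in hermaphrodites at YA, also when adjusted over the list alone (camera adjusted p = 0.93, adjusted p = 0.978 with an estimated correlation). Of 13 genes of fatty acid synthesis, none was higher in males and 1 in hermaphrodites at L1, or 1 and 5 when adjusted over the list alone (camera adjusted p = 0.0173, adjusted p = 0.25 with an estimated correlation). At YA, 3 were higher in males and 2 in hermaphrodites, also when adjusted over the list alone (camera adjusted p = 0.836, adjusted p = 0.954 with an estimated correlation). At L1 the genes of fatty acid synthesis lost their call at a camera adjusted p of 0.0616 without the YA hermaphrodite libraries of repeats 1 and 4 and 0.128 with each stage fitted alone, against 3.93e-04 at the lowest over the other settings. Of 19 glycolysis genes, 2 were higher in males and 3 in hermaphrodites at YA, also when adjusted over the list alone (camera adjusted p = 0.986, adjusted p = 0.986 with an estimated correlation). ldh-1, lactate dehydrogenase, had 1.18 ± 0.20. Of 33 genes of the respiratory chain, none was higher in males and 5 in hermaphrodites at L4, or 0 and 3 when adjusted over the list alone (camera adjusted p = 0.107, adjusted p = 0.153 with an estimated correlation). The list respiratory chain lay toward hermaphrodites at L1 (camera adjusted p = 0.00215, adjusted p = 0.00901 with an estimated correlation), with a median log2 fold change of -0.48. Of 6 DAF-16 targets, 1 was higher in males and 2 in hermaphrodites at YA, also when adjusted over the list alone (camera adjusted p = 0.986, adjusted p = 0.986 with an estimated correlation). The calls in hermaphrodites were sip-1 (-2.21 ± 0.24) and mtl-1 (-2.24 ± 0.73). mtl-1 at YA turned toward males without YA hermaphrodite repeats 1 and 4 (3.61) and without repeat 4 alone (0.82), and lost its call with each stage fitted alone (-2.33), with a replicate block within stage (-0.18) and with the DESeq2 Wald test and a replicate block (-1.81). Of 2 heat shock genes, 1 was higher in males and none in hermaphrodites at YA, also when adjusted over the list alone (camera adjusted p = 0.912, adjusted p = 0.954 with an estimated correlation).

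The male strain carries dpy-28(y1), a mutation of the dosage compensation complex. Of 8 genes of the dosage compensation complex, none was higher in males and 5 in hermaphrodites at YA, also when adjusted over the list alone (camera adjusted p = 0.078, adjusted p = 0.309 with an estimated correlation). dpy-28 had -1.66 ± 0.27 and sdc-1 -1.88 ± 0.32. Of 10 sex determination genes, 2 were higher in males and 5 in hermaphrodites at YA, also when adjusted over the list alone (camera adjusted p = 0.221, adjusted p = 0.426 with an estimated correlation). fem-3 had -3.49 ± 0.25 and fog-1 2.56 ± 0.29. X-linked genes as a set did not pass at any stage with camera under TMM and no block. Of 1072 tested, 253 were higher in males and 110 in hermaphrodites at YA (camera adjusted p = 0.0879, adjusted p = 0.249 with an estimated correlation). At L1, 40 were higher in males and 33 in hermaphrodites (camera adjusted p = 0.855, adjusted p = 0.898 with an estimated correlation). Over other splits of each stage, chance was not excluded for this set. The unadjusted camera p was 0.855 at L1 (a p as small in 29 of 35 splits, 0.011 the smallest other), 0.642 at L2 (a p as small in 22 of 35 splits, 0.172 the smallest other), 0.4 at L3 (a p as small in 3 of 35 splits, 0.325 the smallest other), 0.905 at L4 (a p as small in 32 of 35 splits, 0.00932 the smallest other) and 0.0879 at YA (a p as small in 11 of 35 splits, 6.66e-05 the smallest other).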
